# Unistrand piRNA clusters are an evolutionarily conserved mechanism to suppress endogenous retroviruses across the *Drosophila* genus

**DOI:** 10.1038/s41467-023-42787-1

**Published:** 2023-11-13

**Authors:** Jasper van Lopik, Azad Alizada, Maria-Anna Trapotsi, Gregory J. Hannon, Susanne Bornelöv, Benjamin Czech Nicholson

**Keywords:** Piwi RNAs, Genome informatics, Coevolution

## Abstract

The PIWI-interacting RNA (piRNA) pathway prevents endogenous genomic parasites, i.e. transposable elements, from damaging the genetic material of animal gonadal cells. Specific regions in the genome, called piRNA clusters, are thought to define each species’ piRNA repertoire and therefore its capacity to recognize and silence specific transposon families. The unistrand cluster *flamenco* (*flam*) is essential in the somatic compartment of the *Drosophila* ovary to restrict *Gypsy*-family transposons from infecting the neighbouring germ cells. Disruption of *flam* results in transposon de-repression and sterility, yet it remains unknown whether this silencing mechanism is present more widely. Here, we systematically characterise 119 *Drosophila* species and identify five additional *flam*-like clusters separated by up to 45 million years of evolution. Small RNA-sequencing validated these as bona-fide unistrand piRNA clusters expressed in somatic cells of the ovary, where they selectively target transposons of the *Gypsy* family. Together, our study provides compelling evidence of a widely conserved transposon silencing mechanism that co-evolved with virus-like *Gypsy*-family transposons.

## Abstract (web summary)

To control transposable elements, fruit flies rely on distinct genomic regions called piRNA clusters. Here, new piRNA clusters were identified across diverse Drosophila species, displaying a conserved and specialised role in the control of endogenous retroviruses in ovarian somatic cells.

## Introduction

Transposable elements (TEs) are widespread across all domains of life. TEs are broadly categorized based on their structure and mobilisation strategies into DNA transposons, which move via a “cut-and-paste” mechanism, and retrotransposons (reviewed in^1^). Retrotransposons replicate via RNA intermediates and are further subdivided into non-LTR elements, including short interspersed nucleotide elements (SINEs) and long interspersed nucleotide elements (LINEs), and long terminal repeats (LTR) elements, which share similarity to endogenous retroviruses (ERVs). LTR transposons and ERVs both encode *gag* and *pol* open reading frames (ORFs), with ERVs and specialised retroelements (also known as errantiviruses) such as *gypsy* and *ZAM* also possessing an *envelope* (*env*) gene. The *env* gene allows virus-like particle formation and cell-to-cell transposition in addition to the “copy-and-paste” mobilisation mechanism intrinsic to all LTR TEs.

The ability of transposons to mobilise and thereby move or copy from one genomic location to another forms a threat to the genome integrity of their host. This activity, if present in gonadal cells, typically results in sterility^2,3^. Multiple molecular mechanisms have evolved to suppress TE activity, including the HUSH complex, KRAB-zinc finger proteins and the PIWI-interaction RNA (piRNA) pathway^4–9^. The animal-specific piRNA pathway is predominantly expressed in gonadal cells and relies on 23-30 nt small RNAs, mainly derived from transposons and/or discrete genomic loci dubbed piRNA clusters, that associate with PIWI-clade Argonaute proteins^8–10^. While piRNA clusters are widely found throughout the animal kingdom, including examples in human, mice, zebrafish and mosquitos^11–14^, their function and content varies with not all species showing enrichment of transposon remnants.

In *Drosophila melanogaster*, piRNA clusters are enriched in TE fragments reflecting past and current transposon burden. Depending on their ability to generate piRNAs from one or both genomic strands, piRNA clusters are classified as either unistrand or dual-strand^10^. Dual-strand clusters, as well as the factors ensuring their transcription and export to piRNA processing sites, are expressed specifically in germ cells and appear to be both fast evolving and *Drosophila*-specific^15–17^. In the somatic compartment of the ovary, however, piRNAs are derived mainly from unistrand clusters. Transcripts from unistrand clusters are similar to canonical mRNAs in that they derive from discrete promoters, are spliced, likely polyadenylated, and are exported via the canonical Nxf1-Nxt1 machinery^16,18,19^.

The *Drosophila* ovary contains somatic follicle cells that encapsulate and support the germ cells, including the oocyte. Through genetic experiments, the *flamenco* (*flam*) locus was identified as the master regulator of *Gypsy-*family transposons in the follicle cells of *Drosophila melanogaster*, well before the piRNA pathway was discovered^20,21^. Several studies initially attempted to link protein-coding genes in the *flam* region with *Gypsy* repression, but *flam* was eventually found to be a non-coding RNA gene^10^ containing numerous LTR TE fragments, from elements such as *idefix*, *ZAM* and *gypsy*, that are predominantly inserted in the same genomic orientation^22^. Following transcription and processing, *flam* gives rise to a diversity of abundant piRNAs with sequence complementarity to these transposons. Loss of *flam* expression or the failure to process its transcripts into piRNAs results in a near complete loss of *Gypsy*-targeting small RNAs in the somatic cells of the ovary, permitting ERV-like elements to form virus-like particles able to infect germ cells and ultimately resulting in sterility^21,23–25^. Thus, the current view in the field is that *flam* acts as a transposon trap^26–29^, where a new TE able to mobilise from somatic cells initially will increase its copy number over generations, until it eventually becomes integrated into the *flam* cluster (Fig. 1a), leading to its silencing from the subsequent generation (Fig. 1b).

**Fig. 1:**
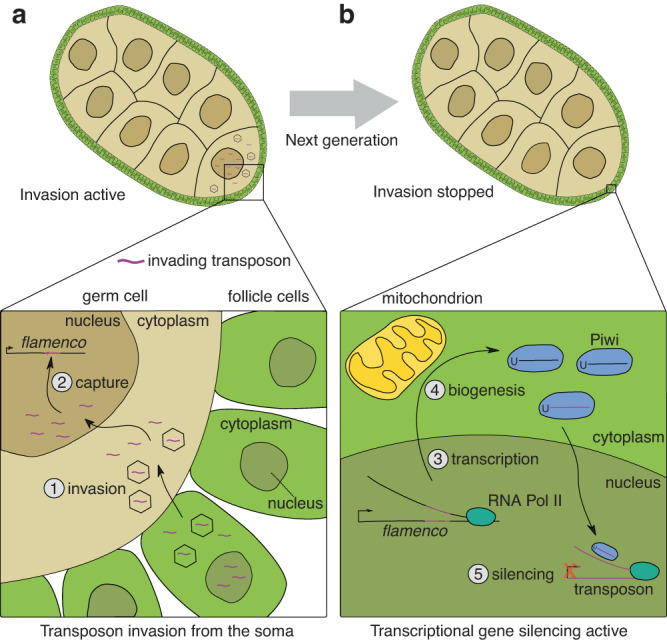
Model of ERV invasion and capture by the *flamenco* piRNA cluster. **a** Cartoon of a developing *Drosophila* egg chamber with an active transposon invasion from the soma (top). Somatic follicle cells lining the egg chamber are shown in green and germ cells are shown in beige. Transposon transcripts (purple) originating from somatic cells enter the germ cells (bottom, step 1, invasion). Once reverse transcribed and transported into the nucleus, they integrate into the germline genome. Transposon copy number increases over multiple generations, until a transposon is inserted in antisense orientation into *flam* (step 2, capture). **b** Cartoon of a *Drosophila* egg chamber in which transposon invasion is halted (top). A piRNA precursor transcript is produced from the *flam* locus in somatic cells (bottom, step 3, transcription). The precursor is processed into piRNAs and loaded into Piwi proteins (step 4, biogenesis). The Piwi-piRNA complex enters the nucleus where it recognises transposon transcripts by sequence complementarity and instruments their co-transcriptional repression (step 5, silencing).

The indispensable role of *flam* in TE regulation in *D. melanogaster* has sparked questions about its evolutionary conservation within the wider *Drosophila* genus. Although *flam* has been identified in closely related species, it appeared to be absent in *D. ananassae* and two members of the *obscura* group^30,31^. Making use of numerous recently released high-quality *Drosophila* genome assemblies^32,33^, here we systematically searched for *flam*-like unistrand piRNA clusters within the *Drosophila* subgenera *Sophophora* and *Drosophila*, revealing their widespread presence. Our results highlight their unique characteristic architecture and specificity in regulating somatically active LTR elements, particularly those carrying an *envelope* protein that facilitates transfer to germ cells. Collectively, our study suggests a conserved and essential role of somatically expressed unistrand piRNA clusters in the suppression of ERVs across the entire *Drosophila* genus.

## Results

### *Flam* is evolutionarily conserved beyond the *melanogaster* subgroup

The unistrand cluster *flam* is the major source of piRNAs in somatic follicle cells of the *D. melanogaster* ovary. *Flam* is characterised by an array of antisense oriented remnants of *Gypsy* family transposons, which gives rise to piRNAs complementary to active TEs^34^. As genome assembly quality improved, the size of the *flam* locus has steadily increased from an original annotation of ~180 kilobases (kb) up to an approximate 650 kb^20,35,36^. Despite its indispensable role in TE control^10,20,21^, there has been no evidence of *flam* conservation outside of the *melanogaster* subgroup^30^. We therefore asked whether *flam* conservation could be extended further by analysing a total of 193 Drosophilid genomes from 119 species, including recently published high-quality, long-read genome assemblies^32,33^.

We first performed a synteny analysis to locate *flam*-syntenic regions in other species by mapping 20 genes up- and downstream of the *D. melanogaster* cluster to each target genome assembly (Fig. 2a). Extensive accumulation of TE insertions predominantly in one genomic orientation was suggestive of a unistrand cluster at the expected genomic location across nearly all studied species within the *melanogaster* subgroup (Fig. S1). Within the *melanogaster* subgroup, species, where a syntenic *flam* cluster was not apparent, generally had more fragmented genome assemblies. Additionally, *flam*-syntenic candidate clusters were identified in several species outside the *melanogaster* subgroup, including species from the *suzukii* subgroup, but not the *elegans*/*rhopaloa* subgroups (Fig. 2b–d, Fig. S2). These clusters ranged from 227 kb (*D. biarmipes*) to 1,085 kb (*D. subpulchrella*) in size (Fig. 2e), and, like their *D. melanogaster* counterpart, displayed a clear strand bias with most transposon fragments inserted opposite to the inferred direction of cluster transcription.

**Fig. 2:**
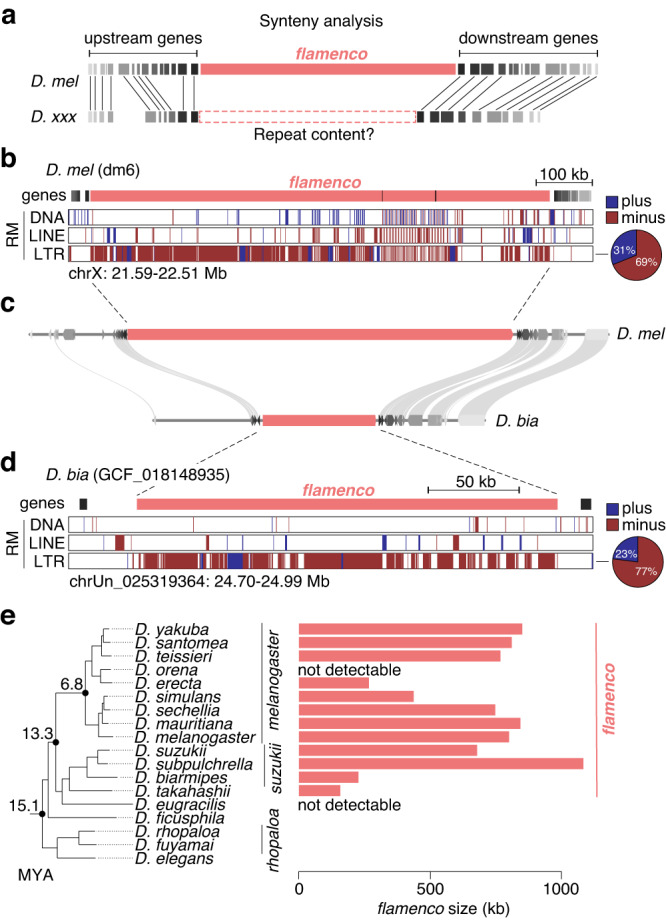
Identification of *flam* across *Drosophila* species. **a** Cartoon showing synteny analysis pipeline. **b** Genome browser tracks showing the *D. melanogaster* (dm6 genome) *flam* region with transposon annotation by RepeatMasker (RM), displaying some neighbouring genes used for synteny analysis. The pie chart to the right indicates LTR content per strand in the cluster region. **c** MCScan plot showing gene and *flam* synteny between *D. melanogaster* and *D. biarmipes*. **d** As in (**b**) but showing the *D. biarmipes* (GCF_018148935 genome) *flam* region. **e** Phylogenetic tree (left) representation of the *melanogaster, suzukii*, *takahashii*, *eugracilis*, *ficusphila, rhopaloa* and *elegans* subgroups, indicating the respective size of their *flam*-syntenic loci in kb (right). Abbreviations: MYA million years ago. Source data are available in the source data file.

In conclusion, the *flam* locus likely appeared between 13.3 and 15.1 million years ago (MYA), following the emergence of the *elegans*/*rhopaloa* subgroups, and was detected in 12 species (Fig. 2e). The absence of *flam* beyond these species, despite largely conserved gene synteny in the region and the widespread presence of *Gypsy*-family elements in Drosophilids, prompted the question whether analogous *flam*-like unistrand piRNA clusters exist elsewhere in the genomes of these species.

### *D. ficusphila* possesses a *flam*-like piRNA cluster

Interspersed repeat content was recently estimated across Drosophilids^32^, including the subgenera *Drosophila* and *Sophophora* (to which *D. melanogaster* belongs). We noticed that species of the *Drosophila* subgenus generally appeared to have less repeat content compared to those belonging to the *Sophophora* subgenus. We hypothesised that database-driven repeat annotation commonly performed by RepeatMasker underestimates the transposon abundance in less well studied species. Therefore, we constructed de novo TE annotations using Extensive de novo TE Annotator (EDTA)^37^, and found that this indeed improved repeat annotations (Fig. S3a).

The species most closely related to *D. melanogaster* clearly lacking a unistrand syntenic *flam* cluster is *D. ficusphila*. Interestingly, with our novel TE annotations, we found a region enriched in LTR elements at the *flam*-syntenic location, however, without any orientation bias of the transposon insertions (Fig. 3a, b). RNA-seq and small RNA-seq (sRNA-seq) from ovaries revealed that this locus is transcribed and that its transcripts are processed into piRNAs. These piRNAs emanate from both genomic strands and show a 1U bias characteristic to this class of small RNAs (Fig. 3b, c). Overall, this pattern of piRNA production and the organisation of the TE insertions strongly resembles the architecture of a dual-strand piRNA cluster. The production of piRNAs from dual-strand clusters in *D. melanogaster* germ cells is amplified by the germline-specific ping-pong cycle^10,38^, which is characterised by the presence of complementary piRNA pairs overlapping by precisely ten nucleotides counted from their 5ʹ ends. Ping-pong and phasing analysis on piRNAs uniquely derived from the *flam*-syntenic cluster in *D. ficusphila* revealed phasing (Fig. S3b) and a strong ping-pong signature (Fig. 3d), indicating that this piRNA cluster is likely expressed and processed in the germline.

**Fig. 3:**
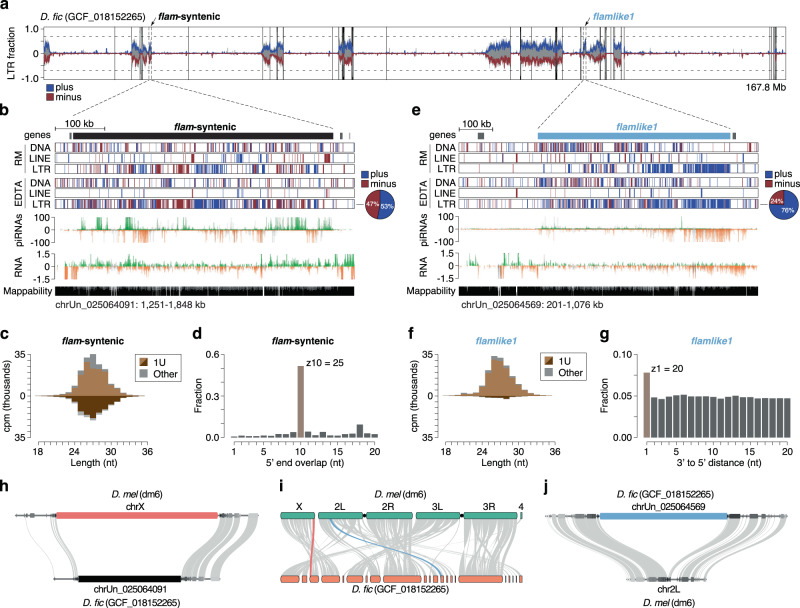
Identification of a non-syntenic *flam*-like locus in *D. ficusphila*. **a** Genome-wide detection of *flam*-like loci in *D. ficusphila* using a sliding window approach. Predicted LTR content (blue, plus strand; red, minus strand) and total repeat content (grey) is shown across the whole genome (100 kb bins). Arrows indicate the *flam*-syntenic region, and the de novo identified *flamlike1* region. **b** Genome browser tracks showing *D. ficusphila* (GCF_018152265 genome) *flam*-syntenic region (black bar) with transposon annotations by RepeatMasker (RM) and EDTA, and gene annotation by NCBI. Uniquely mapping piRNA (cpm) and total RNA levels (ln(cpm+1)) are presented (green/orange, unique mappers; grey, multi-mappers). Mappability is displayed at the bottom. The pie chart to the right indicates LTR content per strand in the cluster region. **c** Relative piRNA size distribution of piRNAs mapping sense (light brown) and antisense (dark brown) to *D. ficusphila flam*-syntenic region. **d** Ping-pong signature for piRNA pairs mapping onto the *flam*-syntenic region. **e** Same as in (b), but for *D. ficusphila flamlike1* region (blue bar). **f** Relative piRNA size distribution of sense (light brown) and antisense (dark brown) piRNAs mapping to *D. ficusphila flamlike1* region. **g** Phasing signature (3’ end to 5’ end distance) for piRNAs mapping onto *flamlike1*. **h** Zoom-in on genic region indicating presence of a piRNA cluster in the *flam*-syntenic region in *D. ficusphila*. **i** Macrosynteny plot indicating gene synteny between *D. melanogaster* and *D. ficusphila* highlighting *flam* (red) and *flamlike1* (blue). **j** Zoom-in on genic region indicating the absence of a piRNA cluster in *flamlike1*-syntenic region in *D. melanogaster*. Source data are available in the source data file.

As *D. ficusphila* appears to possess a dual-strand cluster in place of the *flam* locus, it either lacks somatically expressed LTR transposons or controls these TEs by other means. The presence of *Gypsy* family elements in all investigated genomes strongly indicates that *D. ficusphila* has somatically expressed transposons (Fig. S3c). We therefore set out to identify non-syntenic unistrand piRNA clusters in *D. ficusphila* that resemble *flam* in terms of its size, *Gypsy*-family TE content and strong enrichment for transposon insertions to be oriented on one genomic strand.

We calculated LTR transposon content across 100 kb sliding windows to scan the entire genome for putative unistrand piRNA clusters (Fig. 3a). This identified a ~ 560 kb region enriched in LTR TEs predominantly on the plus strand of chrUn_025064091 (Fig. 3a, e), hereafter referred to as *flamlike1*. Whole ovary sRNA-seq revealed that *flamlike1* produces piRNAs complementary to TE transcripts, thus resembling the expression pattern of a unistrand cluster. Accordingly, piRNAs mapping to this locus also show a strong 1U bias, robust phasing pattern and a weaker ping-pong signature (Fig. 3f–g, Fig. S3d).

The presence of a dual-strand cluster at the *flam*-syntenic region and the identification of a *flam*-like unistrand cluster elsewhere in the genome prompted us to investigate whether *D. melanogaster* also has a piRNA cluster at the region syntenic to *flamlike1*. A macrosynteny analysis between *D. ficusphila* and *D. melanogaster* indicated that the *flamlike1-*syntenic region is located on chromosome 2 L in *D. melanogaster* (Fig. 3i). Closer investigation revealed this to be a purely genic region bearing no TE enrichment, whereas the *flam*-syntenic region shows a piRNA cluster in *D. ficusphila* (Fig. 3h–j).

### *Flam*-like clusters repeatedly emerged throughout evolution

The observation of a *flam*-like cluster in *D. ficusphila* raises the question if other, more distant species also carry *flam*-like clusters and whether this is an evolutionary conserved genome feature. To determine whether *flam*-like loci can be readily identified across Drosophilids, we applied the genome-wide scanning approach to all 119 species, including *D. melanogaster*. This re-identified *flam* and several *flam*-syntenic loci across nine species of the *melanogaster* group, including *D. suzukii*, *D. takahashii* and *D. biarrmipes* (Fig. S4). Publicly available and our own genomics data confirmed that these loci are expressed and produce abundant piRNAs (Fig. S5).

Interestingly, we also identified five additional *flam*-like loci outside of the *melanogaster* group in *D. oshimai*, *D. persimilis*, *D. pseudoobscura*, *D. innubila*, and *D. bifasciata* (Fig. S6). Of note, *D. persimilis* and *D. pseudoobscura* are closely related species that diverged less than 2 MYA, and synteny analysis revealed that their *flam*-like loci were syntenic (Fig. S7a). We named these loci *flamlike2*, *flamlike3* (both *D. persimilis* and *D. pseudoobscura*), *flamlike4*, and *flamlike5*, respectively (Fig. 4a–d). Publicly available sRNA-seq data available for *D. persimilis* and *D. pseudoobscura* revealed that *flamlike3* produces vast amounts of piRNAs that predominantly originate from one genomic strand and were in antisense orientation to LTR transposon transcripts (Fig. S7b), which was also confirmed by our own sRNA-seq data (Fig. 4b, Fig. S7b). Similarly, our sRNA-seq data confirmed the production of piRNAs from *flamlike5* in *D. bifasciata* (Fig. 4d). Notably, *flamlike3* in *D. pseudoobscura* and *flamlike5* in *D. bifasciata* correspond to soma-expressed piRNA clusters observed in a recent publication^39^.

**Fig. 4:**
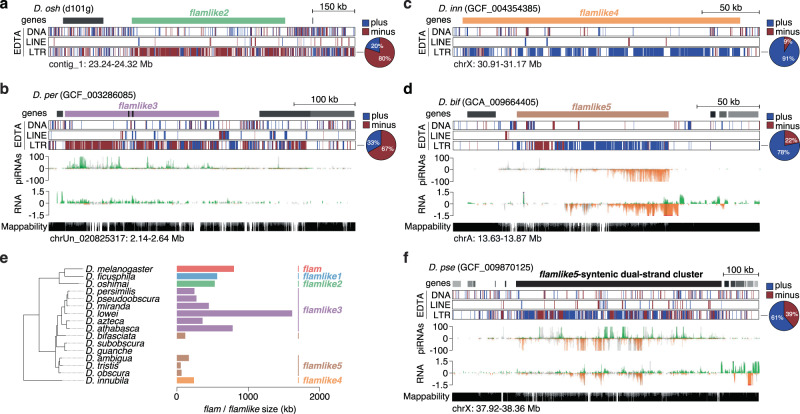
Multiple *flam*-like clusters are identified across diverse *Drosophila* species. **a** Genome browser tracks showing *D. oshimai flamlike2* region with transposon annotation by EDTA (blue, plus strand; red, minus strand) and gene annotation by NCBI. The pie chart to the right indicates LTR content per strand in the cluster region. **b** As in (**a**) but showing the *D. persimilis flamlike3* region. Uniquely mapping piRNA (cpm) and total RNA levels (ln(cpm+1)) are presented (green/orange, unique mappers; grey, multi-mappers). Mappability is displayed at the bottom. **c** As in (**a**) but showing the *D. innubila flamlike4* region. **d** As in (**b**) but showing *D. bifasciata flamlike5* region. **e** Phylogenetic tree representation highlighting *flamlike1*, *flamlike2* and *flamlike4* presence and *flamlike3* and *flamlike5* conservation across *Drosophila* species, with *D. melanogaster flam* as a reference (left). Cluster size is indicated in kb (right). **f** As in (**d**) but showing the *D. pseudoobscura flamlike5* syntenic dual-strand cluster. Source data are available in the source data file.

We noted that several *flam*-syntenic regions escaped detection through the genome-wide scanning approach in highly fragmented genome assemblies (Fig. S8). This observation, together with the presence of syntenic *flam*-like clusters in the closely related species *D. persimilis* and *D. pseudoobscura* raised the possibility that additional syntenic loci might also be present for other candidate unistrand clusters. Synteny analysis of *flamlike3* showed a widespread conservation of this locus within the *pseudoobscura* subgroup, being present in at least five species (Fig. 4e, Fig. S7b, Fig. S9a–d). Similarly, for another group of four species within the *obscura* subgroup we identified *flamlike5* (Fig. 4d, Fig. S9d–g, Fig. S10). Interestingly, *flamlike5* is syntenic to a dual-strand cluster in the species carrying *flamlike3* (Fig. 4f, Fig. S9a, d, Fig. S11). Similar to the *flam*-syntenic region in *D. ficusphila*, these *flamlike5* syntenic dual-strand clusters are enriched for LTR transposons, but do not show an orientation bias. Thus, large *flam*-like unistrand clusters appear to have emerged at various branches of the *Drosophila* genus (Fig. 4e, Supplementary Data 1).

### *Flam*-like clusters are expressed in the somatic follicle cells of the ovary

Identification of unistrand piRNA clusters across 22 *Drosophila* species (excluding *D. melanogaster*), all displaying similar genomic characteristics, raised the hypothesis that these loci have a somatic function similar to that of *flam*. Supporting this, several of these loci were confirmed to be transcribed predominantly from one strand (Fig. 4b, d, Fig. S7b), consistent with expression in somatic cells that, in *D. melanogaster*, lack the machinery needed to express and export transcripts from dual-strand clusters. However, since sRNA-seq from whole ovaries captures a mixture of both somatic and germline piRNAs, it remained uncertain if these unistrand piRNA clusters actually operate in the soma.

To determine whether *flam*-like loci are somatically expressed, we generated and sequenced sRNA-seq and RNA-seq libraries that were enriched for somatic follicle cells of the ovary (Fig. 5a) from ten and five species, respectively, including species carrying the *flam*-syntenic, *flamlike1*, and *flamlike3* piRNA clusters. 

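Whole ovaries, in which somatic follicle cells surround the germline cells, were profiled by ATAC-seq in 9 *Drosophila* species. In this assay a transposase inserts sequencing adapters into accessible DNA, so that a called peak marks a stretch of open chromatin in some of the cells of the tissue. There were 18 libraries, with 3 for *D. yakuba*, 1 for *D. simulans* and 2 for each of the other 7 species. The peaks of *D. simulans* were not analysed here, which leaves 8 species and 17 libraries. The lists held between 17532 peaks in *D. biarmipes* and 26758 in *D. melanogaster*, with 26004 in *D. yakuba*, 25254 in *D. erecta*, 24614 in *D. pseudoobscura*, 22673 in *D. persimilis*, 21892 in *D. ficusphila* and 20854 in *D. suzukii*. The median peak was 174 to 204 bp wide, and the narrowest was 73 bp wide in every list. Each species has 1 list, called after its replicates were merged, so no value from these lists has a replicate error. Trimming, alignment, marking of duplicates and peak calling with MACS2 were done by the authors, and the fold enrichment and the −log10 q of each peak are the authors' values, used here only to describe and filter peaks within a list. The largest q in any list was 0.0446. According to the paper's Supplementary Data 11, the libraries had 4491635 to 23831228 mapped read pairs, and the merged lists rest on 9157558 (*D. biarmipes*) to 30944279 (*D. yakuba*) pairs. The sample labels give 6 to 20 ovaries per library and a transposition of 30 min, where the paper's methods give 6 to 12 ovary pairs and 60 min. Clusters, strands and TSSs were taken from Supplementary Data 1 in the assembly of each list, and positions are counted from 1. Distances from a TSS are in the direction of transcription, negative upstream. The choices that could change the numbers are the distance at which a peak counts as near, the threshold on q, and the part of the genome used for comparison.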

To allow precise mapping of the putative promoter regions, we further generated ATAC-seq libraries from nine of these species. 

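Of the 8 unistrand clusters with both a TSS and a peak list, 6 had a called peak within 1 kb of the TSS, whereas 1.56 were expected from random positions on the same scaffolds (one-sided permutation test by random placement, 100000 draws, p = 0.00069). The 6 are of *flam* and *flamlike3* in related species and share ancestry, which the test does not take into account. In *D. melanogaster* the *flam* TSS at position 21631906 of chromosome X (dm6) lay inside a peak from 21631823 to 21631931 with a fold enrichment of 3.49 and a −log10 q of 26.4. In *D. yakuba* (droYak2) the TSS at 20625080 of chromosome X likewise lay inside a peak, from 20624987 to 20625125, with a fold enrichment of 3.11. The nearest peaks of *flam* in *D. suzukii* (643811 to 643977) and *D. biarmipes* (24724245 to 24724317) ended 44 and 97 bp upstream of the TSS, and those of *flamlike3* in *D. pseudoobscura* (37960863 to 37961004) and *D. persimilis* (2167078 to 2167177) ended 288 and 295 bp upstream of it. The exceptions were *D. erecta*, where the nearest peak to the *flam* TSS began 1554 bp downstream, and *flamlike1* of *D. ficusphila*, whose nearest peak lay 11275 bp upstream, with no peak within 3 kb. The peaks nearest to the TSSs were of low to middling strength in their own lists, at the 10.9th to 55.1st percentile of fold enrichment. Since the TSSs were placed with the help of these libraries, their closeness to peaks is not independent evidence of their position. For *D. biarmipes*, Supplementary Data 1 gives the same TSS coordinate in 2 assemblies whose cluster boundaries differ, so its position in the assembly of the peak list is uncertain.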

Based on our RNA-seq and ATAC-seq libraries, we first refined the predicted location of the transcription start site (TSS) for our *flam*-syntenic and *flam*-like clusters across 12 species (Supplementary Data 1). 

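Aligned at their TSSs, *flam* of *D. melanogaster* and of *D. yakuba* had 5 of 9 *D. melanogaster* promoter peaks at the same offset, counting summits within 3 kb of the TSS as shared when their offsets differed by at most 250 bp. The shared summits lay at −2324, −305, −30, 450 and 1106 bp in *D. melanogaster* and differed from those of *D. yakuba* by 228, 71, 9, 87 and 114 bp. They matched all 5 peaks that *D. yakuba* had in the window. For *flamlike3*, 3 of 4 promoter peaks of *D. pseudoobscura* had a counterpart in *D. persimilis*, at −1323, −359 and 985 bp, with differences of 41, 4 and 238 bp. Counted from *D. persimilis*, all 4 peaks had a counterpart, those at 743 and 1223 bp both matching the one at 985 bp. *D. suzukii* had 1 peak in the window, at −149 bp, and it differed by 32 bp from a peak of *D. biarmipes*. The *flamlike1* promoter of *D. ficusphila* had no peak in the window, so it could share none with *flamlike3* of *D. pseudoobscura* or *flam* of *D. melanogaster*. Random pairs of peaks taken as anchors shared 1.88 offsets on average for *D. melanogaster* and *D. yakuba* (one-sided permutation test with 10000 random pairs, p = 0.024, Benjamini-Hochberg adjusted p = 0.17 over 7 pairs) and 1.69 for *D. pseudoobscura* and *D. persimilis* (p = 0.16, adjusted p = 0.57). None of the 7 pairs passed the adjusted threshold of 0.05 in this test, and 1 was under it before adjustment, but 3 pairs had too few peaks to pass (*D. suzukii* with *D. biarmipes* and both pairs of *D. ficusphila*). Each random pair shares the anchor peaks themselves, and without these, a setting chosen after the data were seen, the expected numbers were 0.708 for *D. melanogaster* and *D. yakuba* (permutation test, adjusted p = 0.032) and 0.544 for *D. pseudoobscura* and *D. persimilis* (adjusted p = 0.134). With overlap of the peak intervals as the criterion, *D. melanogaster* and *D. yakuba* shared 6 peaks and also passed the threshold (permutation test, adjusted p = 0.032). In all these tests the random windows were not matched to the real ones in their number of peaks. A low p can therefore come from windows rich in peaks as well as from shared positions. Offsets stand in here for the sequence alignments of the paper, which need the genomes of both species, and an insertion between peaks shifts them.

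**Figure D1:**
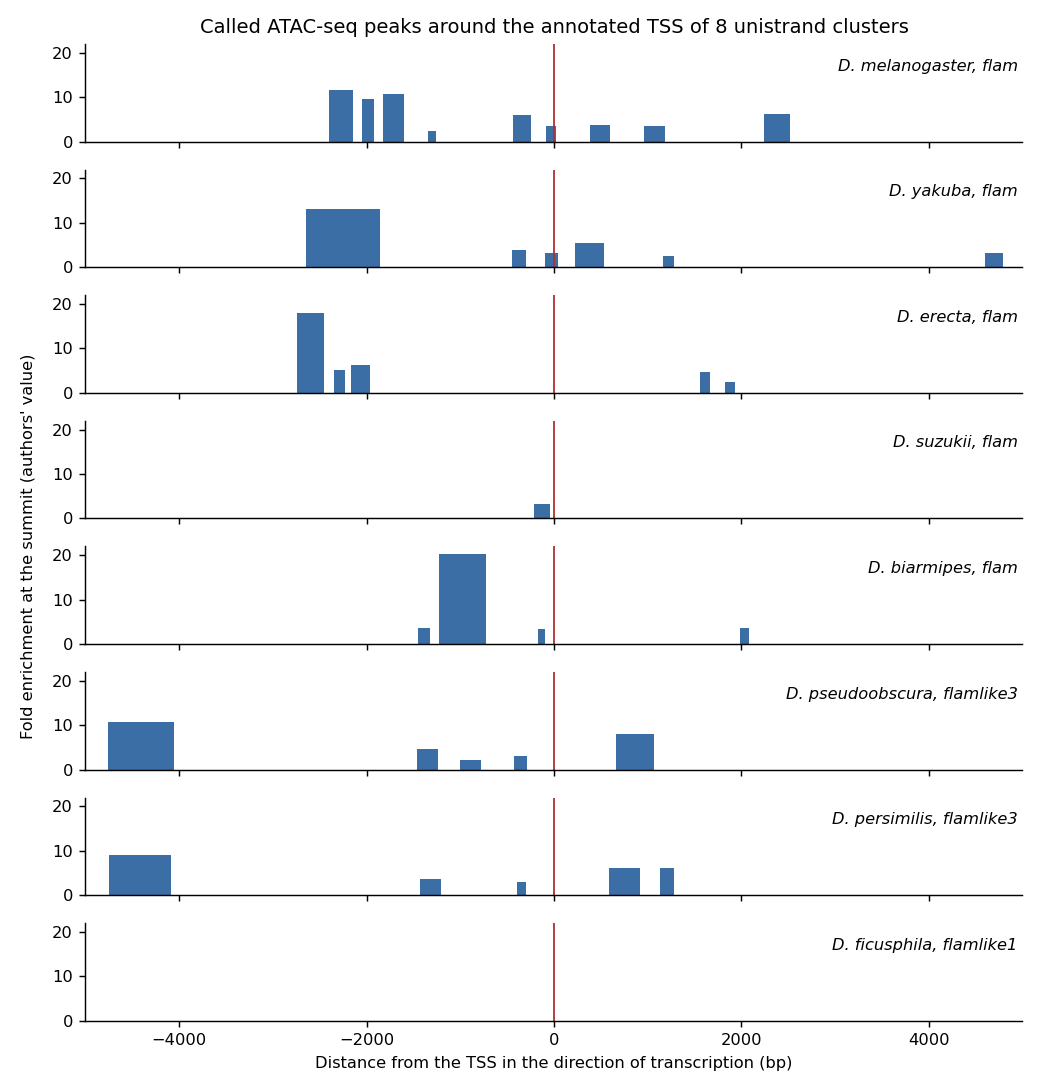
Called ATAC-seq peaks around the TSS (red line) of 8 unistrand clusters, by distance from the TSS in bp in the direction of transcription. Each bar spans 1 peak and its height is the authors' fold enrichment, which can be compared within a species only. The TSS lies inside a peak in *D. melanogaster* and *D. yakuba*, and *flamlike1* of *D. ficusphila* has no peak within 3 kb.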

Cross-species analysis of ATAC-seq peaks further confirmed that syntenic clusters share orthologous open chromatin regions of the promoter area (Fig. S12, S13). 

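In *D. melanogaster*, a sequence close to the Ci/Gli consensus TGGGTGGTC lay inside the promoter peak just upstream of the *flam* TSS. The sequence TGGGTGGAC, on the minus strand at 21631505 to 21631513 of chromosome X (dm6), carries the substitution T8A, with positions counted from the 5′ end of the consensus. It lies at −401 to −393 bp from the TSS in an intergenic peak from 21631472 to 21631663 with a fold enrichment of 5.89. Of the 9 peaks within 3 kb of the TSS this was the 1 with a match at 1 mismatch or fewer (11.1%, exact 95% confidence interval 0.281 to 48.2%), and 4.37% of all 26758 peaks held such a match. Another match with 1 mismatch, AGGGTGGTC on the plus strand at 21628931 to 21628939 (−2975 to −2967 bp), lay outside any called peak. No promoter peak matched the consensus without a mismatch, and 2 did so with up to 2 mismatches, against 34.8% of all peaks. The Inr element, the sequence at which transcription by RNA polymerase II starts, was searched as TCAKTY. It had no match on the transcribed strand within 10 bp of the TSS of Supplementary Data 1. The nearest match, TCAGTT at 21631889 to 21631894, lay at −17 to −12 bp and inside the peak that holds the TSS. Its A, at 21631891, is the annotated start of *flam* in Ensembl, 15 bp upstream of the TSS of Supplementary Data 1. Searching around that annotated start was chosen after the match had been seen, and 2.03% of random positions in peaks have a match within 10 bp. Motifs were searched in *D. melanogaster* only, since the genomes of the other species were not used here.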

For *flam*-syntenic clusters, we identified several conserved *cis-*regulatory elements in their promoter peaks (Fig. S12), including the reported Cubitus interruptus (Ci) binding site and Initiator (Inr) element^18^. These elements and peaks were conserved from *D. melanogaster* to *D. yakuba* (Fig. S12) but were not readily detected in more distantly related species (Fig. S12, Fig. S13). Nevertheless, the presence of conserved regulatory regions suggests that the promoter regions are under purifying selection and that unistrand clusters are expressed as canonical transcription units.

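Of the 9 *flam* promoter peaks of *D. melanogaster*, 2 had a counterpart at the same offset in *D. erecta*, namely those at −2324 and −1992 bp, which differed by 27 and 26 bp. This number did not pass the test (expected 1.88, one-sided permutation p = 0.54; without the anchor peaks that all random pairs share, a setting chosen after the data were seen, expected 0.718, p = 0.185). In dm6 the first (21629510 to 21629762) lies over the 5′ UTR of *DIP1*, the gene upstream of *flam*, and the second (21629856 to 21629981) over 5′ UTR and coding sequence of it, and they had fold enrichments of 11.5 and 9.55. *D. yakuba* and *D. erecta* shared 1 offset, between a *D. yakuba* peak at −2552 bp (fold enrichment 13.2) and a *D. erecta* peak at −2630 bp (fold enrichment 18.0), the peaks of highest fold enrichment within 3 kb in each species (1.80 expected, permutation p = 1.0). *D. erecta* had no called peak between −1959 and 1554 bp of its TSS, a stretch that held 6 summits in *D. melanogaster*, at −1766, −1306, −305, −30, 450 and 1106 bp. In *D. melanogaster* the peaks at 450 and 1106 bp, inside the annotated *flam* transcript, had fold enrichments of 3.81 and 3.63, and the one at 1106 bp lay over *INE-1* and *Quasimodo* insertions. The list of *D. melanogaster* held a further peak at 2330 bp (fold enrichment 6.27), over *INE-1* and *Cr1a* insertions, without a counterpart within 250 bp in *D. yakuba*. In *D. biarmipes* the peak of highest fold enrichment near the TSS, from 24723185 to 24723685 at −907 bp (fold enrichment 20.2), had no counterpart in *D. suzukii*, whose list held 1 peak in the window. A difference in called peaks between species is not a test of a difference in accessibility, because the lists differ in depth and cannot be compared peak by peak.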

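Downstream of the TSSs of the unistrand clusters, called peaks lay more often close to the TSS than a uniform spread would give, which is partly built in, since the TSSs were placed with the help of these libraries. Of 62 peak summits between the TSS and the 3′ end of the 8 clusters, 21 (33.9%, exact 95% confidence interval 22.3 to 47.0%) lay in the first 10% of the length, against 10% for a uniform spread (exact binomial test, two-sided, p = 3.08e-07). Of these 21 summits, 9 lay between the TSS and the start of the cluster as bounded in Supplementary Data 1, with 4 in *D. ficusphila*, 2 in *D. suzukii*, 2 in *D. persimilis* and 1 in *D. biarmipes*. Counted only inside the boundaries and downstream of the TSS, 13 of 53 summits (24.5%) lay in the first 10% (exact binomial test, p = 0.0018), and 4 of 35 (11.4%) without *D. melanogaster* and *D. yakuba* (exact binomial test, p = 0.78), so that inside the clusters the result rests on these species. With the length starting 3 kb downstream of the TSS, 10 of 51 summits (19.6%) lay in the first 10% (exact binomial test, p = 0.033). A uniform spread also takes no account of repeats, and in *flam* of *D. melanogaster* 16.6% of the 50-nt sequences are unique. Over its unique positions, 14.2% of summits would be expected in the first 10% and 4 of 5 lay there (exact binomial test, p = 0.0018); the genomes of the other species were not used here. These 4 settings were chosen after the data were seen. From the TSS and taken singly, *flam* of *D. melanogaster* (4 of 5 summits, adjusted p = 0.0037) and of *D. yakuba* (5 of 13, adjusted p = 0.026) passed the exact binomial test after Benjamini-Hochberg adjustment, and the other 6 clusters, with 1 to 12 summits each, did not. The 1 summit of *D. melanogaster* outside that part lay at 801146 bp, near the 3′ end of the cluster, in an intergenic peak over a *rover* insertion from 22432982 to 22433192 with a fold enrichment of 10.3. With the 10000 peaks of smallest q per species, 4 of 16 summits lay in the first 10% and the exact binomial test was not passed (p = 0.068). Clusters of related species share ancestry and their summits are not independent, which the test does not take into account. The paper reasons from regulatory regions that are conserved between species, and proposes that the promoter regions are under purifying selection and that unistrand clusters are transcribed as canonical units.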

**Fig. 5:**
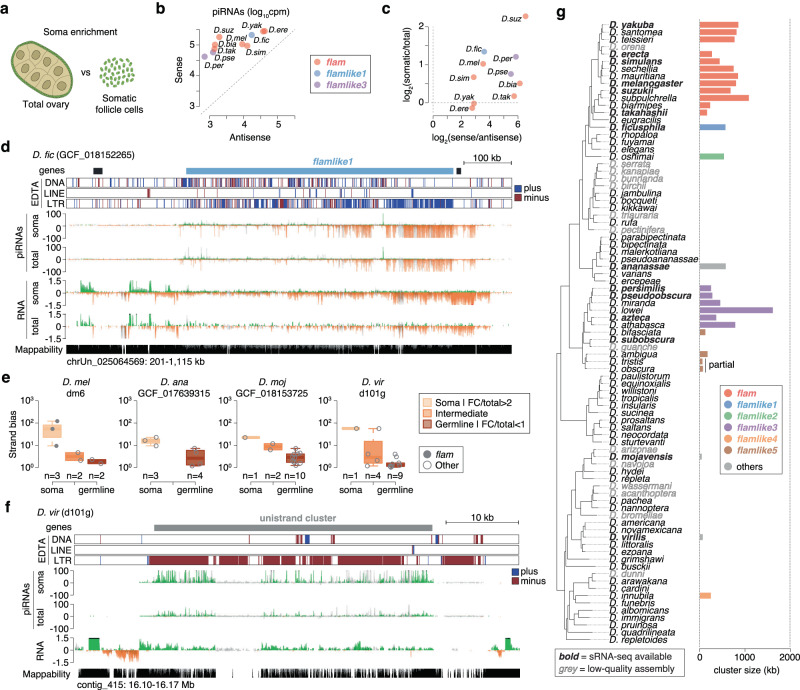
*Flam*-like and unistrand piRNA clusters are somatically expressed. **a** Illustration of cell composition in total ovary (germline cells surrounded by somatic follicle cells) or after somatic follicle cell enrichment, respectively. **b** Soma enrichment library piRNAs mapping to piRNA clusters in sense or antisense orientation across 9 species. The largest cluster representative is shown for species with multiple genome assemblies. For all clusters see Fig. S14a. **c** Scatterplot of piRNA strand bias against piRNA soma enrichment across the indicated piRNA clusters (9 species). The largest cluster is shown for species with multiple genome assemblies. For all clusters see Fig. S14b. **d** Genome browser tracks of *flamlike1* in *D. ficusphila* showing transposon annotations (EDTA), soma-enriched piRNAs (cpm), total piRNAs (cpm), soma-enriched RNA expression (ln(cpm+1) scale), and total RNA expression (ln(cpm+1) scale), and mappability. Transposon annotations are shown in red (minus strand) or blue (plus strand). Sequencing data is shown in green or orange for uniquely mapped reads, and grey for multi-mapping reads. **e** Analysis across de novo identified large piRNA clusters. Clusters were classified as soma, intermediate or germline based on the follicle cell versus total ovary piRNA ratio. Strand bias (log_10_ scale) is shown across each category. Boxplots show median (central line), interquartile range (IQR, box), and minimum and maximum values (whiskers, at most 1.5*IQR). Data points represent individual clusters. All species shown in Fig. S15. **f** As in (**d**) but showing a somatic piRNA cluster in *D. virilis*. See also Fig. S14e. **g** Phylogenetic tree summarising all studied somatic piRNA clusters across all analysed species (*n* = 119). Cluster size represents the mean across all assemblies, except in the “others” category, where a single cluster is shown. Species names in bold have sRNA-seq data to validate their expression. Abbreviations: cpm counts per million, FC follicle cell. Source data are available in the source data file.

Remarkably, both *flam*-syntenic, *flamlike1*, and *flamlike3* displayed a strong piRNA strand bias (between 7- and 70-fold) (Fig. 5b, Fig. S14a) and produced a greater fraction of piRNAs in somatic cells as compared with whole ovaries (Fig. 5c-d).

Interestingly, we found that *D. yakuba* and *D. erecta* deviated from this pattern, displaying somatic expression at the 5’ end and germline expression towards the 3’ end of the *flam*-syntenic region (Fig. S14b, c). Together, this indicates that all identified *flam*-like loci produce antisense piRNAs capable of targeting transposons and that they are expressed primarily in the somatic follicle cells of the ovary.

### Somatic unistrand piRNA clusters may be universal across *Drosophila*

After identifying *flam*-like clusters in many but not all species, we proceeded to investigate whether the absence of *flam*-like clusters in the remaining species indicate that a somatic piRNA pathway is absent in some species or if our current approach, solely relying on TE annotations, is insufficient to detect them. To test this, we generated total and soma enrichment sRNA-seq libraries for *D. ananassae*, *D. mojavensis*, and *D. virilis*, representing three distinct groups across the *Drosophila* genus. These libraries, together with our previously generated sequencing data, were used to identify major piRNA-producing loci (>35 kb) using proTRAC^40^ across 12 species. Up to 14 clusters were identified per genome assembly (mean 7.4 ± 3.7, standard deviation) and classified as somatic, intermediate, or germline based on their somatic expression ratio (Supplementary Data 2). Somatic expression was strongly associated with strand bias, both across *D. ananassae*, *D. mojavensis*, and *D. virilis* (Fig. 5e, f, Fig. S14d, e) as well as the species investigated originally (Fig. S15), except for *D. erecta* and *D. yakuba* as these have both a somatic and a germline component arising from the same genomic location. Notably, these somatic piRNA clusters were all enriched in LTR transposons, suggesting that they might play a conserved role in the repression of these TEs in the soma (Fig. 5d, f, Fig. S14d, e).

The sRNA-seq-assisted identification of somatic *flam*-like piRNA clusters in three additional species (Fig. 5e) suggests that somatic unistrand piRNA clusters may be a universal feature across *Drosophila* (Fig. 5g). In support of a *flam*-like role, we observed that these newlyidentified clusters also displayed pericentromeric localisation (Fig. S16a–c) and at least one of these cluster appears to be conserved across a much wider group of species (Fig. S16d–g). Together, this indicates a strong selective pressure to maintain production of transposon-targeting piRNAs in somatic follicle cells.

### Unistrand *flam*-like clusters control ERVs in somatic follicle cells

The canonical function of the piRNA pathway is arguably the suppression of parasitic elements in gonadal cells. At some point, an ancestral LTR transposon of the *Gypsy* family obtained an *env*-like ORF, likely from an insect baculovirus, thereby gaining properties of an endogenous retrovirus (ERV)^41–43^. This allowed the TE, in addition to its ability to mobilize across the genome, to move from cell to cell and infect the oocyte from the surrounding somatic follicle cells^29,41,42^. *D. melanogaster* counters these ERVs through a somatic piRNA pathway in conjunction with expression of the *flam* locus specifically in this tissue^23,44,45^. Whether the silencing of ERVs by somatic piRNAs is conserved in other species is currently unknown, though it has been noted that the infectious properties of the *env* ORF are present and appear repressed in the *obscura* group^43^.

Presently characterised *Gypsy* family TEs are predominantly from *D. melanogaster* and therefore insufficient to use for analysis of distantly related *Drosophila* species. To enable an unbiased analysis, we constructed curated transposon consensus sequences for all 193 analysed genome assemblies (Fig. S17). Briefly, raw EDTA and RepeatModeler libraries were combined, filtered and deduplicated to retain a minimal set of TE consensus sequences (see Methods, Construction of curated de novo transposon libraries). These were annotated with respect to their open reading frames (ORFs), repeat classification, and genomic distribution (Supplementary Data 3). Using our TE libraries, we identified genome repeat content of up to 55% (Fig. S18), extending previous estimates based on RepeatMasker annotations^32^. Our analysis further revealed a strong correlation between genome assembly size and interspersed repeat content (Fig. S19a). LTR elements dominated the repeat landscape across most species (Fig. 6a, Fig. S19b–d), with the *Gypsy* family generally most abundant, representing about 25% of all interspersed repeats (Fig. S19d). The *Gypsy* family also had the highest number of subfamilies (Fig. S20, Supplementary Data 4) and genomic copies (Fig. S21, Supplementary Data 5). As expected, an *env* ORF was frequently found in *Gypsy* elements (Fig. 6b), but not in the other LTR families *Copia* and *Pao*. Notably, *env* ORFs were found in *Gypsy* elements across all species (Fig. S19e), suggesting that its acquisition is ancestral to the *Drosophila* genus. It is therefore likely that *Gypsy* ERVs mobilise from somatic follicle cells into the germline across all *Drosophila* species.

**Fig. 6:**
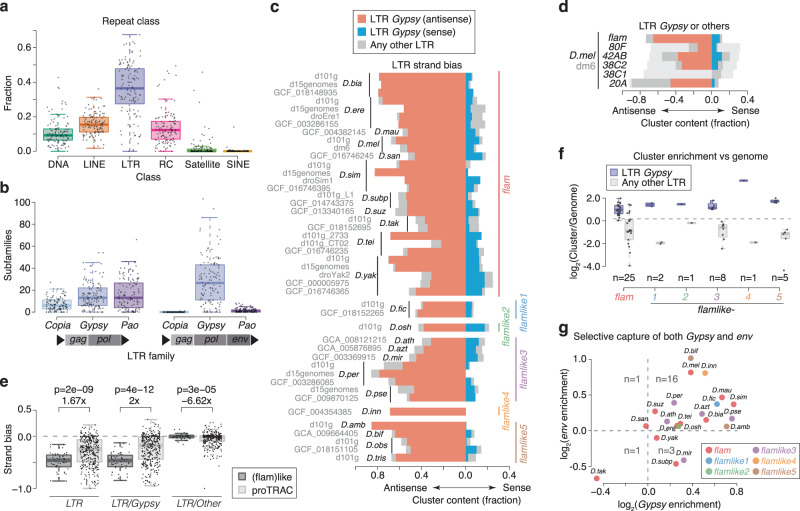
Unistrand *flam*-like clusters are selectively enriched for antisense ERVs. **a** Boxplot showing fraction of interspersed repeat content for the indicated repeat classes. Each data point represents one species (*n* = 119). Species with multiple genome assemblies are represented by their mean. **b** Boxplot showing the number of subfamilies detected per LTR family with either *gag* + *pol* (left) or *gag* + *pol* + *env* (right) ORFs. Each data point corresponds to one species (*n* = 119). Species with multiple genome assemblies are represented by their mean. **c** Bar plot showing LTR contribution (left, antisense; right, sense) to total transposon content across all annotated *flam*-like clusters. *Gypsy* elements are shown in red (antisense) or blue (sense) and other LTR elements are shown in grey. Clusters are grouped by synteny as indicated to the right. Species and genome assembly (alphabetically sorted) are indicated to the left. **d** Similar to (**c**), but showing LTR content across *flam* and major dual-strand clusters in *D. melanogaster*. Cluster strand was defined according to total transposon content (light grey). **e** Boxplot showing strand bias defined as sense strand minus antisense strand contribution to total transposon content for transposons classified as LTR, LTR/Gypsy or any other LTR, respectively. Strand bias is shown across all annotated *flam*-like clusters (left, dark grey, *n* = 48) or major dual-strand clusters in *D. melanogaster* and proTRAC de novo predicted clusters (right, light grey, *n* = 354). The means were compared using a two-sided Student’s *t* Test. **f** Boxplot displaying *Gypsy* versus other LTR coverage against the genomic average across different unistrand clusters. Each point corresponds to one cluster in one genome assembly. **g** Scatterplot showing *Gypsy* enrichment against *env* enrichment in unistrand clusters from the indicated species (see “Cluster content analyses” in the Methods for details). Only high-quality LTR transposons are included in the analysis (both *gag* and *pol* and at least one good genomic hit). Boxplots show median (central line), interquartile range (IQR, box), and minimum and maximum values (whiskers, at most 1.5*IQR). Source data are available in the source data file.

Next, we compared our curated TE libraries to 180 well-characterised *Drosophila* transposon subfamilies (Fig. S22, Supplementary Data 6), revealing that many were present in multiple species. Focusing on TEs well-known in *D. melanogaster*, we found convincing evidence of vertical transmission reflecting their phylogenetic relationship within the *melanogaster* subgroup, but also evidence of horizontal transfer to *D. ercepeae*, *D. bocqueti*, *D. pruinosa*, and the *Zaprionus* genus (Fig. S22). Importantly, these observations were supported by cross-species alignment of our sRNA-seq data (Fig. S23), suggesting that similarities in piRNA populations between species is indicative of shared transposon burden.

Analysis of repeat content across all *flam*-like loci revealed a strong enrichment for LTR transposons inserted in antisense orientation (Fig. 6c). This is expected, since an LTR TE enrichment and strand bias was part of the criteria used to define the loci. However, when analysing the LTR transposon families, we observed that this strand bias was driven exclusively by *Gypsy* elements and absent for other LTR transposons (Fig. 6c). These unistrand clusters thus produce piRNAs specifically targeting *Gypsy* elements in follicle cells. We next asked whether this *Gypsy*-targeting is unique to *flam*-like clusters. As an initial control, we extended the analysis to several well-characterised germline clusters in *D. melanogaster* and our previously identified dual-strand clusters that are syntenic to *flam*, *flamlike1*, *flamlike3*, or *flamlike5*. Both groups displayed substantially lower *Gypsy* content and reduced strand bias (Fig. 6d, Fig. S19f). To expand the analysis to all species with a *flam*-syntenic or *flam*-like cluster, we next compared our *flam*-like clusters to proTRAC-derived de novo clusters (>35 kb). We quantified strand bias as the difference in TE content between the sense and antisense cluster strands and observed 1.65-fold lower LTR transposon strand bias in proTRAC clusters compared with *flam*-like ones (Fig. 6e, left panel). Strikingly, this reduction was entirely driven by a 1.97-fold reduction in *Gypsy* transposon strand bias (Fig. 6e). Thus, an antisense arrangement of *Gypsy* transposons appears to be a property specific to *flam*-like clusters. To determine whether *Gypsy* family elements are also enriched in these loci, we compared the cluster composition against the genome-wide coverage per LTR family, observing a strong enrichment of *Gypsy* transposons while other LTRs were simultaneously depleted (Fig. 6f).

Finally, to determine whether the unistrand clusters specifically capture *Gypsy* elements, we analysed our TE libraries at subfamily level (Fig. 6b). For this, we calculated a *Gypsy* enrichment ratio as the conditional probability that an LTR transposon captured by the locus was a *Gypsy*-family element, divided by the probability that an LTR element not captured by the cluster was a *Gypsy* family transposon. In total, 19 out of 21 unistrand clusters, including *D. melanogaster flam*, displayed a positive enrichment, indicative of a selective capture of *Gypsy* TEs over other LTR transposons (Fig. 6g, Fig. S19g). Notably, some *Gypsy* subfamilies either never gained or subsequently lost their *env* ORF (Fig. 6b). Based on the expression pattern of non-*env* TEs in *D. melanogaster*^29^, these TEs are generally expected to operate in the germline. One such example is *Burdock* in *D. melanogaster*, which shares origin with other ERVs, but has lost its *env* and is now expressed exclusively in the germline^31,42^. This suggests that only transposons possessing an *env* ORF should be controlled by a somatic piRNA cluster. To test this model, we calculated an *env* enrichment ratio, defined as the conditional probability that a *Gypsy* TE captured by the cluster had the *env* ORF present, divided by the probability that a *Gypsy* not captured possessed an *env* domain. This analysis revealed a selective capture of *env*-containing *Gypsy* elements across 17 out of 21 unistrand clusters (Fig. 6g, Fig. S19h), including *D. melanogaster flam*. We note that this analysis required high-quality transposon consensus sequences and therefore some of the exceptions may be due to annotation artefacts. However, we speculate that the *flam*-syntenic region in *D. takahashii*, showing neither *Gypsy* or *env* enrichment and displaying limited soma enrichment (Fig. 5c) may be in the process of losing its *flam*-like function and converting into a germline-expressed dual-strand piRNA cluster.

### Both *flamlike1* and *flamlike3* control soma-expressed *Gypsy* elements

To further our understanding of how transposons are regulated by *flam*-like clusters, we characterised the individual transposons that are controlled by each cluster. For this analysis, we focused on *flam* in *D. melanogaster*, *flamlike1* in *D. ficusphila*, and *flamlike3* in *D. persimilis* and *D. pseudoobscura*. These species were selected based on the availability of both whole ovary and soma-enriched sRNA-seq and RNA-seq. As controls we used the dual-strand *42AB* in *D. melanogaster*, *flam*-syntenic in *D. ficusphila* and *flamlike5*-syntenic in *D. persimilis* and *D. pseudoobscura*.

We first confirmed that the control clusters (z_10_ scores between 21 and 120), but not *flam*-like clusters (z_10_ scores between −0.09 and 0.64), displayed a strong ping-pong signature (Fig. S25a), indicative of an active piRNA amplification pathway that operates in germ cells but not in the soma, as reported for *D. melanogaster*^10,38^. Accordingly, comparison of cluster expression in soma-enriched and whole ovary RNA-seq libraries indicated that *flam*-like clusters are preferentially expressed in the soma (Fig. S25b).

To gain more insight into each cluster, we next analysed transposon subfamilies with high potential to be regulated by the piRNA pathway. To allow for an unbiased analysis, we selected 100 subfamilies based on piRNA abundance in either soma-enriched samples or in whole ovary libraries. These two approaches yielded nearly identical results and allowed us to investigate 116-128 transposons per species. Since only piRNAs with sequence complementary to a transposon transcript have the potential to repress it, we next characterised the genomic origin of piRNAs mapping antisense to each transposon. For this analysis, we mapped antisense piRNAs to the corresponding genome assembly and assessed their overlap with piRNA cluster regions. We observed that antisense piRNAs were exclusively derived from the sense strand of *flam* and *flam*-like clusters, whereas they originate from both strands of the control clusters (Fig. 7, boxplots). Moreover, and most strikingly, many individual transposons were almost exclusively controlled by a single *flam* or *flam*-like cluster, as indicated by a high proportion of all antisense piRNAs mapping to that cluster. In contrast, the control group containing dual-strand clusters produced piRNAs against more transposon subfamilies, albeit at a lower level, potentially indicating redundancy with other germline clusters (Fig. 7, boxplots).

**Fig. 7:**
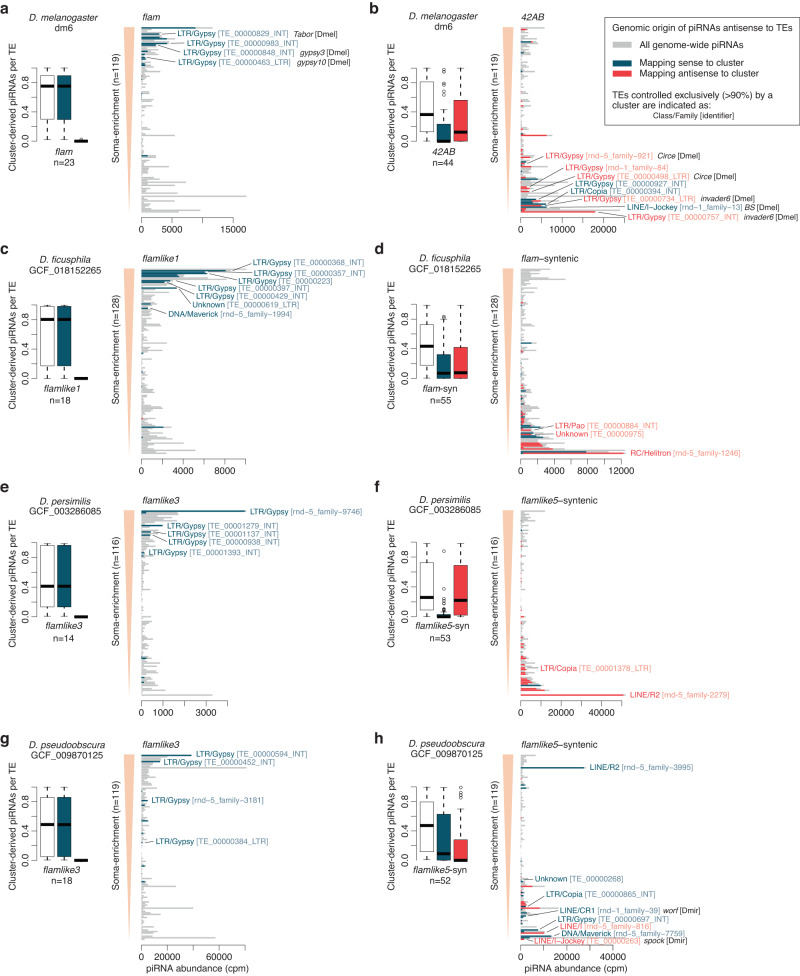
Several *Gypsy* transposons are exclusively regulated by *flamlike1* and *flamlike3*. Genomic origin of piRNAs that are antisense to transposons in *D. melanogaster* (**a**, **b**), *D. ficusphila* (**c**, **d**), *D. persimilis* (**e**, **f**), and *D. pseudoobscura* (**g**, **h**). Barplots (right) display the number of uniquely mappable piRNAs against each TE in soma-enriched (**a**, **c**, **e**, **g**) or whole ovary (**b**, **d**, **f**, **h**) samples. The TEs are arranged in decreasing order following their somatic-to-germline enrichment. The number of piRNAs that map to the indicated clusters are coloured according to cluster strand (sense, blue; antisense, red) and piRNAs mapping elsewhere in the genome are shown in grey. Labels are shown for subfamilies that are exclusively controlled (>90% of piRNAs) by a cluster and best hit to known TEs are indicated if available (80/80/80 rule). Boxplots (left) summarise the fraction of piRNAs antisense to individual transposons derived from each cluster. Total cluster-derived piRNA abundance (white) are further subdivided into the sense (blue) and antisense (red) cluster strands. The number of transposon subfamilies covered by each cluster (>10 reads) are indicated under each boxplot. Boxplots show median (central line), interquartile range (IQR, box), and minimum and maximum values (whiskers, at most 1.5*IQR). Pooled counts from 2–4 biological replicates. Abbreviations: TE transposon, cpm counts per million. Source data are available in the source data file.

Arranging the individual transposons by their soma-enrichment revealed a marked difference in the expression profile of transposons regulated by *flam*-like clusters and dual-strand control clusters (Fig. 7, bar graphs). Moreover, several transposons were identified as exclusively controlled (>90% of antisense piRNAs) by a single cluster. Nearly all transposons exclusively controlled by *flam* and *flam*-like clusters were predicted to be *Gypsy*-family transposons (18 LTR/Gypsy, 1 Unknown, 1 DNA/Maverick), whereas a diverse set of families were identified as exclusively controlled by a dual-strand cluster (7 LTR/Gypsy, 3 LTR/Copia, 2 LINE/I-Jockey, 2 LINE/R2, 2 Unknown, 1 DNA/Maverick, 1 LINE/CR1, 1 LINE/I, 1 LTR/Pao, and 1 RC/Helitron). Notably, five of the TEs controlled by dual-strand clusters corresponded to *Circe*, *invader6*, and *BS* in *D. melanogaster*, which are known to be germline expressed, whereas somatically or intermediately expressed *Tabor*, *gypsy3* and *gypsy10* were among the *flam*-controlled hits (Fig. 7, bar graphs). Additionally, the LINE elements *spock* and *worf* originally identified in *D. miranda*^46^ were both found to be exclusively controlled by *flamlike5*-syntenic in *D. persimilis* (Fig. 7h).

Together, our analyses find that unistrand *flam*-like piRNA clusters selectively acquired *env*-containing *Gypsy* family transposable elements in antisense orientation and that these in many cases are the sole source of piRNAs against these transposons. In all, our study revealed a conserved role for the piRNA pathway in controlling ERVs in follicle cells across the *Drosophila* genus. These data support the model where somatic *flam*-like piRNA clusters act as a trap for ERV-like elements with TEs able to mobilise outside the germline eventually becoming silenced upon integration into one of these loci (Fig. 1).

## Discussion

New TE insertions can only propagate to the next generation when they are established in the germ cells. Acquisition of a retroviral *env* ORF by an ancestral *Gypsy* family retrotransposon is believed to have transformed it into an endogenous retrovirus. Thereby it gained the means of invading the oocyte from the somatic follicle cells of the ovary, evading silencing by the branch of the piRNA pathway that is germ cell-specific (Fig. 1). In *D. melanogaster*, a somatic piRNA pathway fuelled by *flam*, the main source of piRNAs in follicle cells, protects the germline against these deleterious elements^20,21,26^. Previous observations of *flam* were limited to species within the *melanogaster* subgroup^18,30,31,34^. Our identification of *flam* within the *suzukii* subgroup together with the absence of any piRNA cluster at the *flam*-syntenic region in and beyond the *rhopaloa* subgroup, places the emergence of *flam* between 13.3 and 15.1 MYA, long before the *melanogaster* subgroup separated from the remainder of the *melanogaster* group around 6.8 MYA.

Despite the absence of a *flam* locus in the *rhopaloa* subgroup and beyond, we identified several unistrand piRNA clusters with characteristics similar to *flam*. Across 24 *Drosophila* species, we identified five additional *flam*-like loci, including *flamlike3* and *flamlike5* present in several species across the *obscura* group. Of note, we confirmed that *flamlike3* produces abundant somatic piRNAs despite the lack of *fs(1)Yb*, a key factor for efficient *flam* processing^47,48^, across the *obscura* species group (Fig. S26). This supports recent observations of mechanistic divergence, including the loss of *fs(1)Yb* or *Ago3*, across some *Drosophila* species^39^. Analysis of the cluster content revealed that all five *flam*-like loci specifically capture remnants of ERVs in the antisense orientation, consistent with strong selective pressure to generate piRNAs against these elements in somatic cells (Fig. 1). We speculate that all *Drosophila* species use *flam*-like piRNA clusters in a somatic branch of the pathway that specifically evolved to repress ERVs. While *flam*-like clusters have not been detected in all species, we have consistently identified somatic unistrand piRNA clusters in all species where we performed soma-enriched sRNA-seq. Furthermore, we did not observe any *Drosophila* species lacking the presence of *env*-containing *Gypsy*-family elements. More unistrand piRNA clusters are therefore likely to be discovered as we gain access to more sequencing data and improved genome assemblies in the future.

Interestingly, all five piRNA generating loci show substantial size, comparable to their *D. melanogaster* counterpart. Simulations also show that a single large piRNA cluster in a region without recombination is the most efficient way to stop transposon invasion^49^. In agreement with this model, individual dual-strand piRNA clusters have previously been shown to be dispensable for transposon control^50^, and are often not conserved by synteny across closely related *Drosophila* species^17,50^, with their content varying even amongst strains of the same species^51,52^. Of note, however, the machineries responsible for the dual-strand piRNA cluster expression and export are essential for transposon control and fertility^16,35,53–57^. Most *flam*-like unistrand clusters reported here follow the pattern of a single large locus, supporting the above model. We hypothesise that in addition to being the most efficient way of stopping TE invasion, this may enforce rigid natural selection, as disruption of *flam*-like piRNA clusters likely result in sterility. The recurring presence of unistrand clusters across the *Drosophila* genus strongly argues for an essential role of these loci, perhaps as a means to produce piRNAs in the soma without access to the germline piRNA expression and export machinery.

Surprisingly, we detected several cases of synteny between unistrand and dual-strand clusters. The *flam*-syntenic region in *D. ficusphila* harbours a dual-strand cluster and several *pseudoobscura* subgroup species have a dual-strand cluster at the *flamlike5*-syntenic location. Our data hint towards a conversion over time of unistrand loci into dual-strand clusters (Fig. 8a), or vice versa (Fig. 8b), although it could also reflect a propensity to repeatedly form piRNA clusters at specific genomic locations, likely those with low recombination rate and low selective pressure^50^. In support of the conversion model, signatures of germline *flam* expression have been observed in *D. simulans* and *D. mauritiana*^58^. Additionally, we observed germline expression towards the 3’ ends of *D. erecta* and *D. yakuba flam*-syntenic clusters. Together, this suggests that unistrand piRNA clusters can lose their somatic identity over time, particularly towards their 3’ end (Fig. 8c, d). Some dual-strand clusters thus could be vestigial, where the locus was retained, and its extant function was either acquired after or during the transformation. It will be interesting to determine whether the *D. ficusphila flam*-syntenic dual-strand cluster was initially unistranded and lost its promoter, or whether it emerged as a dual-strand cluster that gained a promoter in the *suzukii/melanogaster* ancestor.

**Fig. 8:**
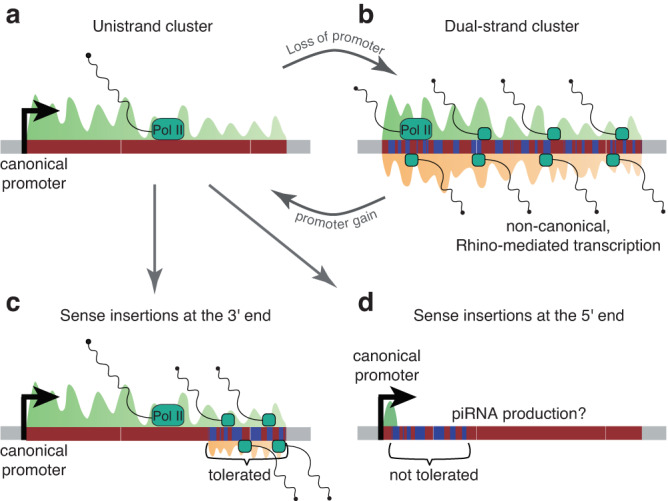
Model of piRNA cluster conversion. Conversion between unistrand (**a**) and dual-strand (**b**) piRNA clusters. Transposons are present either in sense (blue) or antisense (red) orientation relative to the cluster transcript(s). Produced piRNAs mapping to the sense (green) or antisense (orange) strand are shown. Once a promoter active in the soma is gained (**a**), selection will favour antisense insertions to ensure that transposon-complementary piRNAs are produced. In the absence of a promoter (**b**), the cluster can only be transcribed in germ cells, where the germline-specific branch of the piRNA pathway produces transcripts from both strands. The strand bias is therefore lost over evolutionary time. **c**, **d** Selective constraints acting on unistrand piRNA clusters. Transposon insertions in sense orientation are tolerated towards the 3ʹ end (**c**) but are rarely observed at the 5ʹ end (**d**). This may indicate that the region closer to the promoter is under stronger selective pressure. Alternatively, insertions in sense orientation may introduce polyadenylation signals causing early transcription termination, abolishing the production of essential piRNAs targeting specific TEs (**d**).

Although their transcriptional regulation may differ, the recurrent emergence of *flam*-like loci across the *Drosophila* genus and the wider presence of unistrand clusters within in the animal kingdom hints at convergent evolution, where this mechanism is best equipped to antagonise TE mobilisation. Together, our study opens the door to understanding the co-evolution between virus-like *Gypsy-*family transposons and the host defence mechanisms that silence them. Further characterisation of these novel piRNA clusters as well as the piRNA pathway machinery in these species will allow us and others to test several long-standing hypotheses regarding piRNA cluster emergence, transcriptional regulation, and the licensing of their transcripts for piRNA biogenesis.

## Methods

### Genome assemblies and nomenclature

We strived to collect as many high-quality genome assemblies as possible, including multiple ones for the same species when available, to ensure that we maximise the chance to detect novel unistrand clusters and to assess consistency across isolates. In total, we used 193 assemblies from 119 species. All downloads and processing were done by custom scripts (see “Genome_assemblies” at https://github.com/susbo/Drosophila_unistrand_clusters) and are summarised below.

We used two resources of mostly long-read assemblies representing 15 genomes for 15 species^33^ and 104 genomes for 101 species^32^. The latter 104 assemblies included a re-assembly of the first 15 assemblies. Although the re-assemblies generally had higher BUSCO scores compared to the original ones^32^, we kept both versions for the analysis.

Assemblies for 36 species annotated by the NCBI Eukaryotic Genome Annotation Pipeline (listed on https://www.ncbi.nlm.nih.gov/genome/annotation_euk/all) from any species within the *Drosophila* genus were downloaded on three separate occasions (2020-10-17, 2021-10-20, and 2022-04-26). Only the most recently annotated genome assembly is listed for each species and as a result, 19 species were represented by a single assembly and 15 species were represented by two different assemblies.

Additionally, we downloaded the droEre1, droSec1, droSim1, droYak2, droAna2, droPer1, dp3, droMoj2, droVir2, and droGri1 assemblies from the UCSC Genome Browser (http://hgdownload.soe.ucsc.edu/goldenPath). GCF_000754195.2 from *D. simulans* and GCF_000005975.2 from *D. yakuba* from NCBI RefSeq and another 12 assemblies used in a recent study of *Drosophila* phylogeny^59^ from the NCBI GenBank.

Genome assemblies downloaded from NCBI or the UCSC Genome Browser retained their original identifier. For assemblies downloaded from the 15 or 101 genomes resources, we used ‘d15genomes’ and ‘d101g’, respectively. For NCBI genomes, the contig/scaffold identifiers were simplified in UCSC Genome Browser-style based on information in the FASTA description lines. Unplaced contigs/scaffolds were referred to as ‘chrUn_nnn’ where ‘nnn’ refers to the numerical part of the ‘NW_nnn’ identifier, and contigs/scaffolds associated with a chromosome were referred to in ‘chrN‘_rand_nnn’ format. The script used for the replacements is available in the repository above. Species abbreviations and all studied assemblies are listed in Supplementary Data 7.

### Synteny analysis for *flam* conservation

Since the clusters themselves are not conserved, we used a synteny analysis (see “Synteny_clusters” at https://github.com/susbo/Drosophila_unistrand_clusters). Briefly, we used the *D. melanogaster* genome as a reference and extracted the 20 unique up- and downstream genes, excluding tRNA, miRNA, snoRNA, asRNA, and sisRNA. For each gene, we extracted the coding sequence (protein-coding genes) or the full transcript (all others). Next, we mapped these sequences onto the genome of interest using blat (v36x6, -minIdentity=25) and filtered the results to keep the best hit (pslCDnaFilter, -minCover=0.2 -globalNearBest=0.0). Finally, we constructed a candidate list with all genomic regions that had at least two gene hits within 1 Mb. These candidate regions were then manually inspected for the presence of a transposon-rich area at the expected syntenic location. Clusters running into assembly breakpoints were labelled as either 5’ or 3’, depending on whether they were located next to up- or downstream genes.

### UCSC Genome Browser shots

We prepared a genome browser assembly hub covering all 193 assemblies, largely following the instructions on http://genomewiki.ucsc.edu/index.php/Assembly_Hubs. For species with NCBI gene predictions available, we used gtfToGenePred to convert the annotations from GTF to genePred format, followed by genePredToBigGenePred to convert it to bigGenePred format. Gene identifiers were replaced by gene symbols, if available, and the resulting file was converted to bigBed. Tracks displaying the best *D. melanogaster*, *D. grimshawi*, and *D. pseudoobscura* gene mappings were prepared for all genomes using blat (v36x6, -minIdentity=90) followed by pslCDnaFilter (-minCover=0.5 -globalNearBest=0.0). The resulting psl file was converted to genePred format using mrnaToGene. Gene identifiers were replaced by symbols and identical names were numbered to allow search. The edited GenePred file was converted to bigBed via bigGenePred. To construct repeat tracks (RepeatMasker, EDTA, or final TE libraries), we followed the instructions on http://genomewiki.ucsc.edu/index.php/RepeatMasker, enabling the display of the tracks, coloured by strand, and grouped by repeat type. De novo identified clusters (proTRAC) were converted from GTF to GenePred, followed by BigGenePred and BigBed. RNA-seq and sRNA-seq tracks were displayed as standard bigWig tracks produced by deepTools. All genome browser shots shown in this study were made by exporting the assembly hub display as a pdf, followed by manual refinement to enhance readability.

### RepeatMasker tracks

Repeat annotations were done using RepeatMasker (v4.1.2, -s -species Drosophilidae -xsmall) with the Dfam v3.5 and RepBase (RepeatMaskerEdition-20181026) databases^60^.

### Mappability tracks

Mappability tracks for the sRNA-seq were constructed by generating all possible 26-mers from each genome (bedtools, v2.26.0), aligning them back to the genome (bowtie, v1.2.3, -S -n 2 -M 1 --best --strata --nomaqround --chunkmbs 1024 --no-unal), and converting the alignments to bigWig using deepTools bamCoverage (v3.3.2, --binSize 1 --normalizeUsing None --scaleFactor 0.038461). This will construct a per-nucleotide signal between 0 and 1, representing the ability to uniquely map reads to each position.

### LTR strand bias and transposon classes in repeat tracks

To retain consistency across all genome browser shots, the percentage of LTR transposons per strand (displayed in Fig. S1 and others) is always quantified based on the EDTA repeat annotations (see “De novo transposon annotations using EDTA”), whereas cluster content (bar graphs in Fig. S1 and others) is based on the curated transposon libraries (see “Construction of curated de novo transposon libraries” below).

### Synteny visualisation

MCScan tool^61^ was used for synteny comparisons and visualisations. The input to MCScan (Python version) was gene sequences in FASTA format and coordinates in BED-like format. This tool calls LAST^62^ to perform pairwise synteny search and a single linkage clustering is performed on the LAST output to cluster anchors into synteny blocks. Following this calculation, different visualisations can be produced with MCScan and hence we performed “Macrosynteny” and “Microsynteny” visualisation. The former is a karyotype plot and highlights syntenic regions across species’ genomes whereas the latter offers the advantage to investigate local synteny, which focuses on gene-level. Based on the MCScan tool, we created a set of Python scripts that can be used to investigate and visualise gene synteny between *Drosophila* species. The code and examples with instructions are available on GitHub (https://github.com/marianna-trapotsi/MCScan_plot).

### Phylogenetic trees

To display our species onto a phylogenetic tree, we used a previously reported IQ-TREE maximum-likelihood analysis for 704 Drosophilidae species^63^. The phylogeny was imported using the R module treeio (v.1.10.0) and species not included in our study were dropped. Visualisation of the tree and metadata was done using ggtree (v2.0.4) and ggnewscale (v0.4.6). Time of divergence estimates were taken from another recent study of *Drosophila* phylogeny^59^ based on fossil evidence.

### De novo transposon annotations using EDTA

An initial de-novo transposon library was built using EDTA (v1.9.3, --sensitive 1 --anno 1 --evaluate 1)^37^. The EDTA pipeline consists of three steps, detection of LTRs, Helitrons and TIRs. Most genomes were successfully processed, with transposons of all types being detected. However, some runs failed when one of the types were missing and we manually resumed EDTA at the next type for these genomes. Three genome assemblies (Dneo-d101g, Dsal-d101g, and Zind-d101g_BS02) that failed to run with EDTA v1.9.3 did run successfully with v1.9.6, whereas four assemblies (Daca-d101g, Dari-GCF_001654025, Dnav-GCF_001654015, Dwas-d101g) that had problems with v1.9.3 still had to be resumed with v1.9.6 due to not detecting any LTR transposons.

### De novo detection of unistrand *flam*-like clusters

To search for *flam*-like clusters, we developed a search strategy based on the known enrichment of LTR transposons arranged in the same orientation in *flam* (see “De-novo_clusters” at https://github.com/susbo/Drosophila_unistrand_clusters). Briefly, repeat annotations from the EDTA were used. The repeats were separated based on strand retaining either only LTR transposons, or all transposons with a predicted class (i.e., not unknown). Overlapping annotations were combined (bedtools merge) and strand-specific transposon coverage was computed (bedtools coverage) across the genome using a 100 kb sliding window with a 5 kb step size (bedtools makewindows, -w 100000 -s 5000). Each genome was manually inspected for regions enriched in LTR transposons, with a strong strand bias, and located outside of centromeric or telomeric regions. This analysis was strongly contingent on assembly quality, but we nevertheless identified 15 clusters that fulfilled the outlined criteria, including several corresponding to *flam* across the *D. melanogaster* group. Six of the initial candidates were found outside of the *D. melanogaster* subgroup. Of these, two species had publicly available sRNA-seq data, and both produced large amounts of piRNAs from one strand only. We therefore concluded that the approach was working. Synteny analysis using these five clusters as starting points (described below) revealed that *D. persimilis* and *D. pseudoobscura* were syntenic.

### Fly husbandry

All *Drosophila* species were maintained at room temperature. The origin of each species and their food requirements are indicated in Supplementary Data 8.

### Small RNA-seq library preparation

Small RNAs were isolated from 16 species (2–3 replicates each) using the TraPR Small RNA Isolation Kit (Lexogen; catalogue nr. 128.24) following the manufacturer’s instructions. sRNA libraries were generated using the Small RNA-Seq Library Prep Kit (Lexogen; catalogue nr. 052.96) with minor modifications. Both primers A3 and A5 as well as the primer RTP were used at 0.5x. Library size distribution was analysed on an Agilent TapeStation system using a High Sensitivity D1000 ScreenTape (Agilent Technologies; catalogue nr. 5067-5584) with High Sensitivity D1000 Reagents (Agilent Technologies; catalogue nr. 5067-5585). Libraries were pooled in equal molar ratio, quantified with KAPA Library Quantification Kit for Illumina (Kapa Biosystems; catalogue nr. KK4873) and were sequenced 50 nt paired-end on an Illumina NovaSeq 6000 or 75 nt single-end on an Illumina MiSeq sequencing platform generating 33 (±20) million reads per library.

### Soma-enriched small RNA library preparation

The soma-enrichment sRNA-seq libraries were generated for 13 species (2 replicates each) similar to published protocols^30,64^, with modifications. In brief, 75-100 ovary pairs were dissected in ice-cold PBS. Ovaries were dissociated for 18 min in 0.25% Trypsin (Sigma-Aldrich; catalogue nr. T1426) at 25 ˚C, shaking at 800 rpm. Dissociated tissue was pushed through a 40 µm nylon mesh (Greiner Bio-One; catalogue nr. 542040) washed with equal volume Schneider 2 medium (Thermo Fisher Scientific; catalogue nr. R69007) and then pelleted. Pelleted cells were directly used as input for sRNA isolation using the TraPR Small RNA Isolation Kit (Lexogen; catalogue nr. 128.24), following the manufacturer’s instructions. sRNA libraries were generated using the Small RNA-Seq Library Prep Kit (Lexogen; catalogue nr. 052.96) with minor modifications. Both primers A3 and A5 as well as the primer RTP were used at 0.5x. Library size distribution was analysed on an Agilent TapeStation system using a High Sensitivity D1000 ScreenTape (Agilent Technologies; catalogue nr. 5067-5584) with High Sensitivity D1000 Reagents (Agilent Technologies; catalogue nr. 5067-5585). Libraries were pooled in equal molar ratio, quantified with KAPA Library Quantification Kit for Illumina (Kapa Biosystems; catalogue nr. KK4873) and were sequenced 50 nt paired-end on an Illumina NovaSeq 6000 sequencing platform generating 43 (±25) million reads per library.

### Publicly available sRNA-seq data

We searched the Sequencing Read Archive (SRA) and Gene Expression Omnibus (GEO) for any sRNA-seq data from *Drosophila* species other than *D. melanogaster*. After excluding two SOLiD sequencing samples, we found 67 samples from 12 species^30,65–69^, representing embryo (*n* = 16), female body (*n* = 11), female germline (*n* = 2), female soma (*n* = 2), head (*n* = 18), male body (*n* = 9), follicle-cell enriched ovary (*n* = 3), and testis (*n* = 6).

### Processing of sRNA-seq data

All sRNA-seq data were processed using the same analysis pipeline. Trim Galore! (v0.6.4, --stringency 30 -e 0.1 -a TGCTTGGACTACATATGGTTGAGGGTTGTA --length 18 -q 0) was first run to remove an abundant rRNA sequence, followed by a second run (--stringency 5 -e 0.1 --length 18 --max_length 35 -q 0) to remove adapter sequences (specified using ‘-a’), and any flanking random nucleotides (‘--clip_R1’ and/or ‘--three_prime_clip_R1’ with appropriate arguments). All samples and their adapter sequences are listed in Supplementary Data 9.

The processed reads were mapped to a miRNA hairpin database (miRBase release 22.1)^70^ using bowtie (v1.2.3, -S -n 2 -M 1 -p 20 --best --strata --nomaqround --chunkmbs 1024) with ‘--un’ and ‘--max’ to extract unmapped reads. Reads not mapping to miRNAs were aligned to the respective reference genomes using bowtie (-S -n 2 -M 1 -p 20 --best --strata --nomaqround --chunkmbs 1024). Multi-mapping reads were extracted into a separate BAM file using awk (MQ < 10). For the cluster content analysis (Fig. 7), the trimmed and filtered reads were also aligned to curated transposon libraries using bowtie (v1.2.3, -S -n 2 -M 1 -p 20 --best --strata --nomaqround --chunkmbs 1024). Alignment metrics are available in Supplementary Data 9.

The BAM files were converted to bigWig using bamCoverage from deepTools^71^ (v3.3.2, --binSize 1 --ignoreForNormalization chrM --normalizeUsing CPM --exactScaling --skipNonCoveredRegions --minFragmentLength 23 --maxFragmentLength 30) and additionally ‘--filterRNAstrand’ to separate the two strands, ‘--scaleFactor’ to scale counts per million to reflect all mapped reads, and optionally ‘--minMappingQuality 50’ when extracting uniquely mapped reads.

### RNA-seq library preparation

The RNA-seq libraries were generated for 15 species (2–4 replicates each). Briefly, ovaries from 10-20 flies were dissected in ice-cold PBS and total RNA was extracted using TRIzol (Thermo Fisher Scientific; catalogue nr. 15596026), following the manufacturer’s instructions. Ribosomal RNA was depleted using RiboPOOL (siTOOLs Biotech; catalogue nr. dp-K024-000007) following the manufacturer’s protocol. Additionally, we re-sequenced (paired-end) four published *D. melanogaster* samples treated with RiboZero as previously described^72^. RNA-seq libraries were produced using NEBNext Ultra Directional Library Prep Kit for Illumina (New England BioLabs; catalogue nr. E7420L), following the manufacturer’s instructions for rRNA depleted RNA. Library size distribution was analysed on an Agilent TapeStation system using a High Sensitivity D1000 ScreenTape (Agilent Technologies; catalogue nr. 5067-5584) with High Sensitivity D1000 Reagents (Agilent Technologies; catalogue nr. 5067-5585). Libraries were pooled in equal molar ratio, quantified with KAPA Library Quantification Kit for Illumina (Kapa Biosystems; catalogue nr. KK4873) and sequenced paired-end 50 nt on an Illumina NovaSeq 6000 generating 25 (±11) million reads per library.

### Soma-enriched RNA-seq library preparation

The soma-enrichment RNA-seq libraries were generated for 5 species (2 replicates each). Enrichment for somatic cells was done identically as described for the soma-enriched sRNA-seq libraries, except that 35-50 ovary pairs were used as starting material. Pelleted cells were directly used as input for RNA isolation using the TRIzol (Thermo Fisher Scientific; catalogue nr. 15596026). RNA was treated with DNase (New England BioLabs; catalogue nr. M0303) followed by ribosomal RNA depletion using RiboPOOL (siTOOLs Biotech; catalogue nr. dp-K024-000007) following the manufacturer’s protocol. RNA-seq libraries were produced using NEBNext Ultra Directional Library Prep Kit for Illumina (New England BioLabs; catalogue nr. E7420L), following the manufacturer’s instructions for rRNA depleted RNA. Library size distribution was analysed on an Agilent TapeStation system using a High Sensitivity D1000 ScreenTape (Agilent Technologies; catalogue nr. 5067-5584) with High Sensitivity D1000 Reagents (Agilent Technologies; catalogue nr. 5067-5585). Libraries were pooled in equal molar ratio, quantified with KAPA Library Quantification Kit for Illumina (Kapa Biosystems; catalogue nr. KK4873) and sequenced paired-end 50 nt on an Illumina NovaSeq 6000 generating 42 (±7.1) million reads per library.

### Publicly available RNA-seq data

We downloaded modENCODE RNA-seq data from *Drosophila* species other than *D. melanogaster* and additional *D. innubila* samples^73,74^. We included 58 samples from 8 species, representing embryo (*n* = 16), female body (*n* = 18), female head (*n* = 1), larvae (*n* = 2), male body (*n* = 18), male head (*n* = 1), and pupae (*n* = 2).

### Processing of RNA-seq data

Trim Galore! (v0.6.4, --stringency 6 -e 0.1) was used to remove adapters and low-quality bases. Alignment was done using HiSeq2^75^ (v2.2.0, -max-seeds 100 -q -k 1), keeping at most one alignment for each read. Multi-mapping reads were extracted into a separate BAM file using awk (MQ < 10). The BAM files were converted to bigWig using bamCoverage from deepTools^71^ (v3.3.2, --binSize 1 --ignoreForNormalization chrM --normalizeUsing CPM --exactScaling --skipNonCoveredRegions) and additionally ‘--filterRNAstrand’ to separate the two strands, ‘--scaleFactor’ to scale the counts per million to all mapped reads, and optionally ‘--minMappingQuality 50’ when extracting uniquely mapped reads. Alignment metrics are available in Supplementary Data 10.

### Ping-pong and phasing analyses

Ping-pong and phasing analyses were performed for reads of length 24-28 nt mapping to each cluster region. The deepTools module bamCoverage was used to extract the number of 3’ and 5’ ends mapping to each position and strand. Ping-pong and phasing signature was calculated following the strategy in^76^. In short, we calculated the ping-pong signature using a 5’ end overlap score for overlap *x* nt as

1 $${s}_{x}=\mathop{\sum}\limits_{i\in {all}\,{positions}}{n}_{i}{m}_{i+x}$$

where *n*_*i*_ is the number of 5’ ends mapping at the plus strand position *i* and *m*_*i*+*x*_ is the number of 5’ ends mapping at the minus strand position *i* + *x*. The fraction of overlapping reads involved in ping-pong was calculated as *s*_10_/(*s*_1_ + …+*s*_20_). A z10 score was defined as (*s*_10_-mean(*s*_1_,…,*s*_9_,*s*_11_,…,*s*_20_))/stdev(*s*_1_,…,*s*_9_,*s*_11_,…,*s*_20_).

For the phasing signature, we calculated a 3ʹ to 5ʹ end score for distance *y* as

2 $${h}_{y}=\mathop{\sum}\limits_{i\in {all}\,{positions}}\min ({n}_{i},{m}_{i+y})$$

where *n*_*i*_ is the number of 3’ ends mapping at position *i* and *m*_*i+y*_ is the number of 5’ ends mapping at position *i* + *y* at the same strand. The fraction of closely mapped reads with phasing signature was calculated as *h*_1_/(*h*_1_ + …+*h*_20_). A z1 score was calculated as (*h*_1_-mean(*h*_2_,…,*h*_20_))/stdev(*h*_2_,…,*h*_20_). Phasing calculations were done for the plus and minus strand separately.

### Detection of regions syntenic to *flam*-like clusters

Synteny analysis for *flam*-like clusters was performed using the same strategy as for *flam*, except that Augustus gene predictions (v3.3.2, --species=fly --UTR=off --singlestrand=true) were used instead of FlyBase annotations. The MAKER-masked genome from the EDTA output was used as genome input to Augustus. Full transcript and coding sequences were extracted from the annotations. Sequences with strong hits to the raw transposon libraries were excluded (blat, -q=dna -t=dna -minIdentity=25; pslCDnaFilter, -minCover=0.2 -globalNearBest=0) and gene predictions shorter than 200 nt were excluded. The blat identity threshold was reduced to 20.

Additionally, within the *obscura* group (*flamlike5*), the closest flanking genes displayed good conservation and we used these to search for syntenic regions using our UCSC Genome Browser session.

### ATAC-seq library preparation

ATAC-seq was performed for nine species similar as described in^77^. Briefly, 6-12 ovary pairs of yeast-fed flies were dissected in ice-cold PBS and centrifuged for 5 min at 500 g at 4 °C. Ovaries were lysed in Resuspension Buffer (RSB, 10 mM Tris-HCL pH 7.4, 10 mM NaCl, 3 mM MgCl2 in nuclease free water) containing 0.1% NP40, 0.1% Tween20, and 0.01% Digitonin and washed out with cold RSB containing 0.1% Tween-20. The transposition reaction was performed with 0.33x PBS, 0.01% digitonin, 0.1% Tween-20, 1x TD buffer and 100 nM transposase (Illumina Tagment DNA Enzyme and Buffer Small Kit; catalogue nr. 20034197). Samples were incubated for 1 h at 37 °C in a thermomixer mixing at 1000 rpm. The transposed fragments were isolated using the DNA Clean and Concentrator-5 Kit (Zymo Research; catalogue nr. D4014). Library was PCR amplified for 5 cycles using the NEBNext High-Fidelity MasterMix (New England BioLabs; catalogue nr. M0541S) followed by qPCR amplification to determine the exact number of additional cycles required for optimal library amplification. Amplified DNA library was purified using the DNA Clean and Concentrator-5 Kit (Zymo Research; catalogue nr. D4014) and further cleaned using AMPure XP beads (Beckman Coulter; catalogue nr. A63881). 100-600 bp fragments were selected on a 2% agarose gel cassette using the Blue Pippin (Sage Science; catalogue nr. NC1025035). Library size distribution was analysed on an Agilent 2100 bioanalyzer using the High Sensitivity DNA Kit (Agilent Technologies; catalogue nr. NC1738319). Libraries were pooled in equal molar ratio, quantified with KAPA Library Quantification Kit for Illumina (Kapa Biosystems; catalogue nr. KK4873) and were sequenced 50 nt paired-end on an Illumina NovaSeq 6000 platform or Illumina MiSeq sequencing platform generating 4.5-25.6 million paired-end reads per library.

### Processing of ATAC-seq data

The quality of raw reads was assessed using FastQC (v0.11.8). Cutadapt (v1.18, default parameters) was used to trim Nextera Transposase Adapters from the paired-end reads. The trimmed and paired reads were aligned to the respective genome assembly using Burrows-Wheeler Aligner (BWA) (v0.7.17, bwa mem -M -t 4)^78^. Picard tool (v2.9.0) was used to mark duplicates. SAMtools (v1.9) was used for indexing and filtering. Quality metrics for the aligned ATAC-seq reads were assessed using ataqv (v1.0.0) (https://github.com/ParkerLab/ataqv)^79^. ATAC-seq peaks were called with MACS2 (v2.1.1, --nomodel --shift −37 --extsize 73 -g dm --keep-dup all -q 0.05)^80^. The bamCoverage module from deepTools (v3.5.1, --binSize 1 --normalizeUsing RPKM --effectiveGenomeSize 125464728) was used to generate normalized bigWig files. Peak intersections were performed using bedtools (v2.30.0)^81^. Conservation of ATAC-seq peaks were assessed by performing LiftOver (UCSC) or NCBI BLAST+ (2.14.0 release) of the ATAC-seq peak regions to find orthologous genomic regions in the other species and checking if they also have an ATAC-seq peak in that region. Genome browser visualizations were done using the UCSC Genome Browser. Alignment metrics are available in Supplementary Data 11.

### Prediction of major piRNA clusters

Cluster predictions were performed using proTRAC (v2.4.4, -pdens 0.01 -swincr 100 -swsize 1000 -clsize 5000 ﻿-1Tor10A 0.75 -clstrand 0.5 -pimin 23 -pimax 30 -pisize 0.75 -distr 1-99 -nomotif -format SAM)^40^ using all available sRNA-seq libraries except head, female_soma, male_body and OSC, with ‘-repeatmasker’ set to RepeatMasker annotations generated by EDTA, and with ‘-geneset’ set to NCBI gene predictions, if available.

Clusters within 40 kb from each other were combined for the analyses. Genes flanking the major *D. melanogaster* clusters were mapped onto each genome using BLAT (v36x6, -minIdentity=25), filtered to retain only the best hit (pslCDnaFilter, -minCover=0.2 -globalNearBest=0.0) and the predicted clusters were subsequently annotated by how many of these genes that were within 1 Mb.

Cluster predictions used in the soma-enrichment analysis were performed using the same strategy but restricted to libraries generated for this study and using either only soma-enriched or only total sRNA-seq libraries (2–3 replicates per species and library type). Clusters identified using either somatic or total libraries were concatenated and any clusters within 40 kb from each other were merged. Clusters of size <35 kb were discarded to enable analysis of strand biases across major clusters. Total piRNA coverage per cluster was normalised to counts per million and calculated for soma-enriched and total libraries separately. Somatic clusters were defined as clusters with at least 2-fold soma enrichment over total libraries, and germline clusters were defined as being higher expressed in the total ovary libraries.

### Genome assembly QC

To assess genome assembly quality, we calculated number of sequences (NN) and estimated genome contiguity using N50 (Supplementary Data 7). NN and N50 values were obtained using calN50 (RRID:SCR_022015, https://github.com/lh3/calN50). A genome assembly was considered to have adequate quality if N50 > 1,000,000 and NN < 3,000. Species with only low-quality assemblies are indicated in Fig. 5g.

### Construction of curated de novo transposon libraries

In addition to the consensus sequences obtained from EDTA, we also used the RepeatModeler (v2.0.1) output within the EDTA folders to improve detection of LINE elements. We reasoned that we could not provide a list of known LINEs to EDTA, since that would mainly reflect *melanogaster* transposons and would bias the comparisons between the *melanogaster* subgroup and other species.

EDTA and RepeatModeler consensus sequences were combined and further processed using a custom pipeline (see “Transposon_libraries” at https://github.com/susbo/Drosophila_unistrand_clusters). Briefly, raw sequences classified as rRNA, snRNA, tRNA, ARTEFACT, or Simple_repeat were removed, and remaining sequences were clustered using cd-hit-est (v4.8.1, -G 0 -g 1 -c 0.90 -aS 0.90 -n 8 -d 0 -b 500) to combine any sequences with ≥90% identity across ≥90% of the length. Custom scripts were used to select one representative sequence from each cluster, maximising both the number of high-quality genomic hits (blastn, filtered to cover at least 50% of the query sequence) and the length of the sequence. Sequences with fewer than 2 high-quality genomic hits were removed from the transposon libraries.

To prioritise sequences and to detect known transposon domains, we mapped all consensus sequences to *env*, *gag* and *pol* ORFs from RepeatPeps.lib in RepeatMasker (v4.1.2) using blastx (v2.10.0, -max_target_seqs 100 -evalue 1e-3). Sequences covering at least 50% of the full peptide domain were considered true hits.

To detect previously described subfamilies, we used the *Drosophila* transposon canonical sequences database (v10.2, https://github.com/bergmanlab/transposons), including 180 consensus sequences from seven species. We used full_blast (https://github.com/rimjhimroy/Transposon80-80-80, -p megablast -i 95 -qc 98 -l 80 -t 10) to identify hits with ≥95% identity, hit length ≥80 nt, and ≥98% query coverage (i.e., “95/80/98 rule”^82,83^) to the canonical sequences, which were considered to belong to the same subfamily. This was repeated using 90/80/90 and 80/80/80 thresholds to detect more distant similarities.

Transposon class and family were predicted using the RepeatClassifier script in RepeatModeler (v2.0.2a), configured to use RepeatMasker (v4.1.2) with the Dfam (v3.5) and RepBase (RepeatMaskerEdition-20181026) databases^60^.

The curated and annotated transposon consensus sequences have been made available (https://github.com/susbo/Drosophila_TE_libraries).

### Mapping of sRNA-seq and RNA-seq across species

To evaluate whether different *Drosophila* species express similar piRNAs (Fig. S23), we extracted 100,000 filtered reads from each sRNA-seq library and aligned them across all 193 assemblies using bowtie (v1.2.3, -S -n 2 -M 1 -p 10 --best --strata --nomaqround --chunkmbs 1024 --no-unal). Alignment rate for multiple assemblies of the same species were averaged. Most libraries displayed near-zero alignment rate across all species except very closely related ones. A small number of libraries showed elevated baseline alignment, likely due to the presence of other small RNAs (rRNA, tRNA) with high conservation. To remove this effect, we subtracted the median alignment rate from each library, which roughly corresponds to removing reads mapping to all species. A similar strategy was used to map RNA-seq libraries across species (Fig. S24) using 200,000 reads aligned with hisat2 (v2.2.0, --max-seeds 100 -q -k 1 -p 10 --no-unal --new-summary --﻿summary-file). Similarly, the median alignment rate was subtracted from each library to reduce false hits driven by abundant non-coding RNAs.

### Cluster content analyses

Cluster content analyses in Fig. 6 uses the curated transposon libraries either in the form of relative transposon coverage (Fig. c-e), absolute transposon coverage (Fig. 6f) or the number of transposon subfamilies (Fig. 6g). To obtain these estimates we ran RepeatMasker (v4.2.1, -s -xsmall) with the curated transposon libraries (-lib), followed by a modified version of extractNestedRepeats.pl (from UCSC Genome Browser) that returned all repeats (not only the nested ones) as a BED file, which was further analysed to ensure that each base was only counted once in case of any overlapping annotations. All unistrand clusters were predominantly occupied by transposons on their antisense strand, and to be able to compare transposon occupancy to dual-strand clusters, we assigned a strand to each dual-strand clusters as the strand opposite to most transposons. For the remaining analyses, we used buildSummary.pl (part of RepeatMasker), to obtain genome-wide and within transposon estimates of transposon coverage (Fig. 6f) and copy number (Fig. 6g).

To determine whether clusters were more likely to have captured *Gypsy*-family LTR transposons compared with other LTR transposons we defined a Gypsy enrichment ratio as

3 $${{{{{\rm{Gypsy}}}}}}\; {{{{{\rm{enrichment}}}}}}=\frac{{{{{{\rm{P}}}}}}\left(x\in {{{{{\rm{Gypsy}}}}}}\big|x\in {{{{{\rm{LTR}}}}}},x\in {{{{{\rm{Captured}}}}}}\right)}{{{{{{\rm{P}}}}}}\left(x\in {{{{{\rm{Gypsy}}}}}}\big|x\in {{{{{\rm{LTR}}}}}},x\in {{{{{\rm{Not}}}}}}\; {{{{{\rm{captured}}}}}}\right)}$$

And similarly, we defined an *env* enrichment ratio as

4 $${{{{{\rm{env}}}}}}\; {{{{{\rm{enrichment}}}}}}=\frac{{{{{{\rm{P}}}}}}\left(x\in {{{{{\rm{env}}}}}}\big|x\in {{{{{\rm{Gypsy}}}}}},x\in {{{{{\rm{Captured}}}}}}\right)}{{{{{{\rm{P}}}}}}\left(x\in {{{{{\rm{env}}}}}}\big|x\in {{{{{\rm{Gypsy}}}}}},x\in {{{{{\rm{Not}}}}}}\; {{{{{\rm{captured}}}}}}\right)}$$

Where *x* is a transposon subfamily, Gypsy is the set of all *Gypsy*-family transposon subfamilies, LTR is the set of all LTR transposons, Captured is the set of all transposon subfamilies found inside the cluster region and Not captured is the set of all other transposon subfamilies.

### Cluster expression analysis

Reads mapping uniquely to each genome were intersected with cluster coordinates using bedtools intersect. Resulting counts were normalised to the total number of reads mapping to each genome.

### Determination of regulatory potential of individual clusters

For the cluster content analysis (Fig. 7), we considered only reads of length 24-28 nt that mapped uniquely to the curated transposon libraries. For each species, a set of 100 piRNA-regulated transposons were defined for whole ovary and soma-enriched ovary, separately, by ranking the sequences in the curated transposon library by the number of piRNAs mapping to them across all replicates. The rankings were highly similar between whole ovary and soma-enriched ovary, and in total 116 to 128 transposon subfamilies were selected per species. To enable comparison of the counts in soma-enriched and whole ovary libraries, we derived cpm values by normalising the counts to the total number of reads mapping to the genome. Soma-enrichment per transposon subfamily was calculated as the difference in cpm between the pooled soma-enriched and whole ovary libraries.

Next, we further restricted the analysis to reads that also mapped uniquely to the genome assembly and used the read identifiers to assigned transposon identity and transposon strand to each genome-mapping read. Finally, the reads were intersected to piRNA cluster coordinates (bedtools intersect, v2.26.0) in strand-specific mode to allow determination of whether the reads originated from the sense or antisense strand of a cluster. For the intersection analysis, dual-strand clusters were assumed to be located on the + strand. Metadata for the curated transposon libraries were obtained as described previously under “Construction of curated de novo transposon libraries”.

### Conservation of piRNA pathway genes

To avoid false hits to conserved protein domains and to increase sensitivity compared with sequence-based searches, we employed a synteny-based search strategy (see “Synteny_biogenesis_genes” at https://github.com/susbo/Drosophila_unistrand_clusters). Briefly, we used the *D. melanogaster* genome as a reference and extracted the 20 closest genes up- and downstream genes, excluding tRNA, miRNA, snoRNA, asRNA, and sisRNA. For each gene, we extracted the coding sequence (protein-coding genes) or the full transcript (all others). Next, we mapped these sequences onto the genome of interest using blat (v36x6, -maxIntron=500000 -minMatch=2 -minScore=30 -oneOff=1 -minIdentity=10) and filtered the results to keep the best hit (pslCDnaFilter, -minCover=0.1 -globalNearBest=0.0). Finally, we constructed a hit list with all genomic regions that had at least two hits within 1 Mb from another. Typically, this resulted in a single hit, which was manually inspected for the presence of the gene of interest.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Reporting Summary

### Source data

Source Data

## Data Availability

The high-throughput sequencing data and genome browser tracks generated in this study have been deposited at GEO under accession code GSE225889. The transposon libraries and metadata generated in this study are available on GitHub through https://github.com/susbo/Drosophila_TE_libraries^84^. Source data are provided with this paper.

## Code availability

Custom code is available at GitHub (https://github.com/susbo/Drosophila_unistrand_clusters)^85^.

# Supplementary material for: Unistrand piRNA clusters are an evolutionarily conserved mechanism to suppress endogenous retroviruses across the Drosophila genus
**Source:** Nat Commun. 2023 Nov 13;14:7337. doi: 10.1038/s41467-023-42787-1
**Supplement:** Supplementary file 1 — Supplementary Information

Unistrand piRNA clusters are an evolutionarily conserved mechanism to suppress endogenous retroviruses across the *Drosophila* genus

Jasper van Lopik*, Azad Alizada, Maria-Anna Trapotsi, Gregory J. Hannon, Susanne Bornelöv*[#] and Benjamin Czech Nicholson[#]

* These authors contributed equally

Supplementary Figures

- Fig. S1:** Identification of *flam* within species of the *melanogaster* subgroup
- Fig. S2:** Identification of *flam* in species outside of the *melanogaster* subgroup
- Fig. S3:** RepeatMasker underestimates interspersed repeat content in distant species
- Fig. S4:** Identification of *flam* clusters using genome-wide LTR content
- Fig. S5:** Identification of *flam* in species outside of the *melanogaster* subgroup
- Fig. S6:** Identification of *flam*-like clusters using genome-wide LTR content
- Fig. S7:** *Flamlike3* across the *obscura* group
- Fig. S8:** Examples of difficult cases in the identification of *flam*-syntenic clusters
- Fig. S9:** Overview of additional *flamlike3*- and *flamlike5*-syntenic regions
- Fig. S10:** *Flamlike5* across the *obscura* group
- Fig. S11:** *Flamlike5*-syntenic regions across *pseudoobscura* subgroup
- Fig. S12:** Conservation of ATAC-seq peaks in the *flam* promoter region of the *melanogaster* subgroup
- Fig. S13:** ATAC-seq peaks in the promoter region of *flamlike3* and *flamlike1*
- Fig. S14:** *Flam*-like and unistrand piRNA clusters are somatically expressed
- Fig. S15:** Somatic piRNA clusters are expressed from one strand
- Fig. S16:** Chromosomal location of somatic piRNA clusters with *flam*-like properties
- Fig. S17:** Overview of *de novo* transposon consensus sequence construction
- Fig. S18:** Repeat content of *Drosophila* species
- Fig. S19:** *De novo* TE libraries enable detailed cluster analyses
- Fig. S20:** Overview of identified subfamilies per TE family across *Drosophila* species
- Fig. S21:** Overview of genomic copies per TE family across *Drosophila* species
- Fig. S22:** Overview of previously described TE subfamilies across *Drosophila* species
- Fig. S23:** Alignment of sRNA-seq across *Drosophila* species
- Fig. S24:** Alignment of RNA-seq across *Drosophila* species
- Fig. S25:** *Flam*-like clusters display somatic expression and reduced ping-pong signature
- Fig. S26:** Conservation of *fs(1)Yb* across *Drosophila* species

Supplementary Data (separate files)

Supplementary Data 1: Coordinates for all unistrand *flam*-like piRNA cluster candidates identified in this study.

Supplementary Data 2: Prediction of major *de-novo* piRNA clusters using somatic and total sRNA-seq data across all species sequenced in this study.

Supplementary Data 3: Genomic coverage for each transposon family across all 193 assemblies.

Supplementary Data 4: Number of subfamilies annotated as each transposon family across all 193 assemblies.

Supplementary Data 5: Genomic copies per transposon family across all 193 assemblies.

Supplementary Data 6: Detection of 155 previously described transposon subfamilies across the curated *de-novo* transposon libraries.

Supplementary Data 7: List of all 119 species and 193 assemblies included in this study and abbreviations used.

Supplementary Data 8: Information about the fly species included in this study.

Supplementary Data 9: List of all sRNA-seq libraries analysed in this study and their alignment metrics.

Supplementary Data 10: List of all RNA-seq libraries analysed in this study and their alignment metrics.

Supplementary Data 11: List of all ATAC-seq libraries analysed in this study and their alignment metrics.

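The metrics of Supplementary Data 11 describe the depth behind each peak list. According to the paper's table, 44.6% to 97.8% of the reads were mapped per library, and 12.2% to 40.1% of the mapped pairs were duplicates. The *D. melanogaster* libraries had the lowest mapped shares, at 44.6% and 51.7%. Called in single libraries by the authors, the number of peaks ranged from 14105 in a *D. biarmipes* library to 26534 in the *D. simulans* library. Over the 8 species, the number of peaks in the merged list and the paper's number of mapped read pairs gave a Pearson's r of 0.49 (exact permutation test, two-sided, p = 0.18) and a Spearman's rho of 0.45 (exact permutation p = 0.27). Without *D. yakuba* and *D. erecta*, the species farthest from the median depth, r was 0.20 (exact permutation p = 0.71). With duplicates subtracted from the mapped pairs, r was 0.64 (exact permutation p = 0.040) and rho 0.57 (exact permutation p = 0.15), and without the 2 species then farthest from the median, *D. yakuba* and *D. biarmipes*, r was 0.30 (exact permutation p = 0.60).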

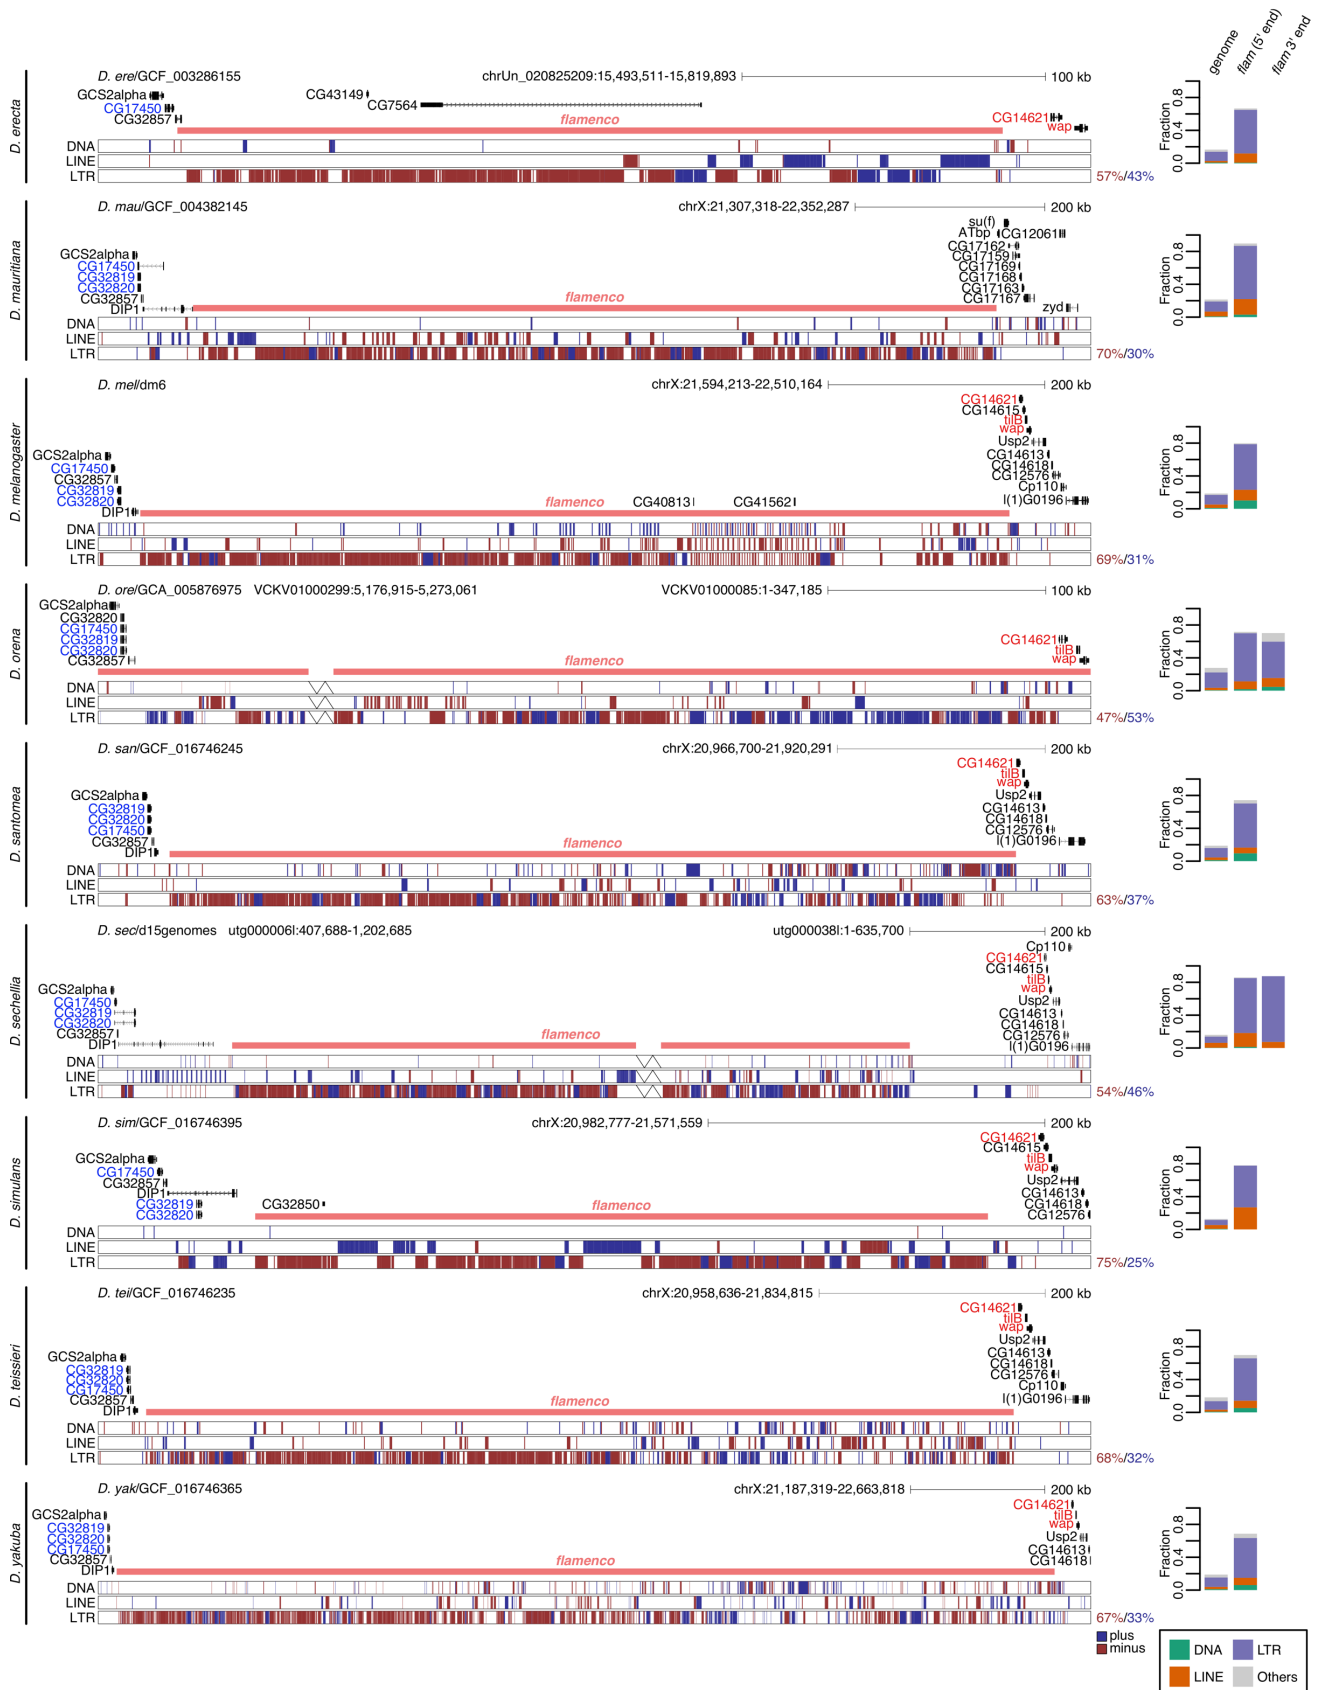

Fig. S1: Identification of *flam* within species of the *melanogaster* subgroup

Genome browser tracks showing *flam* region for species within the *melanogaster* subgroup. Repeat content was annotated using RepeatMasker. Gene annotations show *D. melanogaster* transcripts mapped onto the target genome. Assembly breakpoints are indicated by a break line symbol. Percentage to the right indicates LTR content per strand. Bar graph shows fraction of annotated TEs in the genome and the *flam*-syntenic region, respectively, split in 5' and 3' end if there was an assembly breakpoint. Source data are available in the source data file.

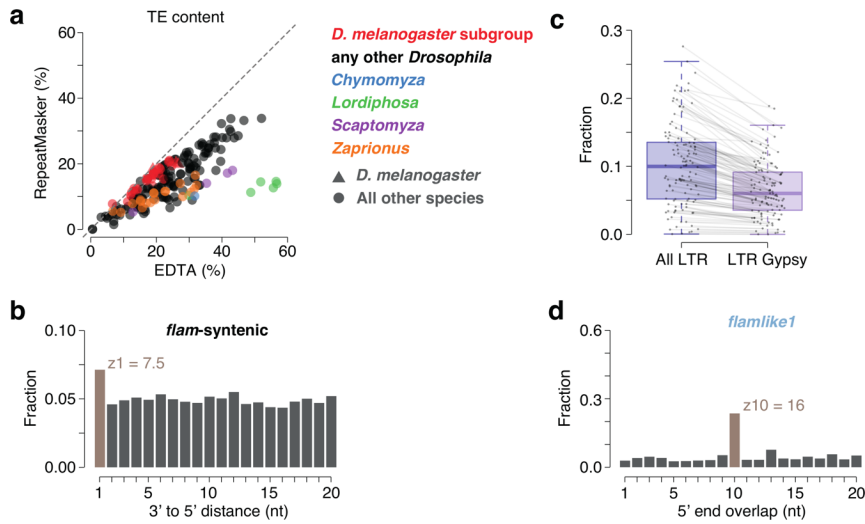

Fig. S3: RepeatMasker underestimates interspersed repeat content in distant species

a, Genomic interspersed repeat content per genome assembly ($n=193$) predicted using RepeatMasker and EDTA, respectively. Genome assemblies are coloured per genus. **b**, Phasing signature (3' end to 5' end distance) for piRNA pairs mapping onto the *flam*-syntenic region. **c**, Fraction of LTR TEs and LTR *Gypsy* TEs for each species ($n=119$). Species with multiple genome assemblies are represented by their mean. Lines connect each species between the two box plots. **d**, Ping-pong signature for piRNA pairs mapping onto the *flamlike1* region. Source data are available in the source data file.

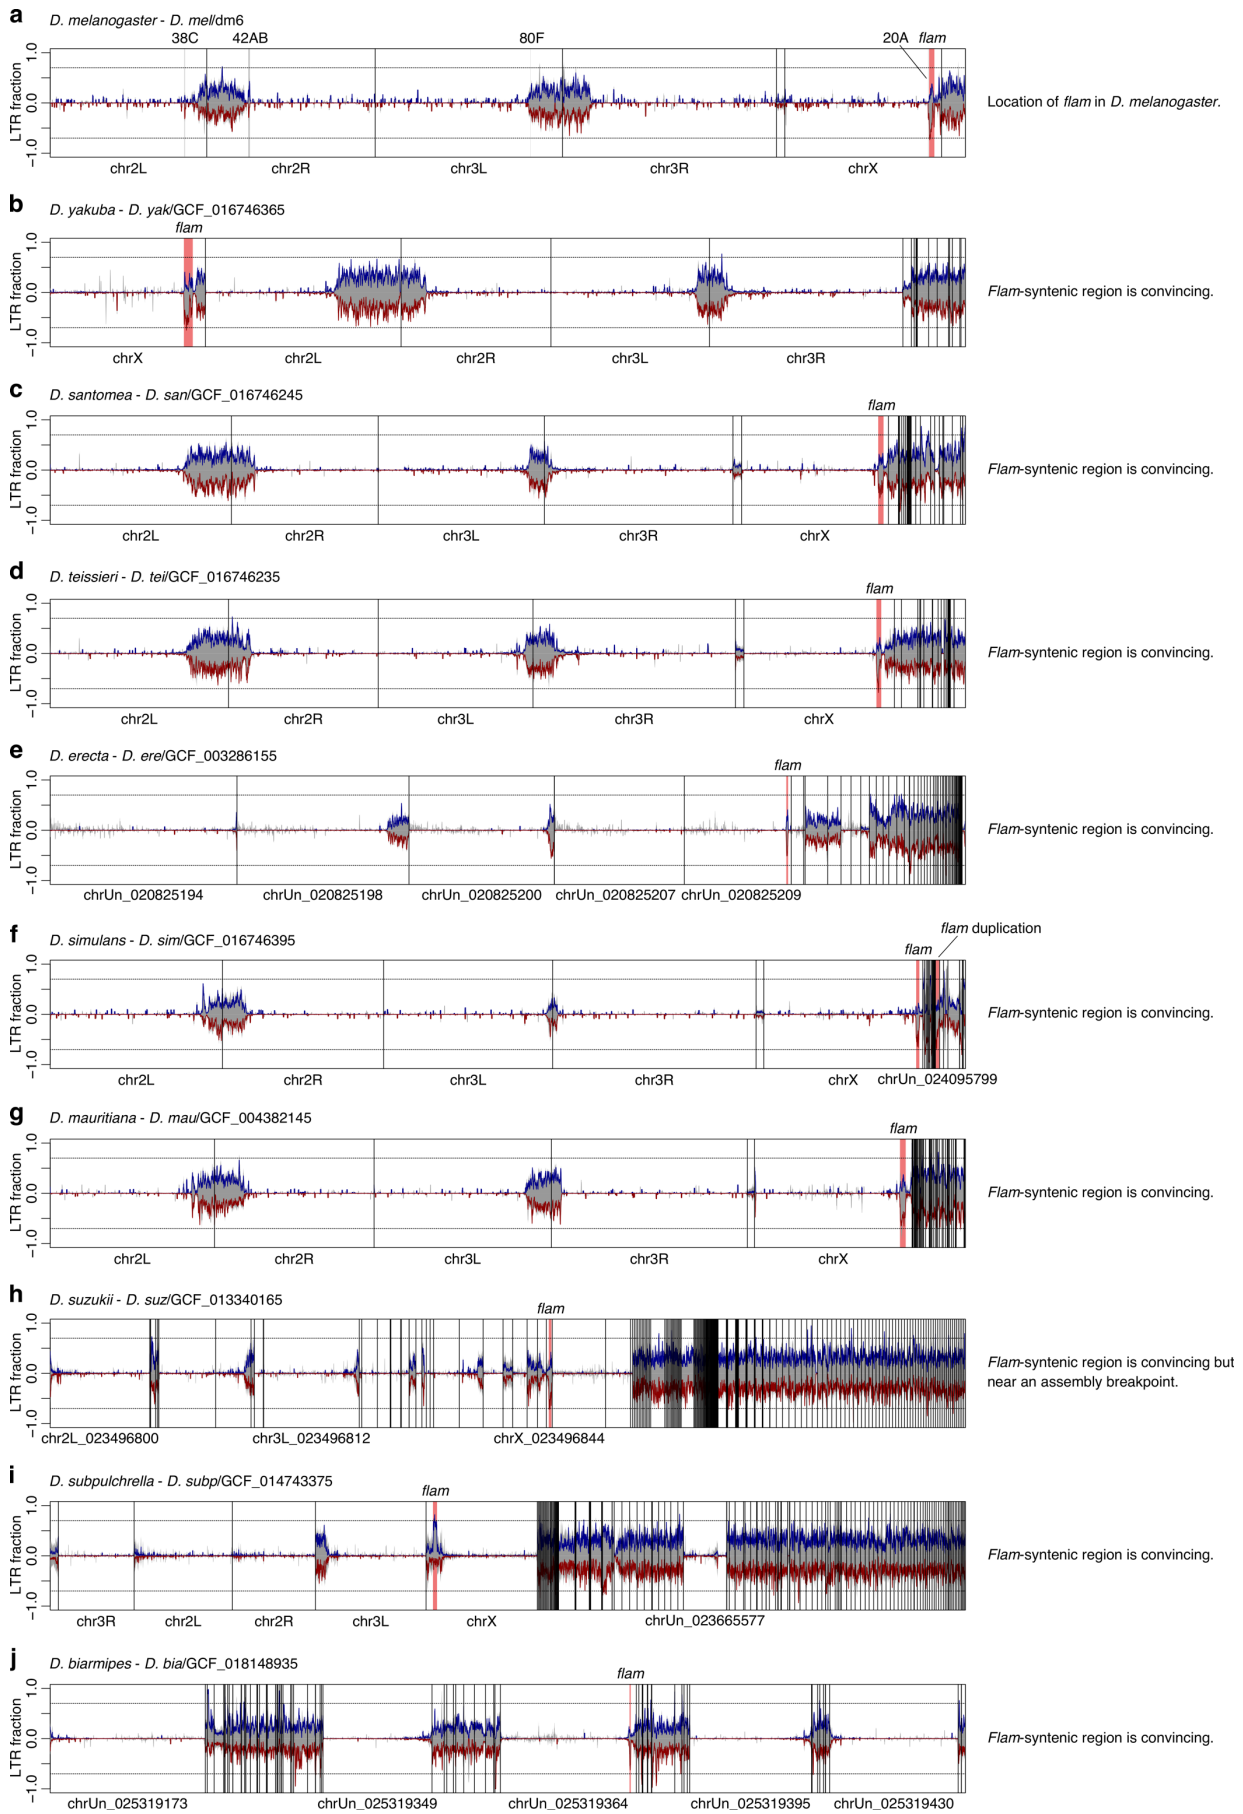

Fig. S4: Identification of *flam* clusters using genome-wide LTR content

a-j, The genome was scanned for *flam*-like clusters based on genomic LTR content across 100 kb windows. Location of (a) *flam* and other major clusters in *D. melanogaster* and (b-j) a *flam*-syntenic region across nine other species. Predicted LTR content (blue, plus strand; red, minus strand) and total repeat content (grey) is shown across the whole genome (100 kb windows). Cluster loci are indicated at the top and selected contig/chromosome names are indicated at the bottom.

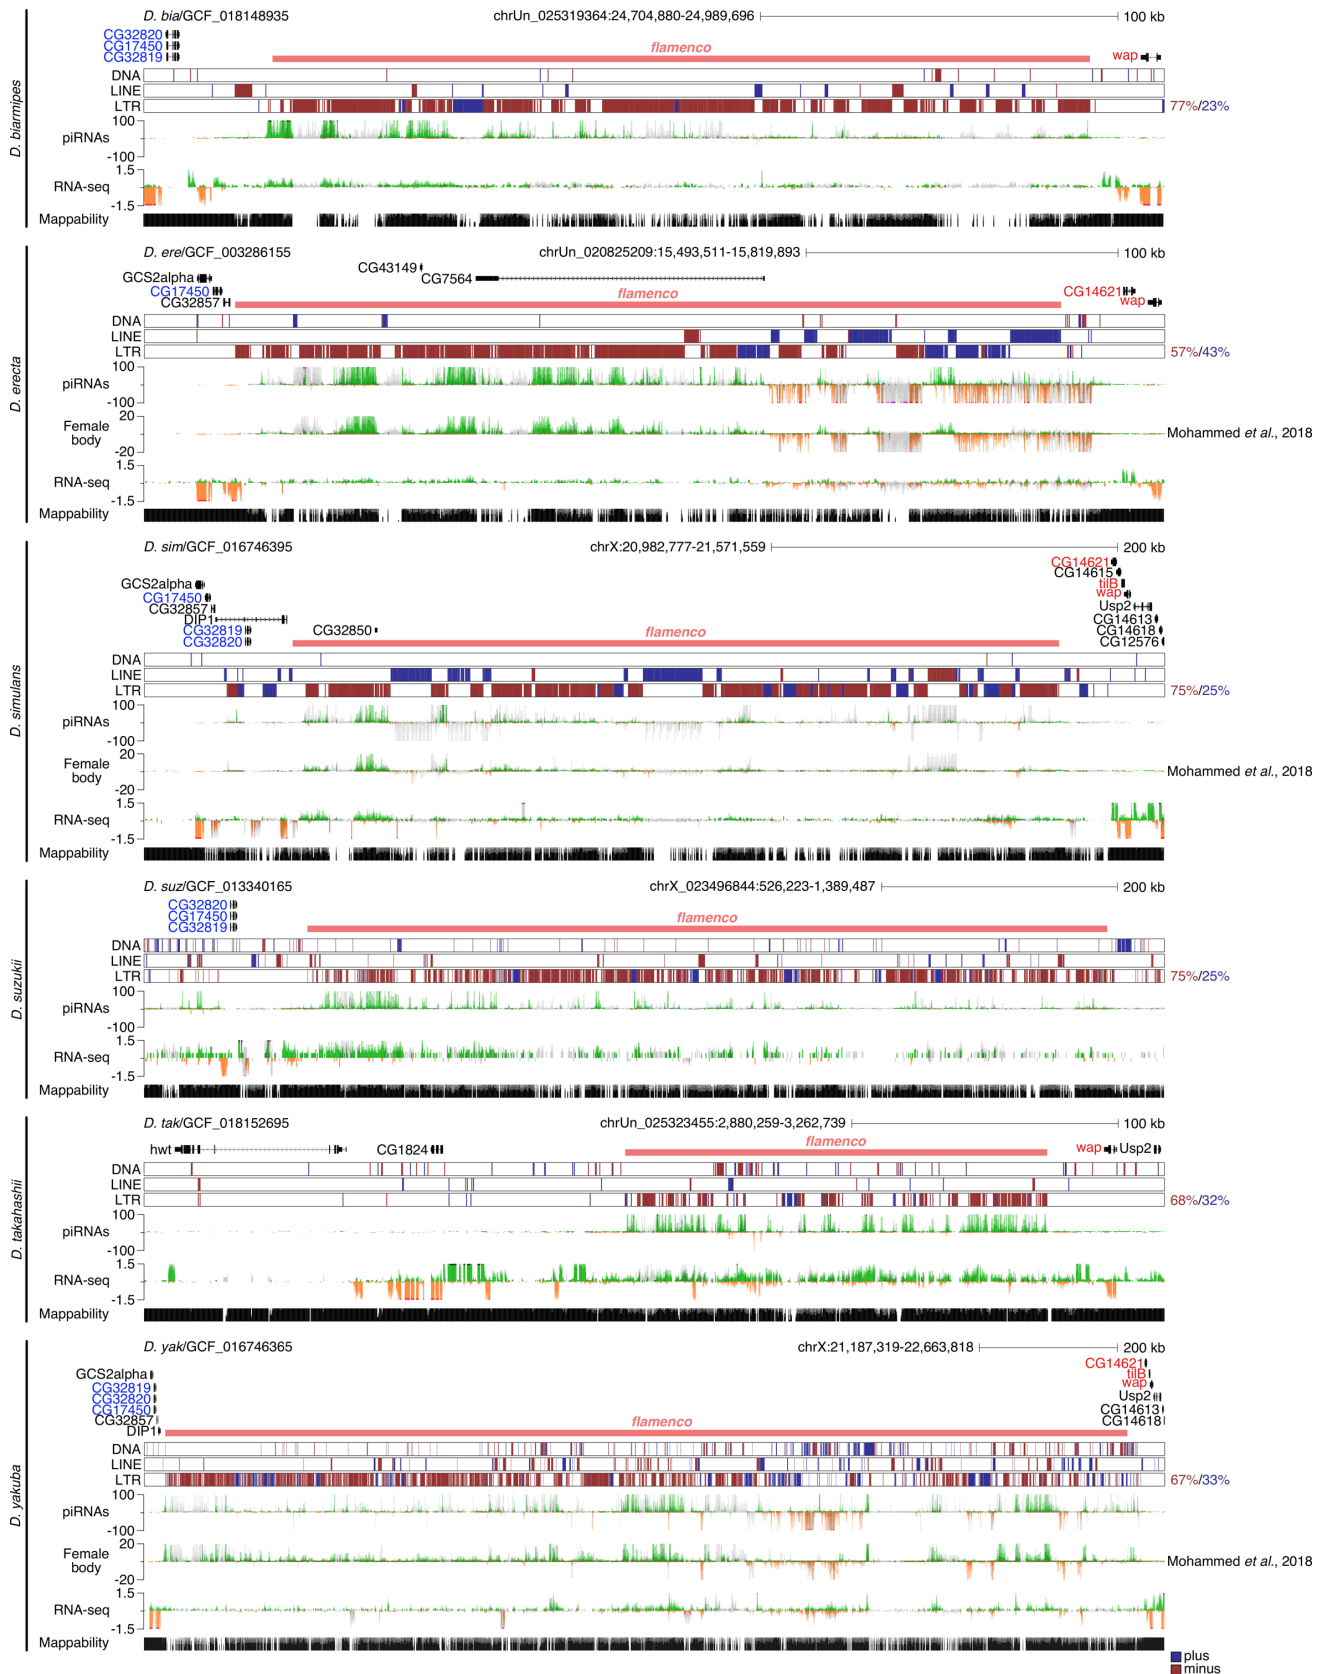

Fig. S5: Identification of *flam* in species outside of the *melanogaster* subgroup

Genome browser tracks showing *flam* region for indicated species. Repeat content was annotated using EDTA. Gene annotations show *D. melanogaster* transcripts mapped onto the target genome. Percentage to the right indicates LTR content per strand. Uniquely mapping piRNAs (cpm) and total RNA expression (ln(cpm+1)) and mappability is shown where available. Sequencing data is shown in green or orange for uniquely mapped reads, and grey for multi-mapping reads. Publicly available sRNA data is indicated ⁶⁰.

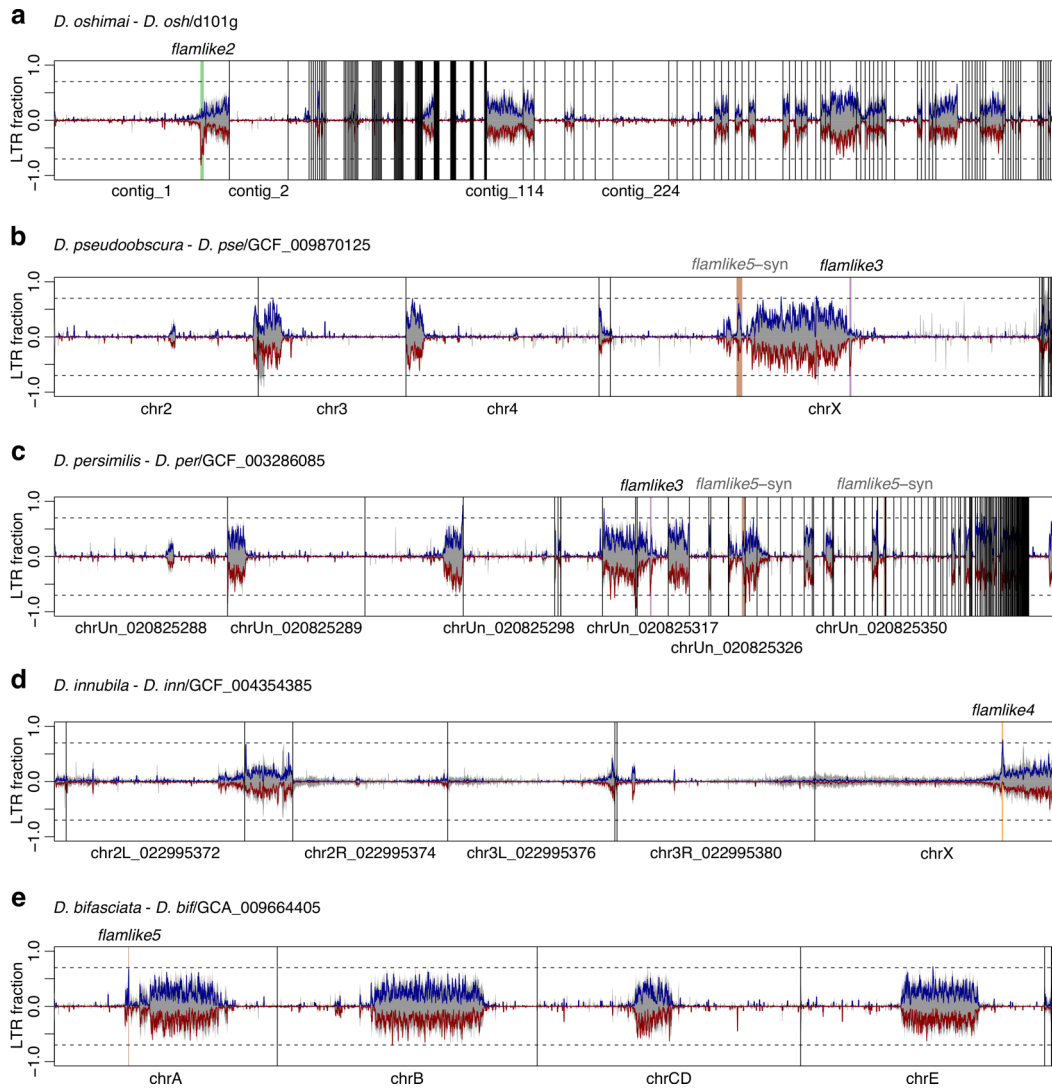

Fig. S6: Identification of *flam*-like clusters using genome-wide LTR content

a-e, The genome was scanned for *flam*-like clusters based on genomic LTR content across 100 kb windows. Predicted LTR content (blue, plus strand; red, minus strand) and total repeat content (grey) is shown across the whole genome (100 kb windows). Location of (a) *flamlike2*, (b-c) *flamlike3*, (d) *flamlike4*, and (e) *flamlike5* loci are indicated at the top and selected contig/chromosome names are indicated at the bottom. chrA-E refer to the Müller element nomenclature, where chrA corresponds to the X chromosome⁷³.

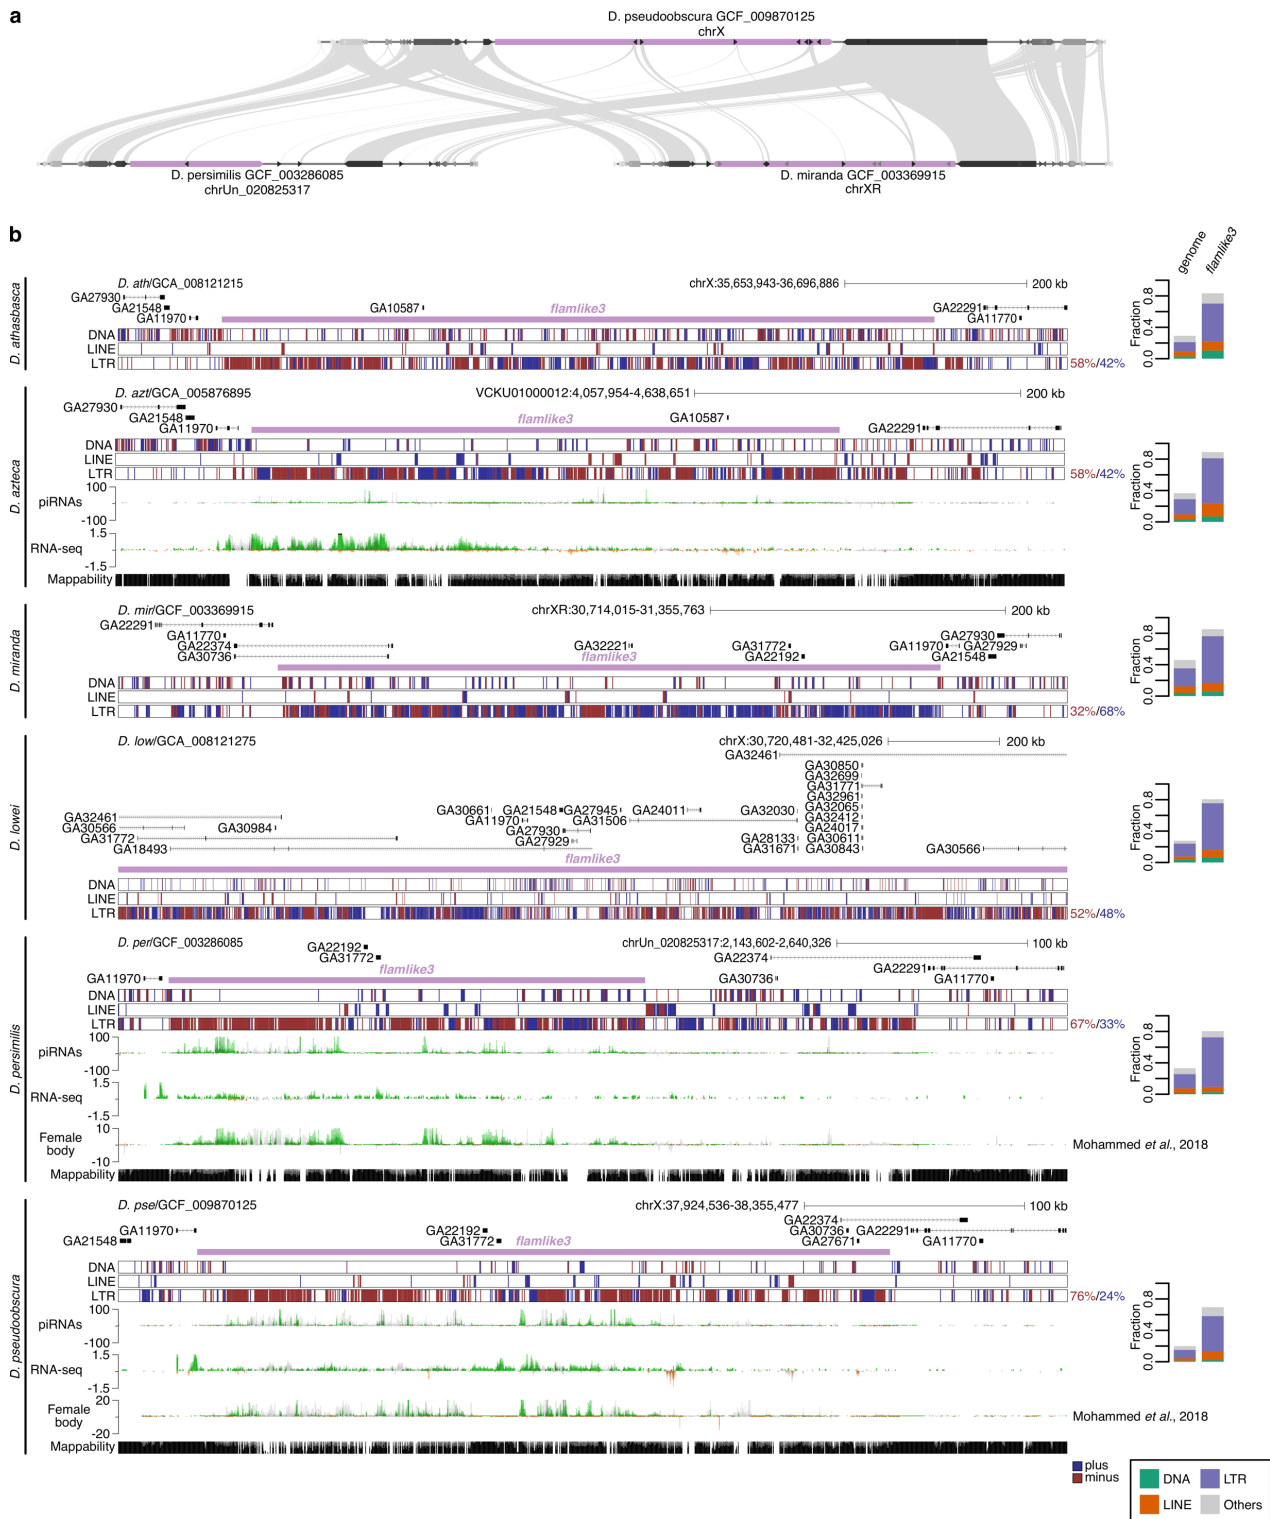

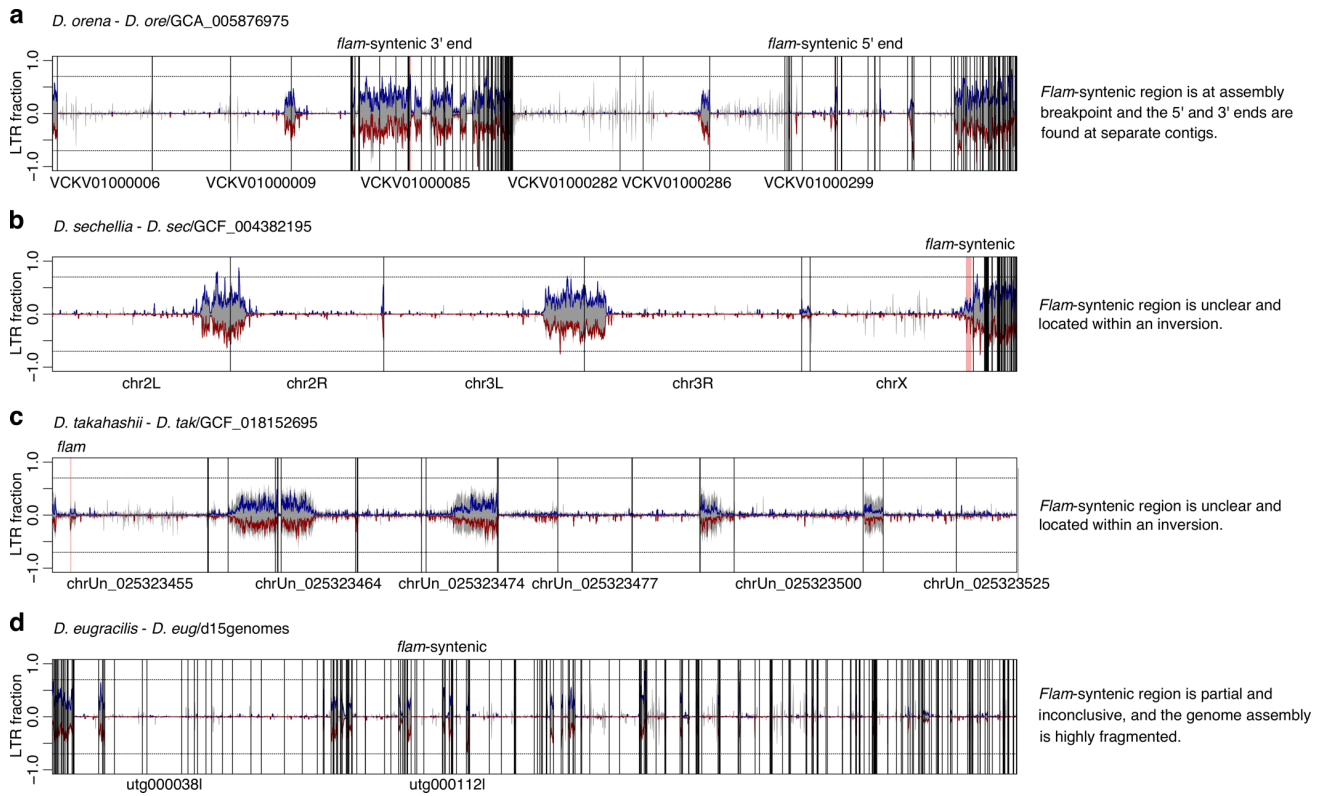

Fig. S8: Examples of difficult cases in the identification of *flam*-syntenic clusters

a-d, The genome was scanned for *flam*-like clusters based on genomic LTR content across 100 kb windows. Predicted LTR content (blue, plus strand; red, minus strand) and total repeat content (grey) is shown across the whole genome (100 kb windows). Location of a *flam*-syntenic region across four species that were not identified using the initial genome-wide scanning approach. Cluster locations based on gene synteny are indicated at the top and selected contig/chromosome names are indicated at the bottom. Due to difficulties in defining a unistranded region, only *D. takahashii* (c) was considered to have a *flam* cluster and the others (a, b, d) were considered inconclusive and potentially dual-strand *flam*-syntenic regions.

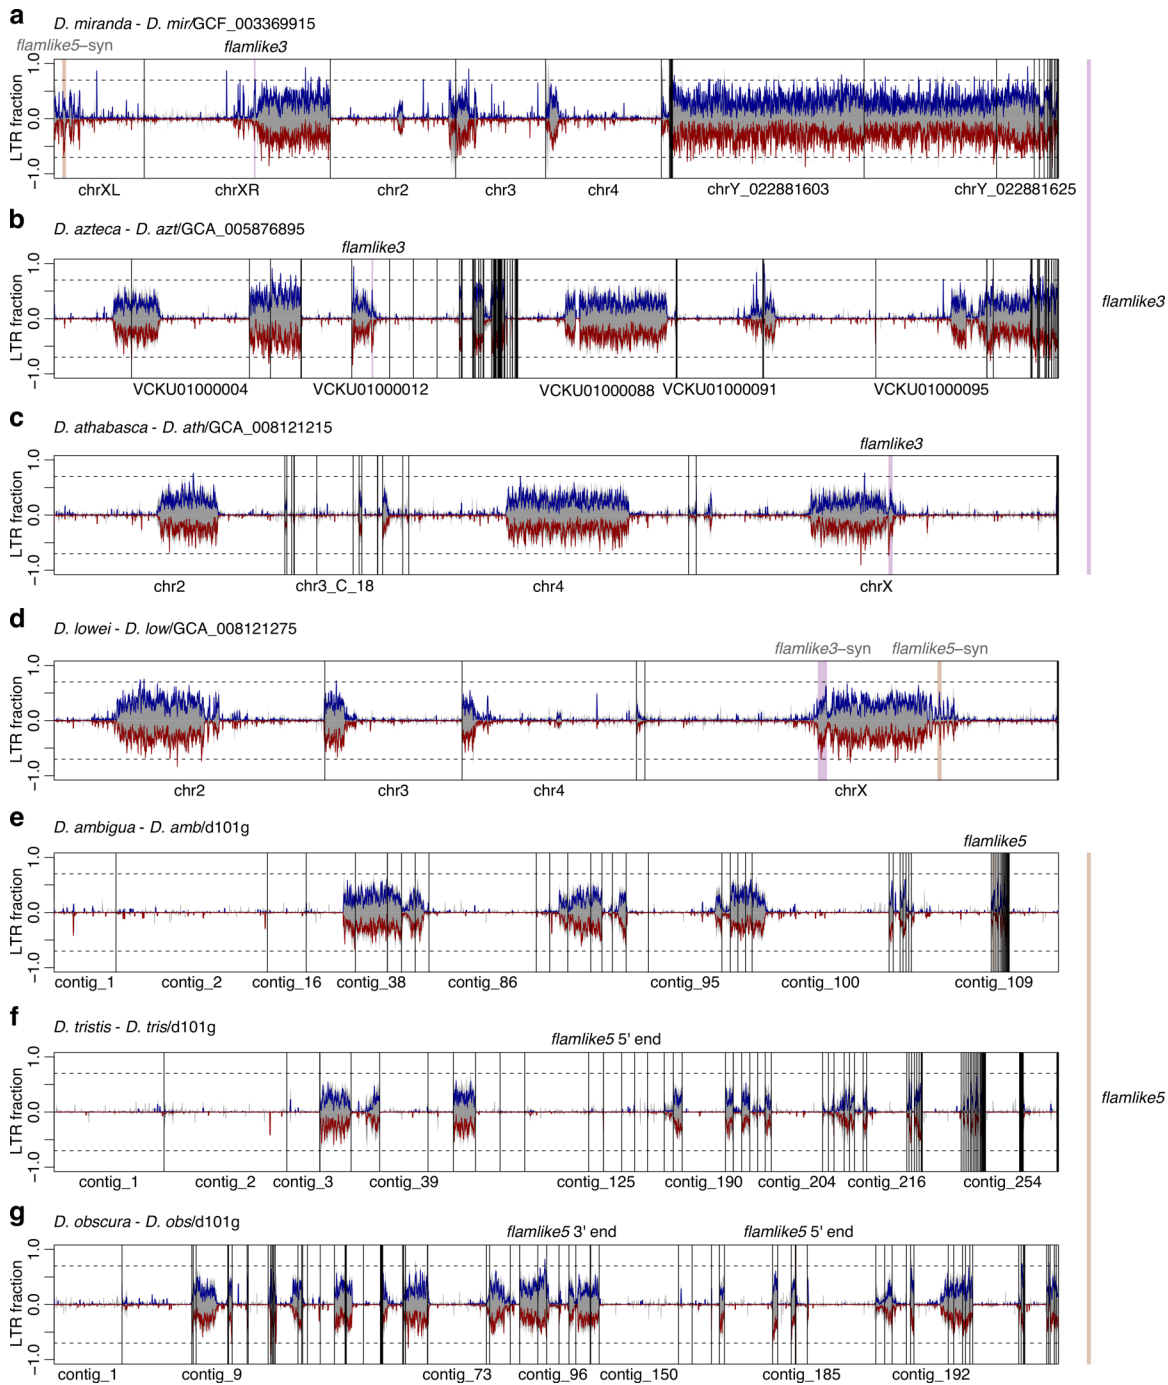

Fig. S9: Overview of additional *flamlake3*- and *flamlake5*-syntenic regions

a-g, The genome was scanned for *flam*-like clusters based on genomic LTR content across 100 kb windows. Predicted LTR content (blue, plus strand; red, minus strand) and total repeat content (grey) is shown across the whole genome (100 kb windows). Location of (a-c) *flamlake3*, (d) neither, and (e-g) *flamlake5* across *obscura* group species that were not identified using the initial genome-wide scanning approach. Cluster locations based on gene synteny are indicated at the top and selected contig/chromosome names are indicated at the bottom.

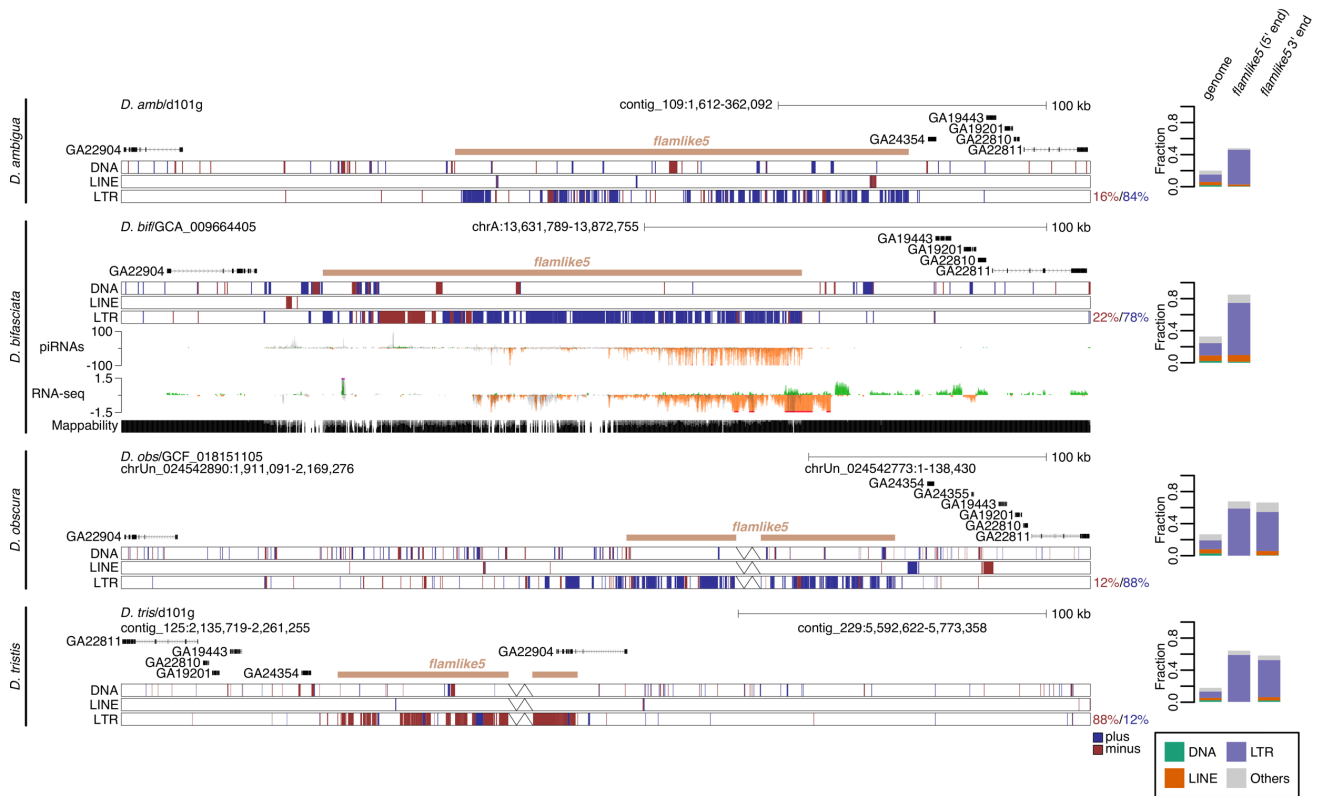

Fig. S10: *Flamlike5* across the *obscura* group

Genome browser tracks showing *flamlike5* region for species within the *obscura* group. Repeat content was annotated using EDTA. Gene annotations show *D. pseudoobscura* transcripts mapped onto the target genome. Assembly breakpoints are indicated by a break line symbol. Percentage to the right indicates LTR content per strand. Bar graph shows fraction of annotated TEs in the genome and the *flamlike5* region, respectively, split in 5' and 3' end if there was an assembly breakpoint. The 3' end contigs have been reverse complemented for *D. obscura* and *D. tristis*. Uniquely mapping piRNAs (cpm) and total RNA expression ($\ln(\text{cpm}+1)$) and mappability is shown where available. Sequencing data is shown in green or orange for uniquely mapped reads, and grey for multi-mapping reads. Source data are available in the source data file.

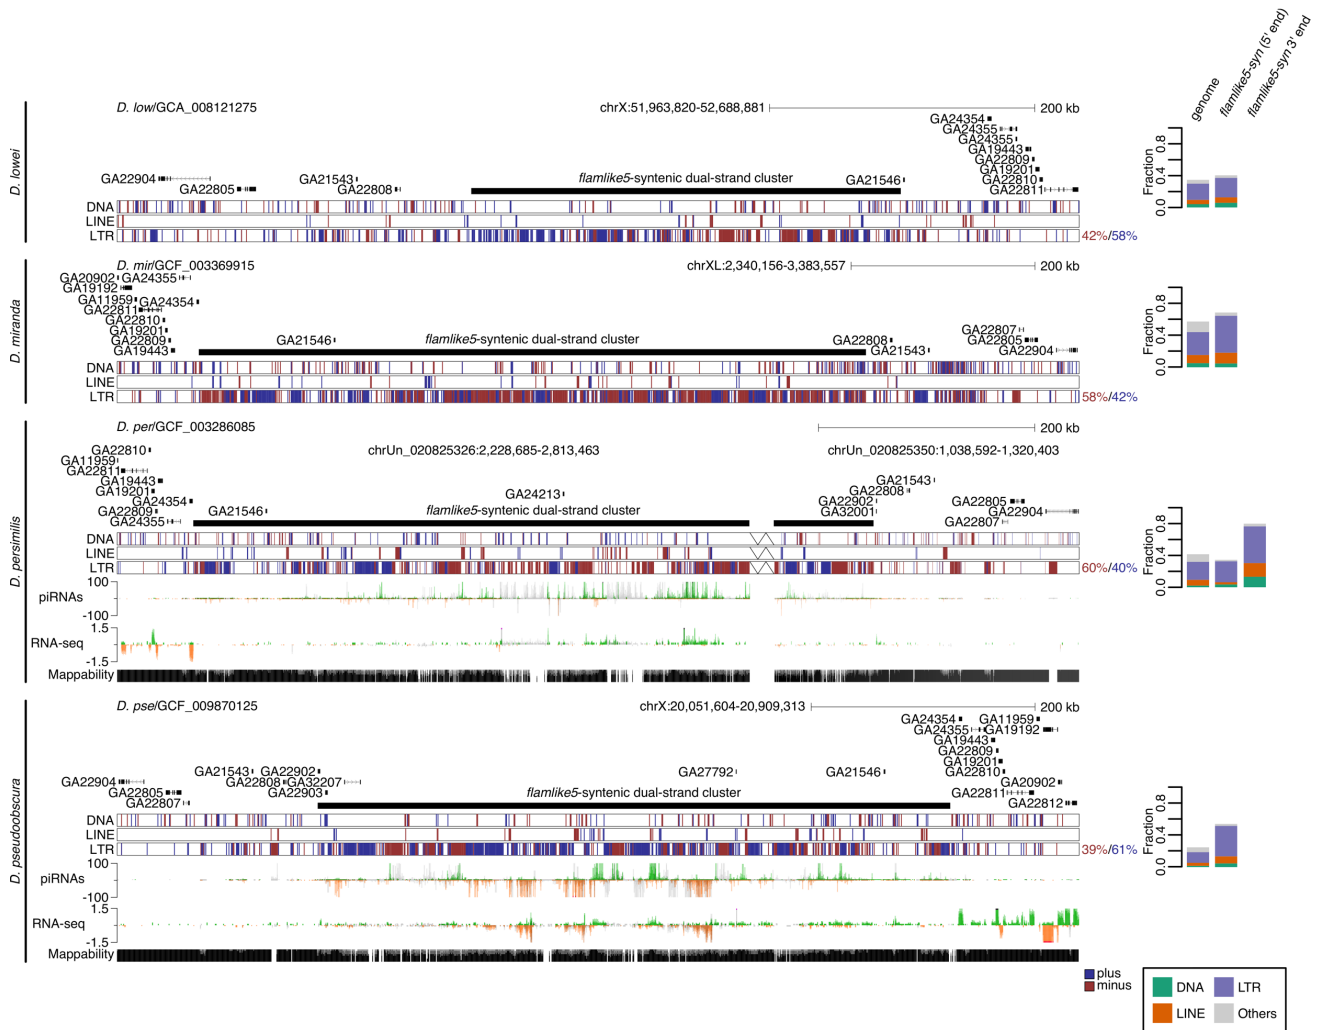

Fig. S11: *Flamlike5*-syntenic regions across *pseudoobscura* subgroup

Genome browser tracks showing *flamlike5*-syntenic regions for species within the *pseudoobscura* group. Repeat content was annotated using EDTA. Gene annotations show *D. pseudoobscura* transcripts mapped onto the target genome. Assembly breakpoints are indicated by a break line symbol. Percentage to the right indicates LTR content per strand. Bar graph shows fraction of annotated TEs in the complete genome and the *flamlike5* region, split in 5' and 3' end if there was an assembly breakpoint. Uniquely mapping piRNAs (cpm) and total RNA expression ($\ln(\text{cpm}+1)$) and mappability is shown where available. Sequencing data is shown in green or orange for uniquely mapped reads, and grey for multi-mapping reads. Source data are available in the source data file.

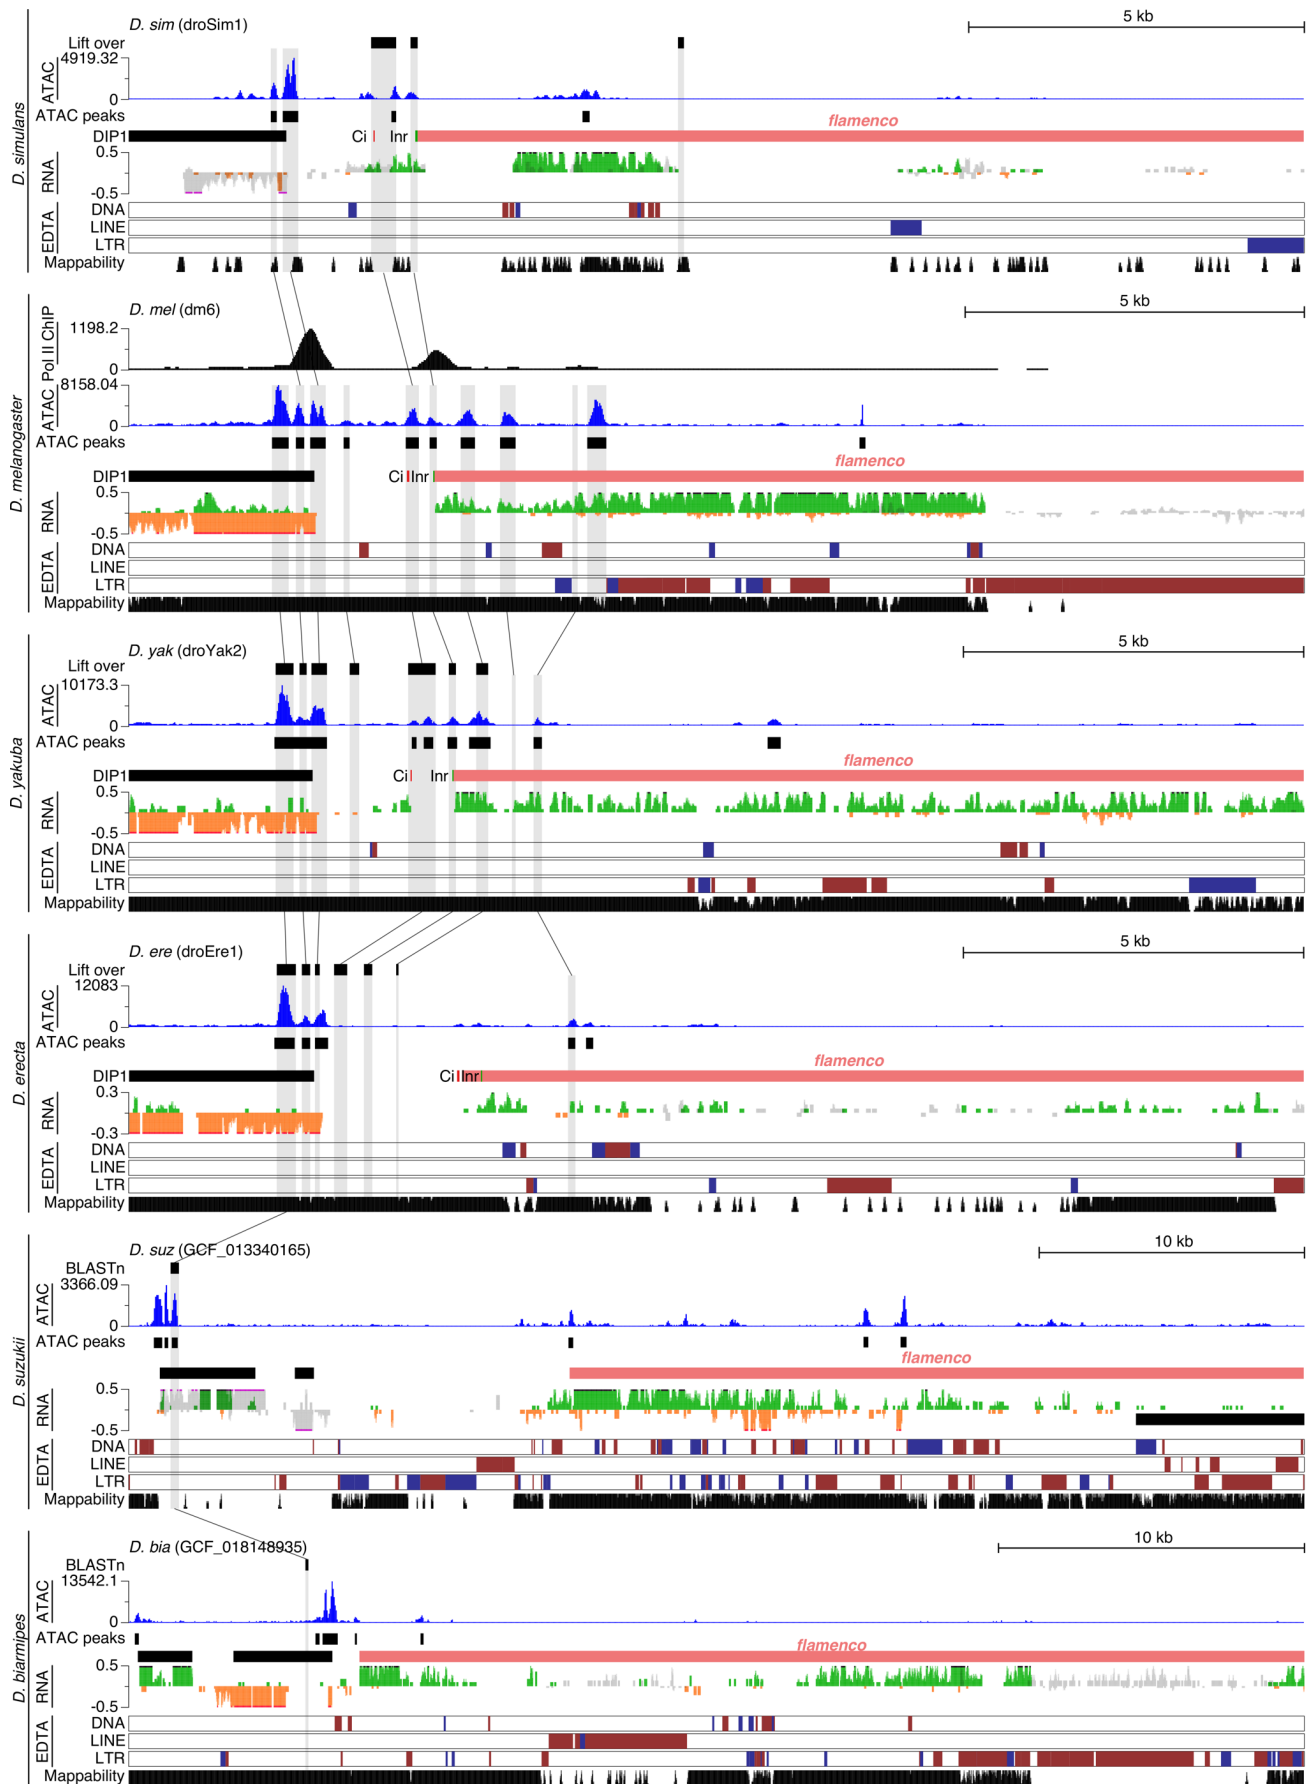

Fig S12: Conservation of ATAC-seq peaks in the *flam* promoter region of the *melanogaster* subgroup

a-f, Genome browser tracks showing *flam* region for indicated species. Uniquely mapping ATAC-seq reads (rpkm) are shown, highlighting the called ATAC-seq peaks (black bars). Peak-orthologous regions (LiftOver or BLAST) are highlighted in light grey. The position of the Ci motif and Inr element are indicated in red and green, respectively. Total RNA expression (cpm) is shown in green (forward strand) or orange (reverse strand) for uniquely mapped reads, and grey for multi-mapping reads. Repeat content was annotated using EDTA. Gene annotations show *D. melanogaster* transcripts mapped onto the target genome. Genome mappability tracks are shown for each species. Abbreviations: Ci, cubitus interruptus; Inr, Initiator element.

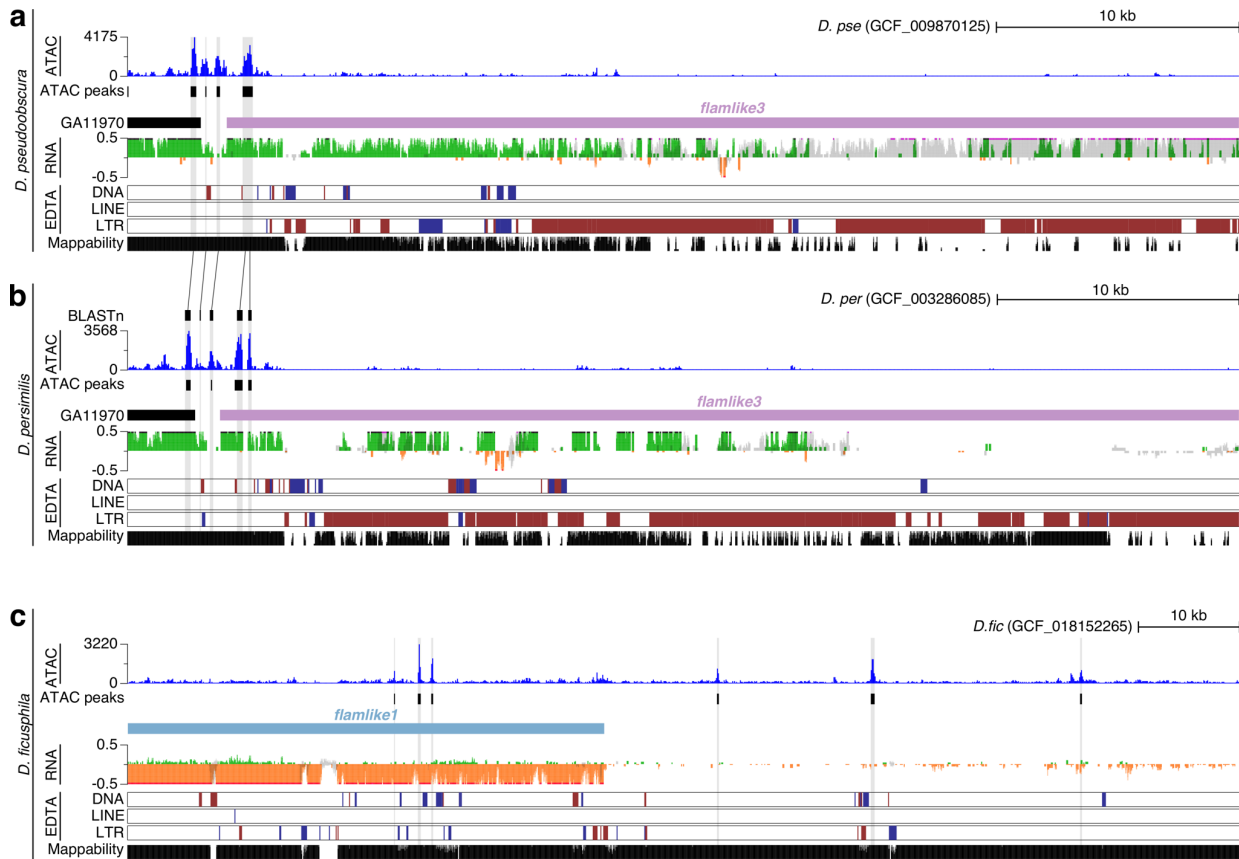

Fig S13: ATAC-seq peaks in the promoter region of *flamlike3* and *flamlike1*

a-b, Genome browser tracks showing ATAC-seq peaks in the promoter of *flamlike3* for *D. pseudoobscura* (a) and *D. persimilis* (b). Uniquely mapping ATAC-seq reads (rpkm) are shown, highlighting the called ATAC-seq peaks (black bars). Peak-orthologous regions (LiftOver or BLAST) are highlighted in light grey. Total RNA expression (cpm) is shown in green (forward strand) or orange (reverse strand) for uniquely mapped reads, and grey for multi-mapping reads. Repeat content was annotated using EDTA. Gene annotations show *D. pseudoobscura* transcripts mapped onto the target genome. Genome mappability tracks are shown for each species. **c**, same as (a-b) but showing the promoter region of *flamlike1* in *D. ficusphila*. Please note that the cluster is located on the reverse strand.

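The promoters of *flamlike3* and *flamlike1* differed in the peaks called around them. Within 3 kb of its TSS, *flamlike3* had 4 peaks in *D. pseudoobscura* and 4 in *D. persimilis*. The peak of highest fold enrichment among them lay downstream of the TSS in *D. pseudoobscura*, from 37961960 to 37962359 of chromosome X with a fold enrichment of 8.10 and a −log10 q of 50.0. In *D. persimilis*, 2 peaks downstream of the TSS, from 2168062 to 2168386 and from 2168607 to 2168758, each had a fold enrichment of 6.15. The peaks nearest to the TSS were weaker, with fold enrichments of 3.12 in *D. pseudoobscura* and 3.01 in *D. persimilis*. Around the *flamlike1* TSS of *D. ficusphila*, at 1069314 on the reverse strand, the nearest peaks were 1 upstream, from 1080589 to 1080765 with a fold enrichment of 3.20, and 1 downstream, whose edge lay 16796 bp from the TSS, from 1052284 to 1052518 with a fold enrichment of 4.53. The peak of highest fold enrichment inside *flamlike1* lay far from the TSS, at 618277 bp, from 450703 to 451174, with a fold enrichment of 15.2. The paper's text places *flamlike1* on another scaffold than Supplementary Data 1 does, and all values for it rest on the position in Supplementary Data 1. These are single merged lists without a replicate error.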

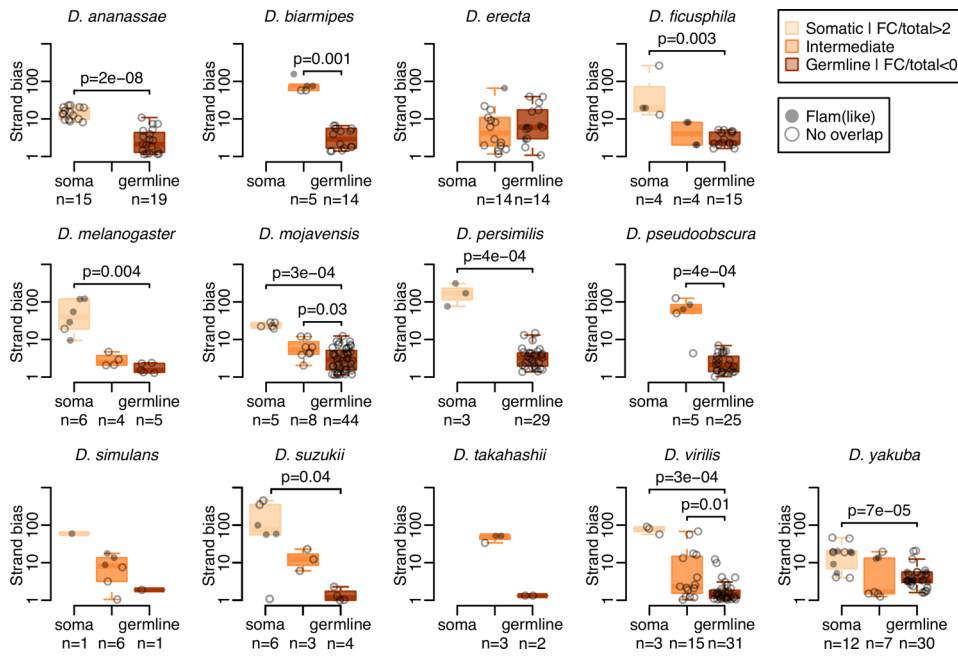

Fig. S15: Somatic piRNA clusters are expressed from one strand

Analysis across *de novo* identified large piRNA clusters (proTRAC, >35kb; see Methods). Clusters were classified as somatic, intermediate or germline based on the follicle cell versus total ovary piRNA ratio. Overlap to previously identified clusters (filled circle) or no overlap (empty circle) is indicated. Strand bias (log₁₀ scale) is shown across each category. Germline strand bias was compared to intermediate or somatic using a two-sided Wilcoxon's rank sum test. The same cluster may be represented multiple times if it was identified in multiple genome assemblies. Raw data and cluster coordinates are available in Supplementary Data 2. Boxplots show median (central line), interquartile range (IQR, box), and minimum and maximum values (whiskers, at most 1.5*IQR). Source data are available in the source data file.

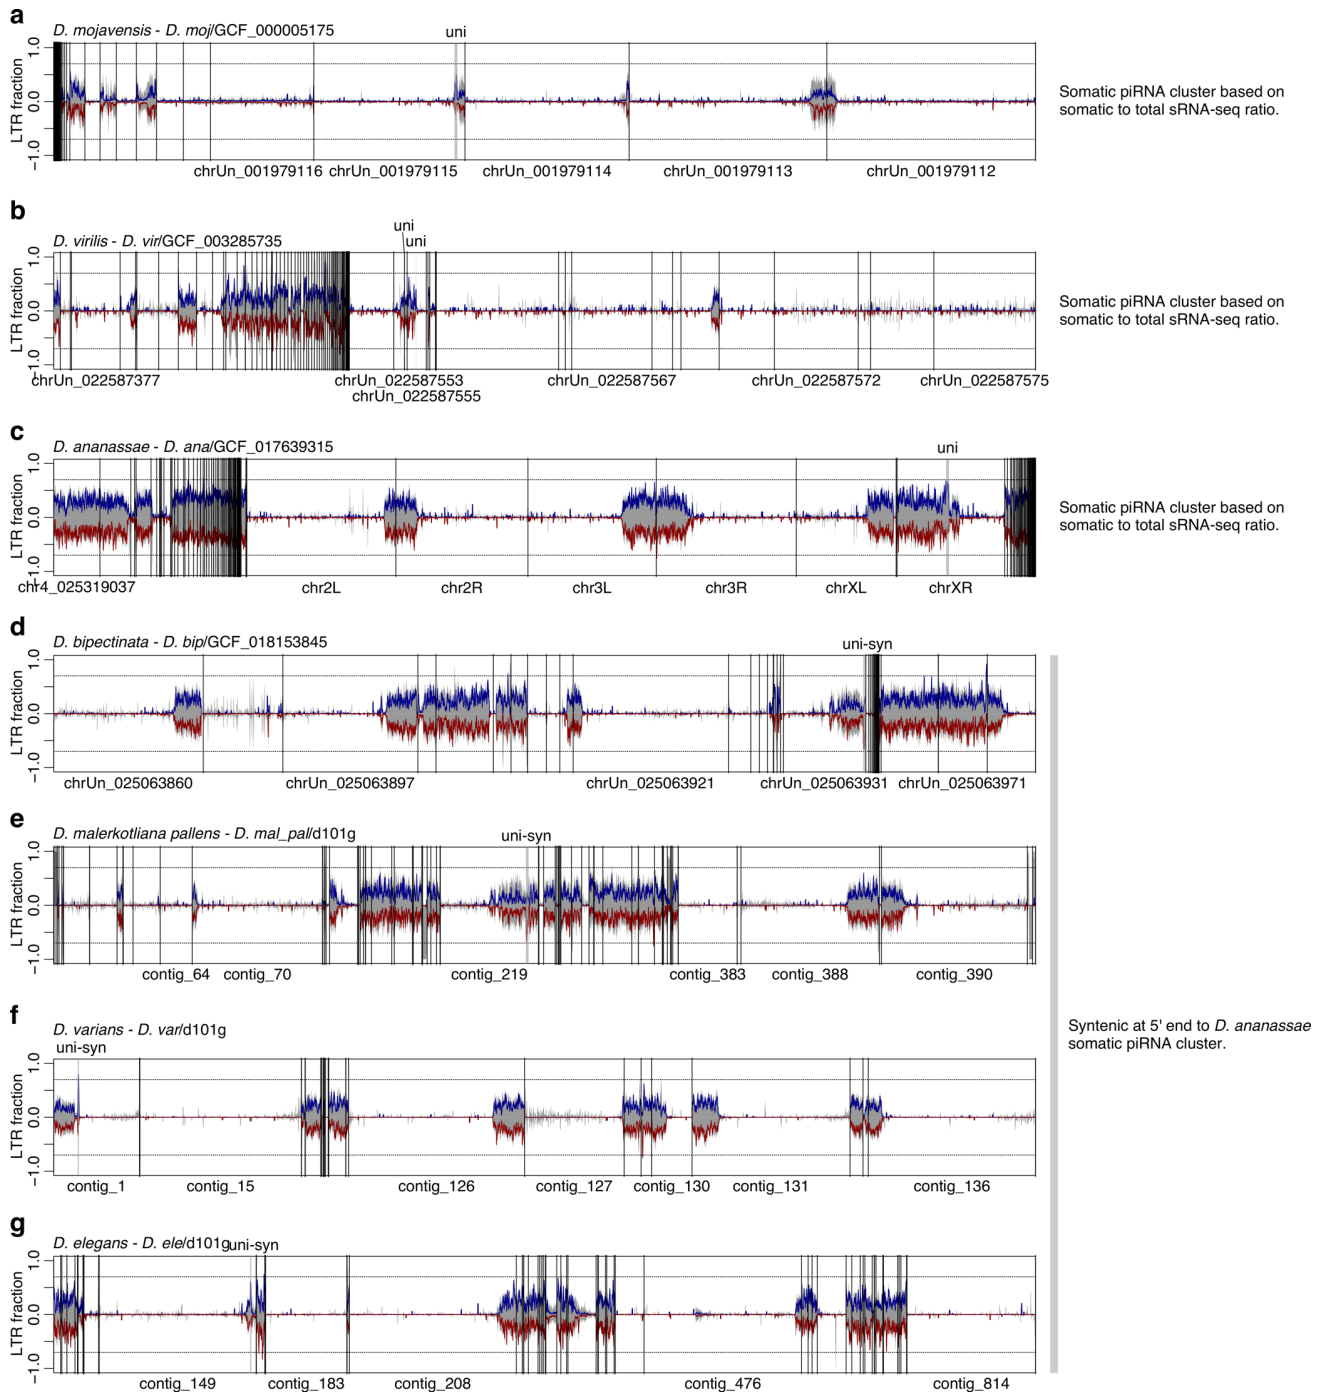

Fig. S16: Chromosomal location of somatic piRNA clusters with *flam*-like properties

a-c, Location of somatic piRNA clusters with *flam*-like properties in (a) *D. mojavensis*, (b) *D. virilis*, and (c) *D. ananassae*. **d-g**, Examples of candidate unistrand cluster syntenic to the *D. ananassae* candidate (c) on the 5' end (near a *cac*-orthologous gene). Genomic LTR content across 100 kb windows is shown. Predicted LTR content (blue, plus strand; red, minus strand) and total repeat content (grey) is shown across the whole genome (100 kb windows). Cluster loci are indicated at the top and selected contig/chromosome names are indicated at the bottom.

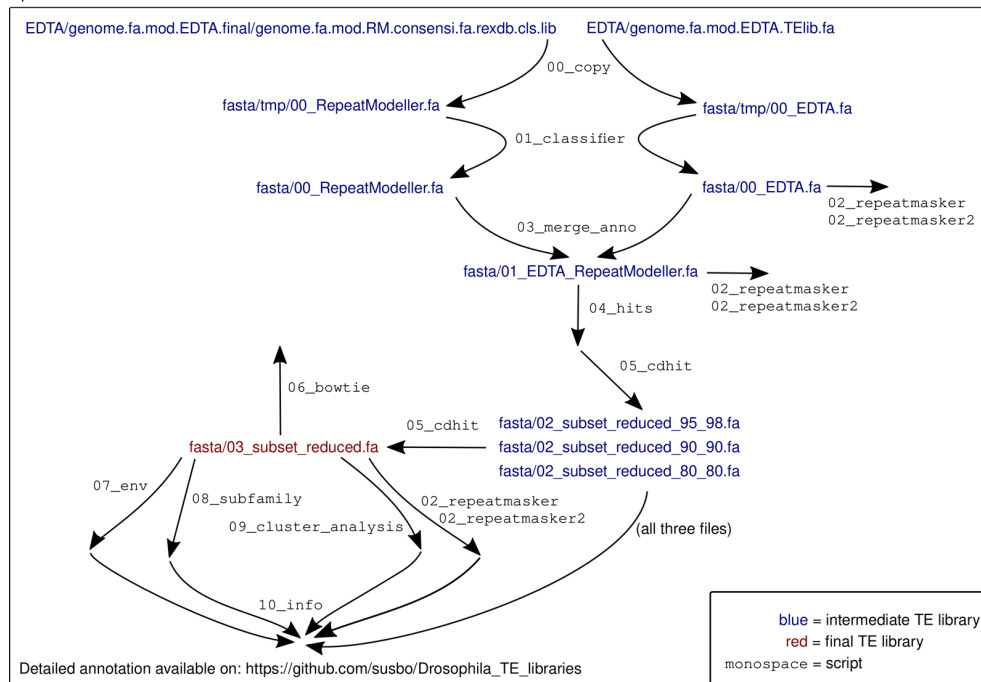

Fig. S17: Overview of *de novo* transposon consensus sequence construction

Illustration of how the raw TE libraries into processed to obtain a set of curated TE consensus sequences (see “Transposon_libraries” at https://github.com/susbo/Drosophila_unistrand_clusters). Arrows labelled with mono-space font indicate bash scripts and blue/red text indicate some of the key output files.

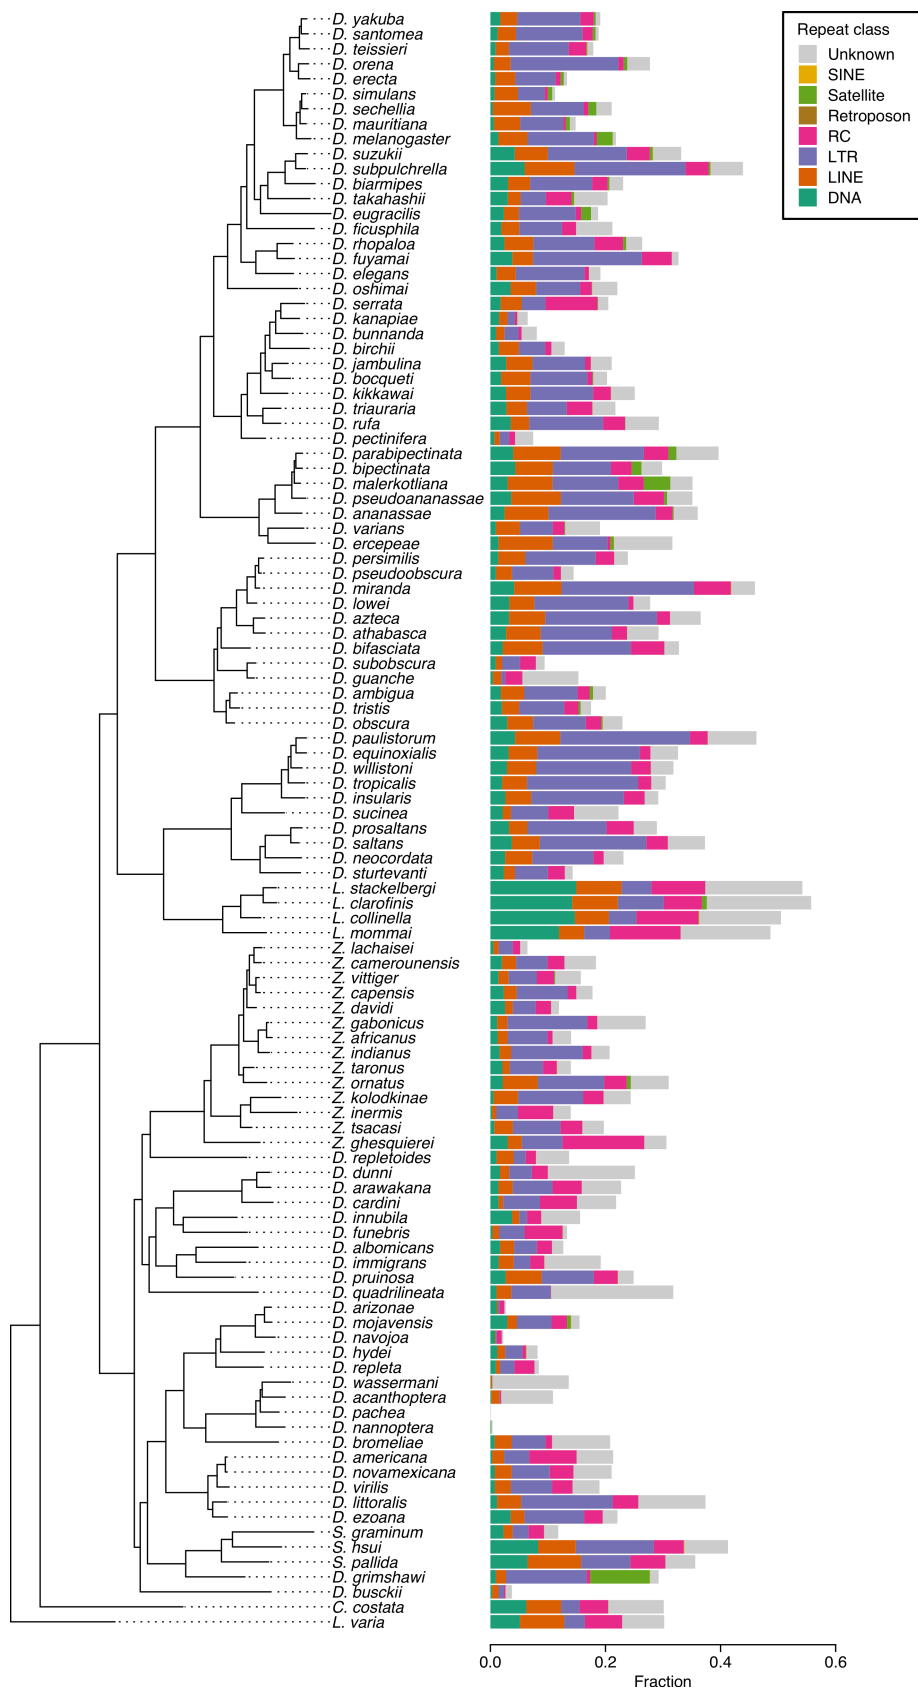

Fig. S18: Repeat content of *Drosophila* species

Genomic interspersed repeat content per species predicted using EDTA. Source data are available in the source data file.

included in the analysis. One-sided enrichment p-values were calculated using bootstrap (n=1000 replicates). Boxplots show median (central line), interquartile range (IQR, box), and minimum and maximum values (whiskers, at most $1.5 \times \text{IQR}$). Source data are available in the source data file.

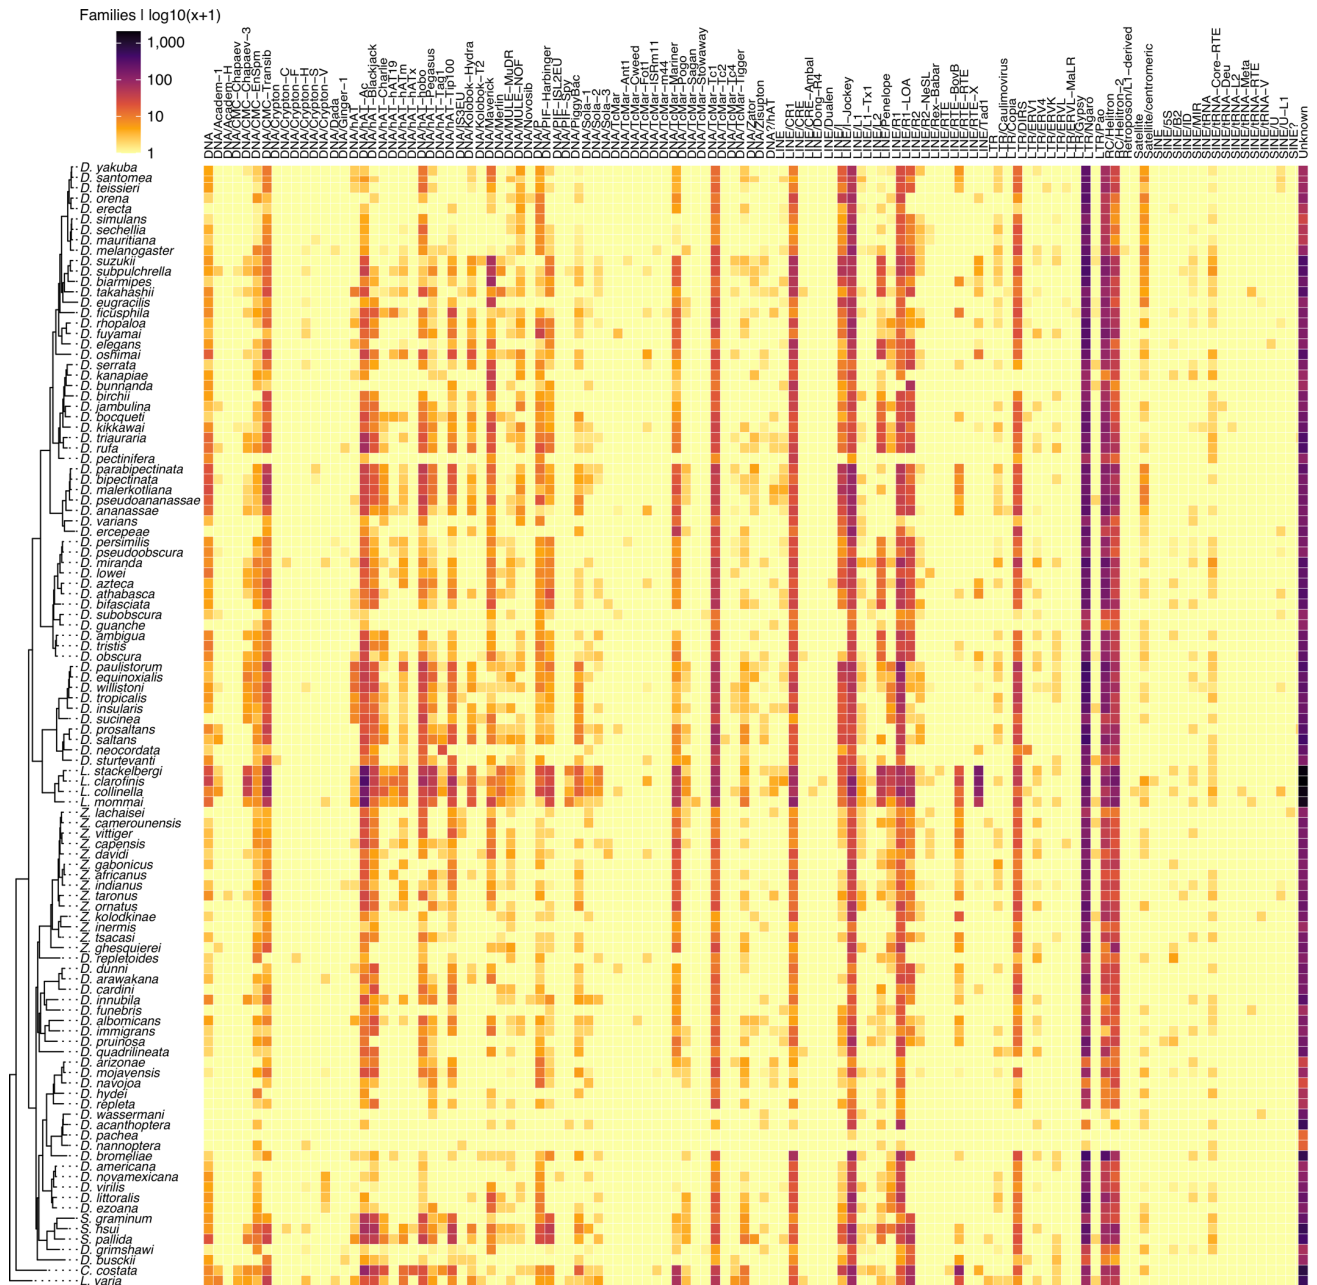

Fig. S20: Overview of identified subfamilies per TE family across *Drosophila* species
 Identified number of subfamilies per TE families across indicated *Drosophila* species. Only families detected in at least one species are shown. Detailed numbers are available in Supplementary Data 4.

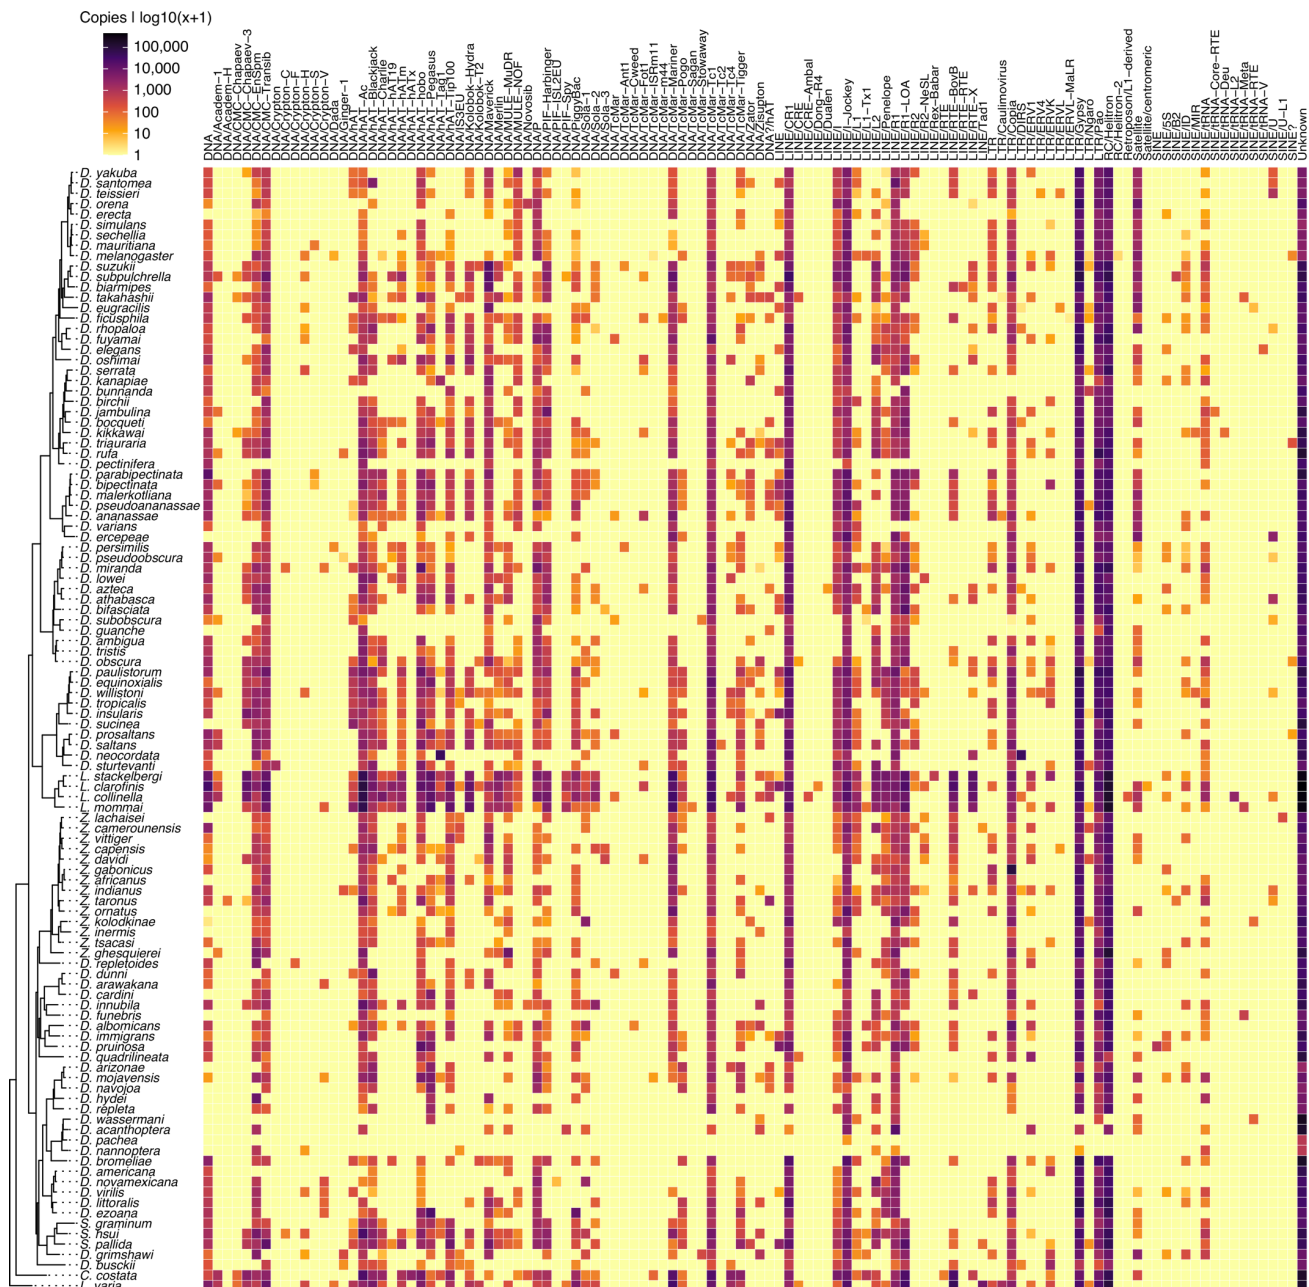

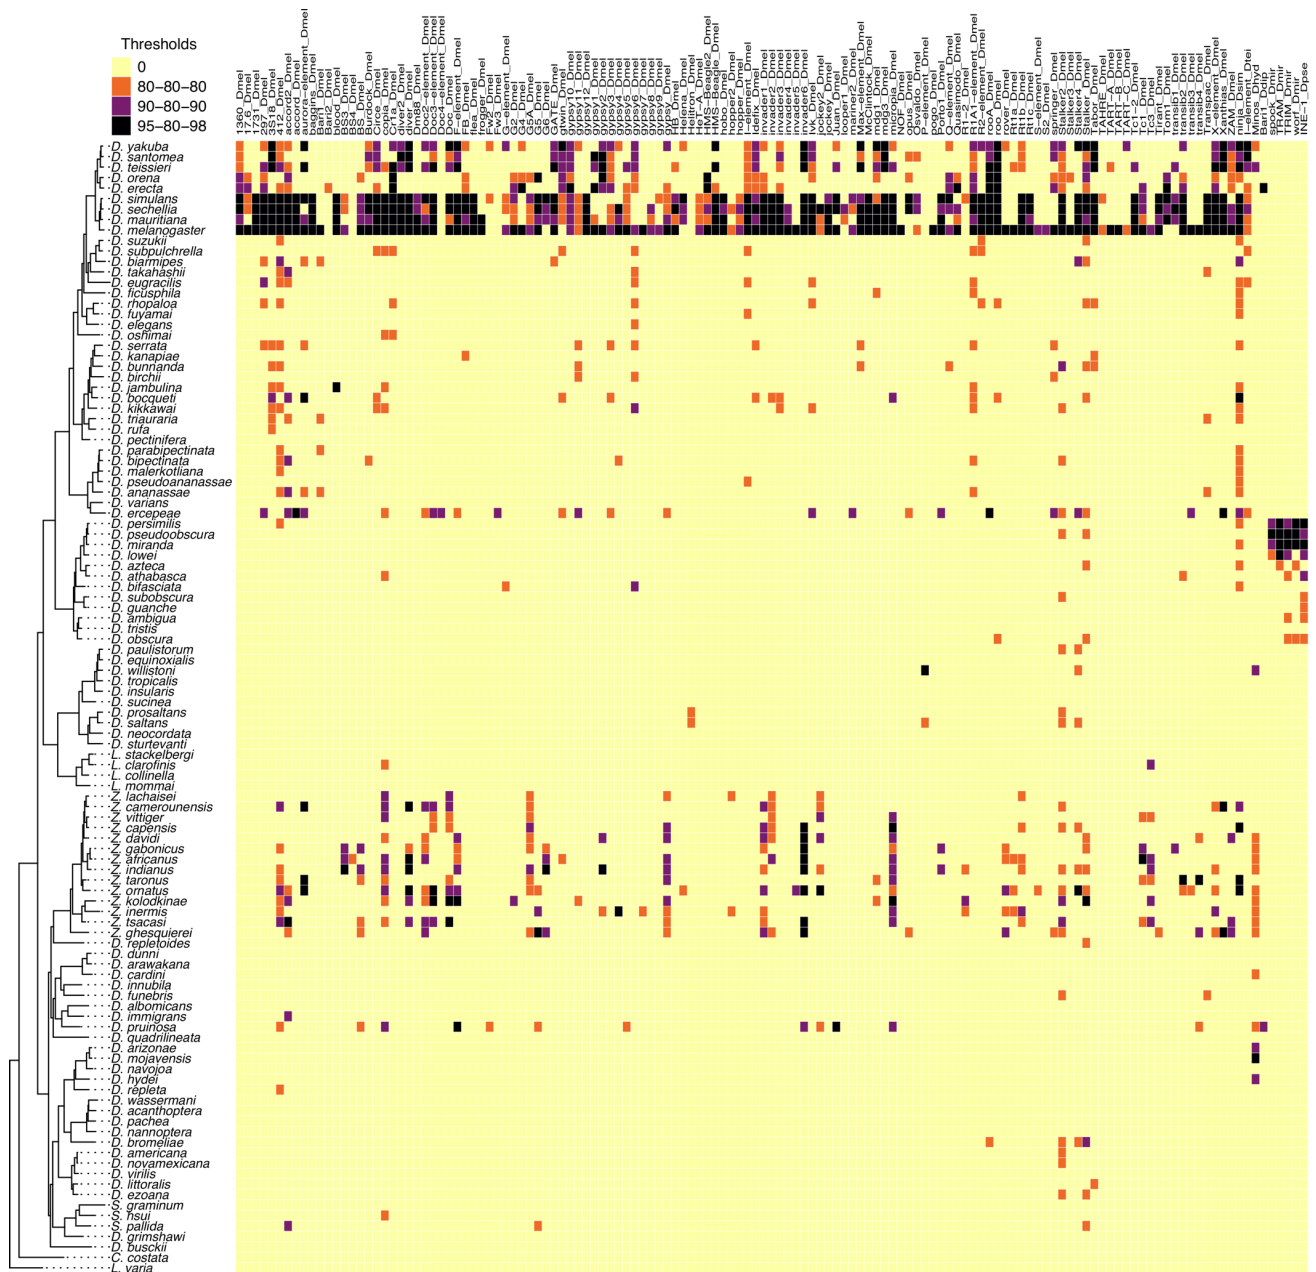

Fig. S22: Overview of previously described TE subfamilies across *Drosophila* species
Representation of TE subfamily identification (n=155) across *Drosophila* species. A TE was considered to belong to a certain subfamily with very high confidence (black) if it had a hit with at least 95% identity, across 98% of the query, and at least covering 80 nt (i.e., 95-80-98 threshold). Similarly, medium-confidence (purple, 90-80-90) or low-confidence (orange, 80-80-80) hits are indicated. This data is also available in Supplementary Data 6.

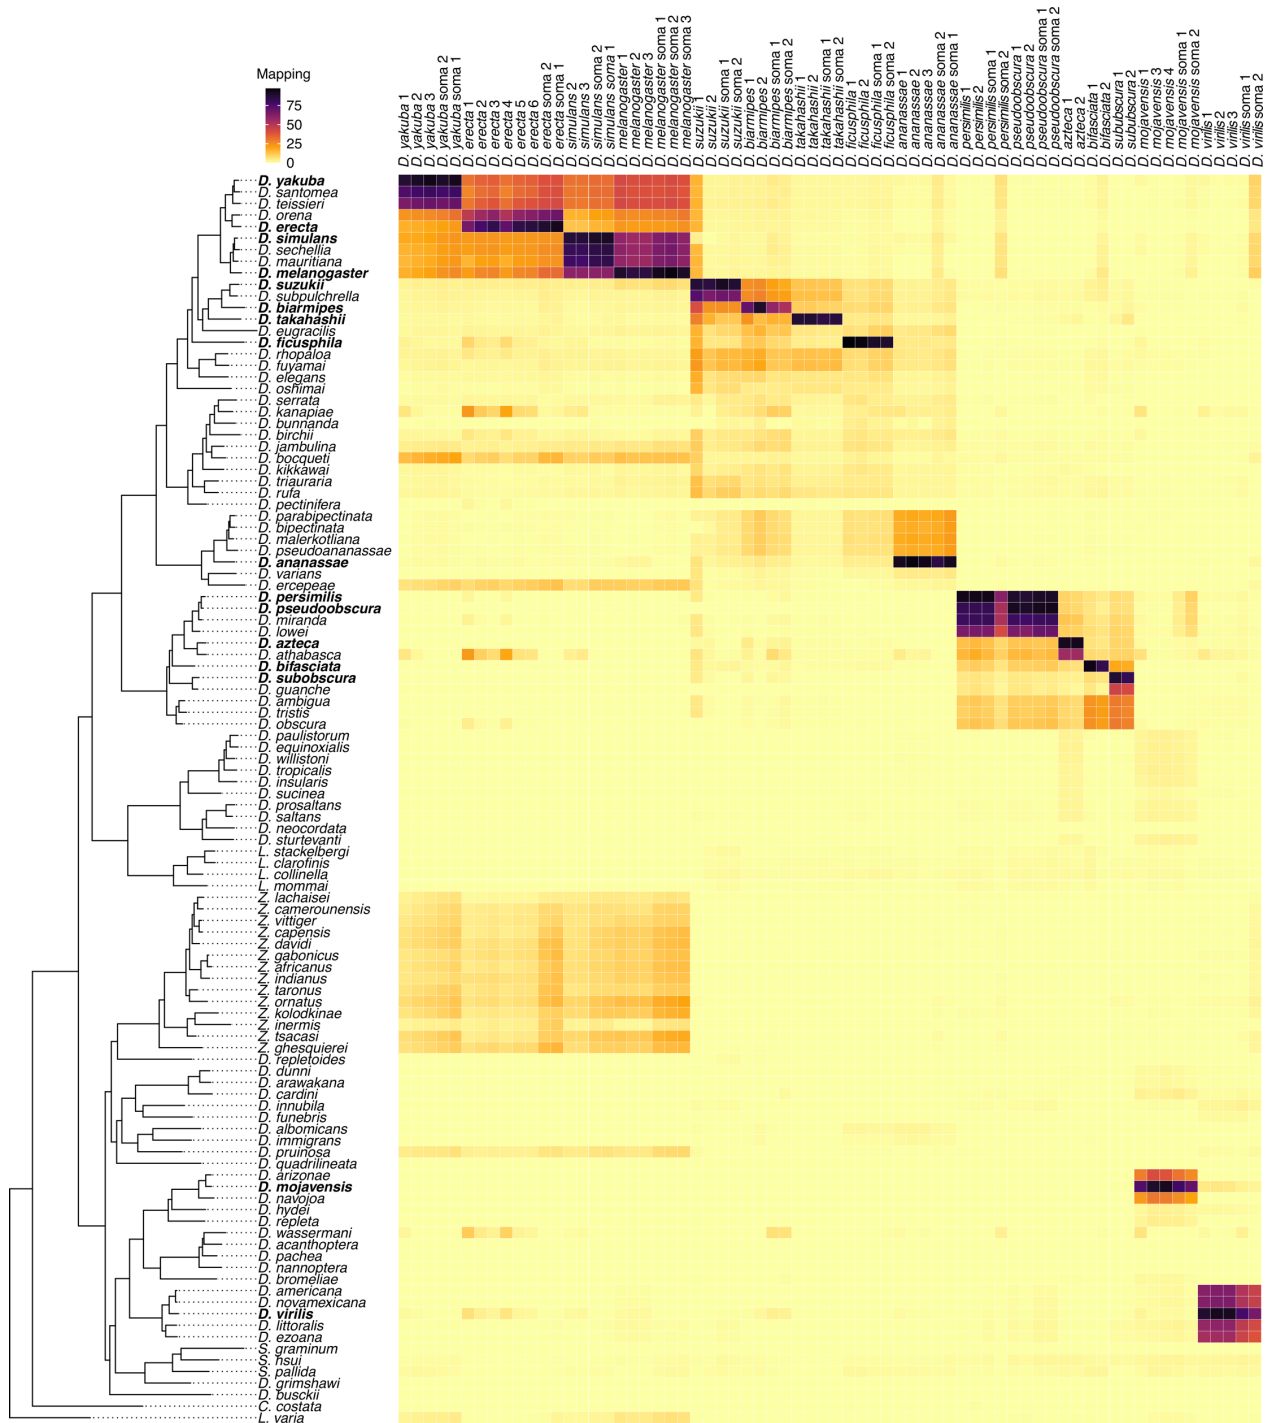

Fig. S23: Alignment of sRNA-seq across *Drosophila* species

Alignment of sRNA-seq across indicated *Drosophila* species. Species that were sequenced are indicated in bold. Horizontal lines such as the one for *D. ercepeae* indicate potentially shared piRNAs due to horizontal transmission of TEs. Vertical lines such as the one for *D. persimilis* indicate likely index swapping with *melanogaster* subgroup species sequenced at the same lane. See also Fig. S24 for a similar analysis using RNA-seq. Abbreviations: FC, follicle cells. Source data are available in the source data file.

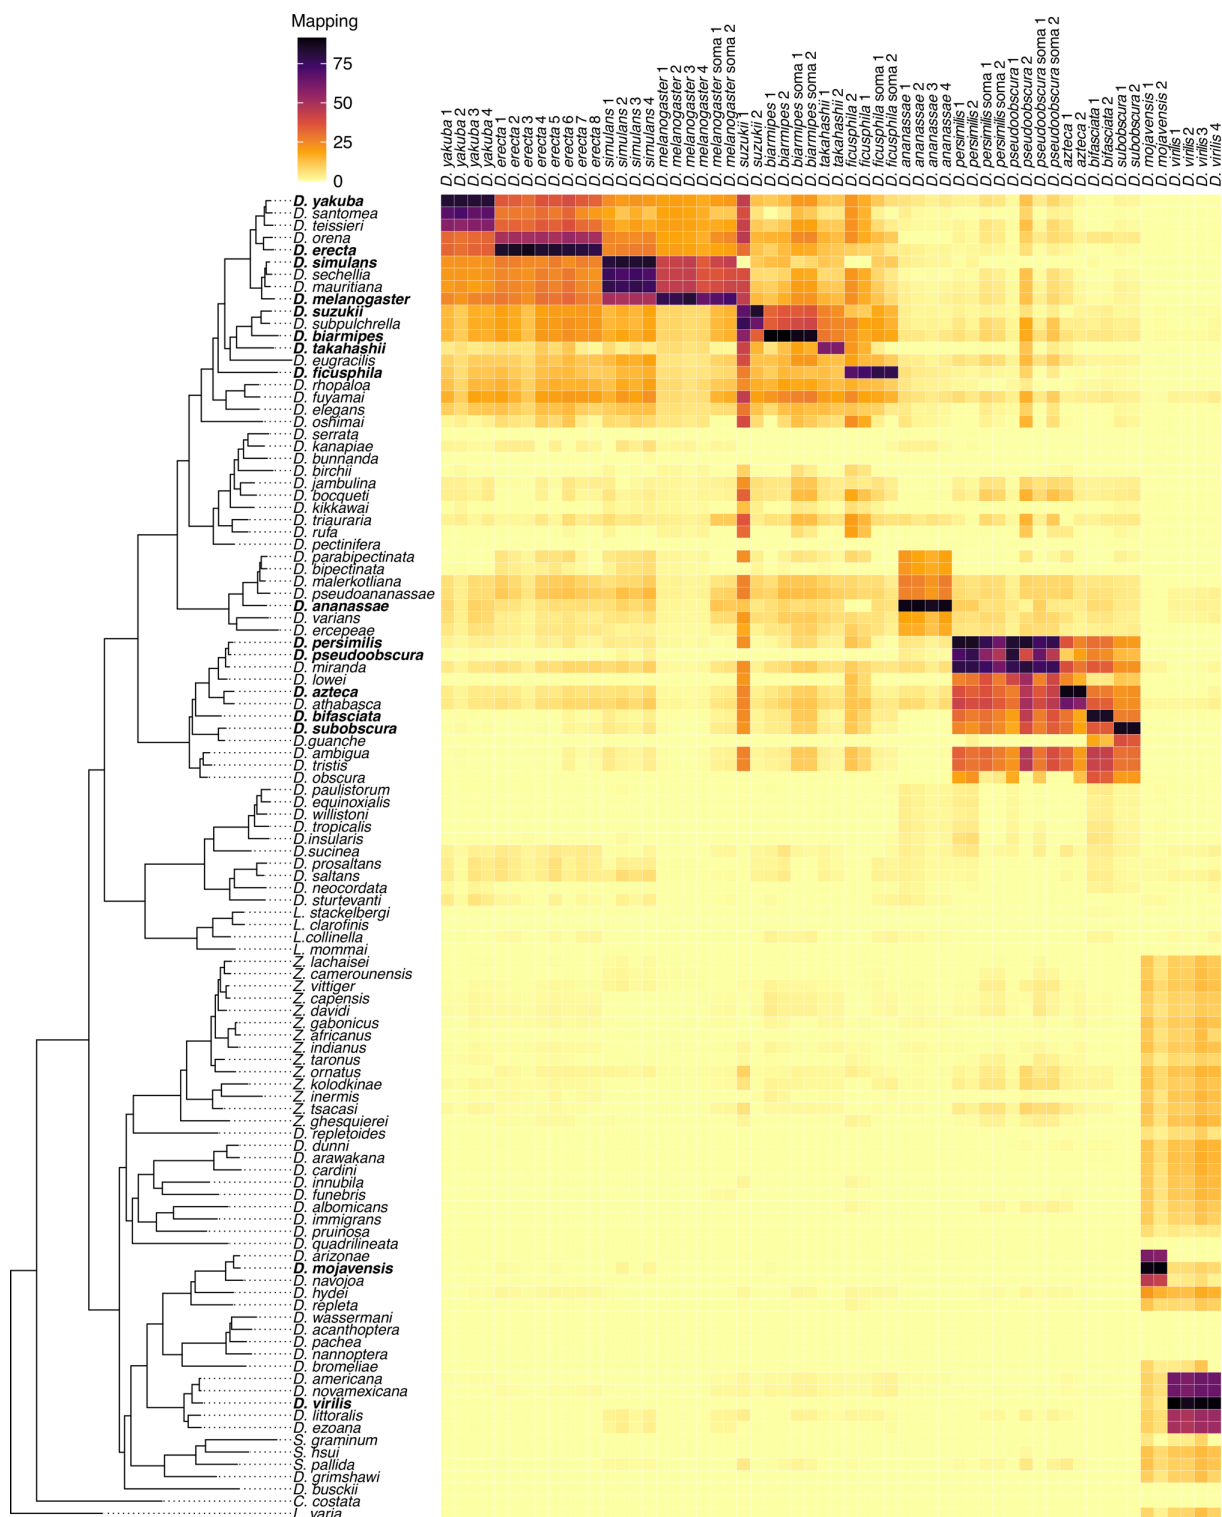

Fig. S24: Alignment of RNA-seq across *Drosophila* species

Alignment of total RNA-seq across indicated *Drosophila* species. Species that were sequenced are highlighted in bold. Source data are available in the source data file.

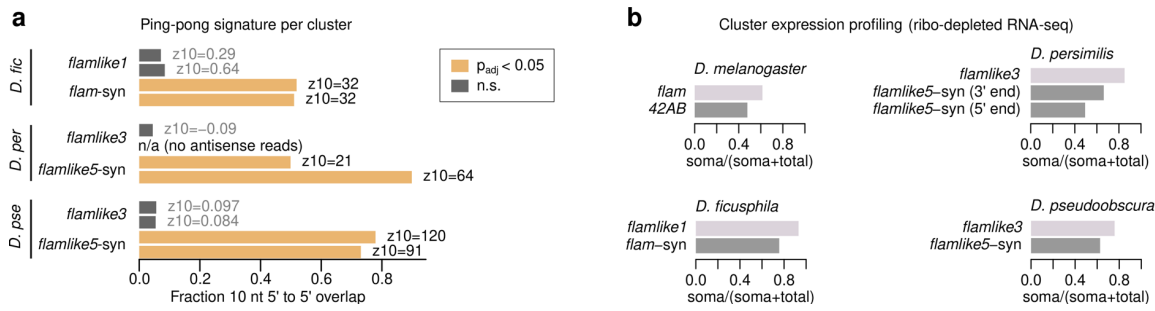

Fig. S25: *Flam*-like clusters display somatic expression and reduced ping-pong signature

a, Barplots showing ping-pong signature across somatic *flam*-like and germline control clusters in *D. ficusphila*, *D. persimilis*, and *D. pseudoobscura* (2 biological replicates each). Ping-pong signature was quantified as the fraction of 10 nt overlaps piRNAs mapping to opposite strands and assessed using a two-tailed z-test with Bonferroni correction. **b**, Barplots showing relative cluster expression in soma-enriched (soma) and whole ovary (total) RNA-seq libraries. Signal was first converted to cpm to correct for differences in sequencing depth. Pooled counts from 2-4 biological replicates. Source data are available in the source data file.

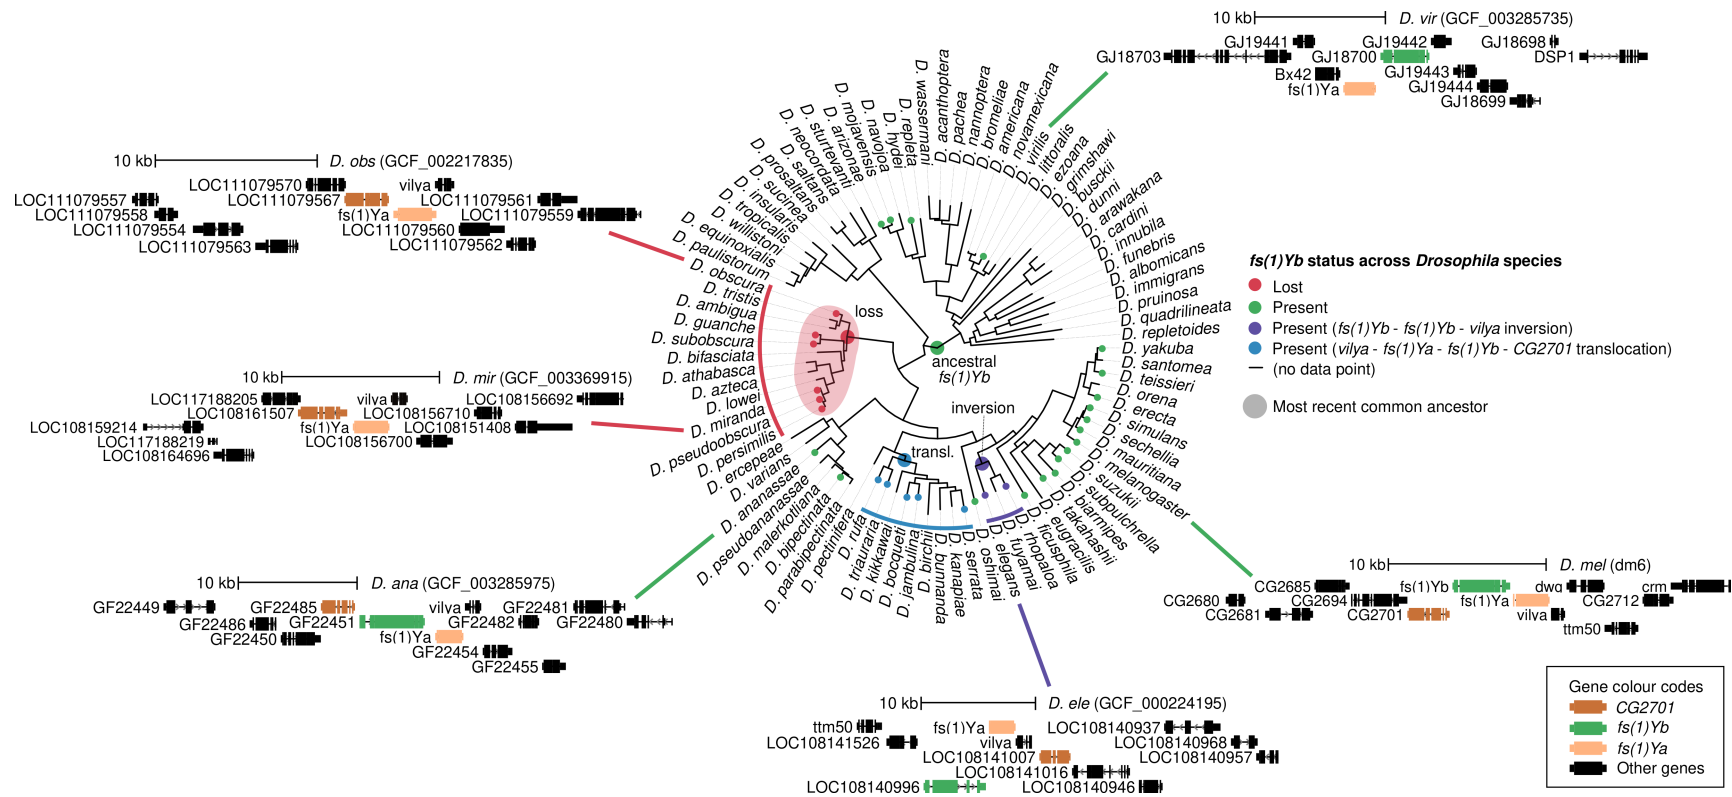

Fig. S26: Conservation of *fs(1)Yb* across *Drosophila* species

Phylogenetic tree summarising *fs(1)Yb* status across *Drosophila* species. Only genome assemblies with NCBI gene predictions were evaluated. Syntenic regions were identified in each genome and annotated to reflect whether *fs(1)Yb* was present (green) or absent (red) at the expected location next to *CG2701* and/or *fs(1)Ya*. Additionally, the presence of *fs(1)Yb* together with specific inversions (purple) or translocations (blue) are indicated. Selected examples of gene synteny or lack thereof are shown surrounding.

# Supplementary material for: Unistrand piRNA clusters are an evolutionarily conserved mechanism to suppress endogenous retroviruses across the Drosophila genus
**Source:** Nat Commun. 2023 Nov 13;14:7337. doi: 10.1038/s41467-023-42787-1
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Title: Supplementary Data 1:

Description: Coordinates for all unistrand flam-like piRNA cluster candidates identified in this study.

Title: Supplementary Data 2:

Description: Prediction of major de-novo piRNA clusters using somatic and total sRNA-seq data across all species sequenced in this study.

Title: Supplementary Data 3:

Description: Genomic coverage for each transposon family across all 193 assemblies.

Title: Supplementary Data 4:

Description: Number of subfamilies annotated as each transposon family across all 193 assemblies.

Title: Supplementary Data 5:

Description: Genomic copies per transposon family across all 193 assemblies.

Title: Supplementary Data 6:

Description: Detection of 155 previously described transposon subfamilies across the curated de-novo transposon libraries.

Title: Supplementary Data 7:

Description: List of all 119 species and 193 assemblies included in this study and abbreviations used.

Title: Supplementary Data 8:

Description: Information about the fly species included in this study.

Title: Supplementary Data 9:

Description: List of all sRNA-seq libraries analysed in this study and their alignment metrics.

Title: Supplementary Data 10:

Description: List of all RNA-seq libraries analysed in this study and their alignment metrics.

Title: Supplementary Data 11:

Description: List of all ATAC-seq libraries analysed in this study and their alignment metrics

# Supplementary material for: Unistrand piRNA clusters are an evolutionarily conserved mechanism to suppress endogenous retroviruses across the Drosophila genus
**Source:** Nat Commun. 2023 Nov 13;14:7337. doi: 10.1038/s41467-023-42787-1
**Supplement:** Supplementary file 15 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

☐	☒	The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒	A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒	The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐	A description of all covariates tested
☐	☒	A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒	A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒	For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐	For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐	For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐	Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

Code to download and organise genome assemblies: https://github.com/susbo/Drosophila_unistrand_clusters/tree/main/Genome_assemblies

Data analysis

All custom scripts used in this study are available on our Github page: https://github.com/susbo/Drosophila_unistrand_clusters

Code for gene synteny analysis: https://github.com/susbo/Drosophila_unistrand_clusters/tree/main/Synteny_biogenesis_genes

Code to find de-novo clusters using EDTA: https://github.com/susbo/Drosophila_unistrand_clusters/tree/main/De-novo_clusters

Code to construct curated transposon libraries: https://github.com/susbo/Drosophila_unistrand_clusters/tree/main/Transposon_libraries

Synteny: blat v36x6, NCBI BLAST+ v2.10.0 & v2.14.0

Repeat annotation: RepeatMasker v4.1.2, Dfam v3.5, RepBase RepeatMaskerEdition-20181026

UCSC tracks: deepTools v3.3.2 & v3.5.1

HTS data processing: FastQC v0.11.8, Trim Galore! v0.6.4, cutadapt v1.18, bedtools v2.26.0 & v2.30.0, bowtie v1.2.3, HiSeq v2.2.0, bwa

v0.7.17, SAMtools v1.9, Picard v2.9.0, ataqv v1.0.0, MACS2 v2.1.1,

Phylogenetic tree: treeio v1.10.0, ggtree v2.0.4, ggnewscale v0.4.6

Transposon libraries: EDTA v1.9.3 & v1.9.6, RepeatModeler v2.0.1 & v2.0.2a, cd-hit-est v4.8.1, full_blast <https://github.com/rimjhimroy/Transposon80-80-80>

miRNA annotations: miRBase release 22.1

piRNA cluster prediction: proTRAC v2.4.4

Assembly QC: calN50 <https://github.com/lh3/calN50>

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The high-throughput sequencing data and genome browser tracks generated in this study have been deposited at GEO under accession code GSE225889 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE225889>]. The transposon libraries and metadata generated in this study are available on GitHub through https://github.com/susbo/Drosophila_TE_libraries. Source data are provided with this paper.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

NA

Reporting on race, ethnicity, or other socially relevant groupings

NA

Population characteristics

NA

Recruitment

NA

Ethics oversight

NA

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

No sample size calculations were done. All flies studied here were wildtype flies and therefore, no comparisons between different treatments or conditions were done. However, we sequenced at least two biological replicates for each species and assay, to ensure that there were no mistakes in the data generation.

Data exclusions

No data was excluded from our analysis. All relevant data was always incorporated and any outlier was highlighted and explained.

Replication	All sequencing data was produced in 2-4 biological replicates, in each case the replicates were successful.
Randomization	Randomization was not relevant to this study. Only wildtype flies were studied and no experimental groups were therefore present.
Blinding	Blinding was not relevant to this study. However, all sequencing libraries were processed by the same pipeline that only uses the sample annotation to select the reference genome corresponding to the species.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☒	☐ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	All information on the species used in this study can also be found in Supplementary Table 8. All flies were sequenced as adults. Species, Supplier, Strain (if known) D. ananassae, Simon Collier (University of Cambridge, UK), - D. azteca, National Drosophila Species Stock Center, 14012-0171.03 D. biarmipes, National Drosophila Species Stock Center, 14023-0361.09 D. bifasciata, National Drosophila Species Stock Center, 14012-0181.02 D. erecta, Simon Collier (University of Cambridge, UK), - D. ficusphila, Geoffrey Findley (College of the Holy Cross, Worcester, MA, USA), 14025-0441.05 D. mojavensis, Ben Longdon (University of Exeter, UK), 15081-1352.00 D. persimilis, Ben Longdon (University of Exeter, UK), 14011-0111.51 D. pseudoobscura, Ben Longdon (University of Exeter, UK), - D. simulans, David Stern (Janelia Research Campus, VA, USA), - D. subobscura, National Drosophila Species Stock Center, 14011-0131.16 D. suzukii, National Drosophila Species Stock Center, 14023-0311.08 D. takahashii, National Drosophila Species Stock Center, 14022-0311.08 D. virilis, Simon Collier (University of Cambridge, UK), - D. yakuba, Simon Collier (University of Cambridge, UK), -
Wild animals	This study did not involve any animals obtained directly from the wild.
Reporting on sex	All reported experimental research is applicable to females only. Different Drosophila species were sex sorted prior to the experiments based on their phenotype, mainly the presence of the female reproductive organ clearly visible at the posterior of the body. Only females were used for the experiments.
Field-collected samples	This study did not involve samples collected from the field.
Ethics oversight	No ethical approval or guidance was required since invertebrates and not defined as "Protected animals" in the Animals (Scientific Procedures) Act 1986.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

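Open chromatin was measured by ATAC-seq in whole ovaries of 9 *Drosophila* species, with 18 libraries in all. The 8 peak lists used here, of *D. melanogaster*, *D. yakuba*, *D. erecta*, *D. suzukii*, *D. biarmipes*, *D. ficusphila*, *D. pseudoobscura* and *D. persimilis*, rest on 17 libraries. The peaks of *D. simulans* were not analysed here.

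The authors trimmed the paired reads with cutadapt 1.18, aligned them with BWA to the assembly of each species, marked duplicates with Picard 2.9.0, filtered with SAMtools 1.9 and called peaks with MACS2 2.1.1.20160309, versions as given in the submitters' processing notes. According to the paper's methods, duplicates were kept in peak calling and reads were shifted and extended by fixed lengths before the pileup. The filters applied with SAMtools are not given in the sources used here. Peak names carry a processing tag in the lists of *D. biarmipes*, *D. ficusphila*, *D. persimilis* and *D. pseudoobscura* and not in the other 4, of which that of *D. suzukii* is named as unprocessed, and the meaning of these names is not given there either. Each deposited list has 1 peak per line, with the fold enrichment, a ratio of the pileup at the summit to the local background computed by the authors, the −log10 q of the summit as the authors' peak caller gave it, and the position of the summit. Replicates were merged by the authors before peaks were called, so no comparison between replicates and no replicate error could be computed. Fold enrichment and −log10 q were used only to describe and filter peaks within a list.

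From these lists, positions were compared with the clusters and TSSs of Supplementary Data 1, the piRNA clusters of Supplementary Data 2 and the library metrics of Supplementary Data 11. The number of TSSs within 1 kb of a peak edge was compared with 100000 joint draws of random positions between the first and the last peak of the same scaffold, called here a permutation test by random placement. Promoter peaks with summits within 3 kb of the TSS were compared between species by their offset, with a tolerance of 250 bp and 10000 random pairs of peak summits as anchors. Because each anchor is itself a peak, every random pair shares at least 1 offset, which by itself makes this test conservative. The random windows were not matched in their number of peaks, which can lower p where the real windows are rich in peaks. The density of summits per 100 kb of each cluster was compared with 100000 placements of an interval of the same length between the first and the last peak of its scaffold, where that stretch was at least 3 times as long as the cluster. The share of summits in the first 10% of each unistrand cluster was tested with an exact binomial test. Clusters with a soma to total ratio of at least 2 were taken as somatic and those under 1 as germline, and log2 of the density plus a pseudocount of 0.5 was compared by a stratified permutation test. In *D. melanogaster*, whose list matches dm6, the share of genes with a peak overlapping the 500 bp centred on a TSS was compared between fixed gene lists and all other protein-coding genes with Fisher's exact test. P-values were adjusted by Benjamini-Hochberg within each family, with a threshold of 0.05, and confidence intervals are exact at 95%. They cover counting error only.

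The lists of genes, the tests and 49 processing alternatives were chosen before the data were examined, and 9 alternatives were added later. The rule for what is named was the peaks within 3 kb of each TSS, the peak nearest to each TSS, the peak of highest fold enrichment inside each cluster, the genes the paper names beside these loci, the 4 members of each gene list with the highest fold enrichment at their promoter, and the members that go against the rest of their list where there are 5 or fewer. For sequence uniqueness, every 50-nt sequence of the *D. melanogaster* genome was taken as unique if it occurred at 1 place on either strand, which differs from the mapping of paired reads. Computations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9.

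The tests of TSSs near peaks, shared offsets, cluster density, and somatic against germline clusters were tried on simulated data, and the other tests were not. Simulated peaks were spread uniformly over a single long chromosome, and simulated clusters were independent. The real lists and scaffolds need not follow this, so the rates below need not hold for them. For the TSS test on 4000 simulated peaks per species, 2 of 200 runs without an effect and 100 of 100 runs with 6 of 8 TSSs placed at a peak gave a p under 0.05. For shared offsets on 4000 peaks, the counts were 0 of 100 without an effect and 50 of 50 with 5 planted offsets. The planted offsets were peaks added to both windows, so these runs do not separate the number of peaks from their positions. For cluster density on 4000 peaks, the counts were 9 of 200 without an effect and 100 of 100 with most peaks of the cluster removed. For somatic and germline clusters, with 52 simulated clusters, they were 18 of 300 without an effect and 94 of 100 with a difference of 2 on the log2 scale.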

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

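Of the tests in this part, the ones on long unique stretches of *flam* and on unique sequence without its first 10 kb, the one on the width of the Y-chromosome peaks, the ones on the dual-strand clusters and the comparison of measures across lists were chosen after the results had been seen.

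The dual-strand clusters, which the paper's analysis of open chromatin does not cover, held called peaks. There were 41 in the *flam*-syntenic cluster of *D. ficusphila*, 37 in the *flamlike5*-syntenic cluster of *D. pseudoobscura*, and 16 and 4 in the 5′ and 3′ parts of that of *D. persimilis*. In each of the 3 species with both kinds of cluster the dual-strand one had more summits per 100 kb, with 7.84 against 1.44 in *D. ficusphila*, 3.32 (both parts together) against 1.22 in *D. persimilis* and 6.58 against 1.60 in *D. pseudoobscura*, but the exact permutation test within species has 12 arrangements and could not have passed the threshold. In *D. pseudoobscura* both clusters lie on 1 chromosome, so a scaffold richer in peaks throughout cannot account for the difference there. The rest of that chromosome is nearly the same sequence for both clusters, so its difference of 0.043% was fixed by the design and is not a test. Variation along the chromosome may account for the difference between the 2 clusters, as random pairs of intervals of these lengths differed at least as much in most draws (permutation test by random placement, two-sided, p = 0.71). In the other 2 species the rest of the scaffold was richer by 27.3% (*D. ficusphila*) and 88.8% (*D. persimilis*), less than the 445% and 173% by which the cluster was, which without a spread for these percentages leaves richer scaffolds open, as are repeat content, mappability and a biological difference between cluster types, which were not tested.

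The *flam* cluster of *D. melanogaster* held fewer peaks than the rest of chromosome X, at 0.623 against 22.4 per 100 kb, 36.0-fold lower (two-sided permutation test by random placement, adjusted p = 0.0041), which against all scaffolds over 1 Mb was 31.7-fold and no longer passed the test (adjusted p = 0.298), and without the first 10 kb was 178-fold, with 1 peak left (adjusted p = 0.0043). Repeated sequence may account for part of this, since 16.6% of the 50-nt sequences of *flam* are unique, against 92.2% of the rest of chromosome X. Counted per 100 kb of unique positions, *flam* still had 3.74 peaks against 24.2 (share of random intervals with as few, 0.00044), and 3.82 against 11.7 over 1 kb from any protein-coding TSS (share 0.00205), which argues against either repeats or the lack of promoters as the whole cause. The cluster without its first 10 kb had 1 such peak where 14.4 were expected (one-sided exact binomial test, p = 9.03e-06). The part left out held 4 of the 5 peaks, so this low count is not further support. In unique runs of at least 500 positions away from protein-coding promoters the cluster had 4 peaks over 23680 positions (share 0.906), but all 4 lie in the first 10 kb, next to the TSS of *flam* itself, and the rest of the cluster had 0 over 15946 positions where 1.88 were expected (one-sided exact binomial test, p = 0.153). This is too little sequence to decide, so short unique stretches together with few promoters cannot be told apart from other causes, and no biological explanation was tested.

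In *D. melanogaster* ovaries, which come from females, 9 peaks were called on the Y chromosome, at *kl-5*, *PRY* and *ORY* and between genes, with fold enrichments of 3.60 to 11.0. The *D. melanogaster* list also stood apart from the other 7 by its median peak width, 174 bp against 190 to 204 bp, and by its share of peaks of at most 100 bp with a fold enrichment above the median of the list, 4.94% against 0.515 to 1.65%; these were 2 of 4 measures compared across the lists, which are of different species, and chance sets a list apart for about 1 in 20 such measures. Reads from exact copies elsewhere in the assembly are argued against by the Y peaks themselves, whose 50-nt sequences had a median unique share of 1.0. Copies that differ slightly, or that the assembly lacks, were not tested, so reads from these stay open. Stacks of duplicate reads at single sites may contribute, but cannot be told apart from other causes, as the Y peaks were narrow (median 93 bp against 202 bp) and a share of 0.108 of the peaks of like fold enrichment elsewhere were as narrow. Nor did narrow peaks follow the processing tag in the peak names, with a ratio of 0.420 between the lowest untagged and the highest tagged list, where a clear split needed a ratio above 1, so that a difference in the treatment of duplicates stays open, and no biological explanation was tested.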

How the results depend on the processing

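Over all results and settings, 234 values were computed under alternatives, of which 199 kept their direction, their side of the threshold or their count. The number of TSSs near a peak kept its call under all 15 of its alternatives, with p between 7e-05 and 0.036. The 9 alternatives chosen after seeing the data were random anchors counted without their own peaks, adjustment over the 4 pairs of species with enough peaks to pass, summits counted only inside the cluster boundaries, with and without *D. melanogaster* and *D. yakuba*, a length starting 3 kb downstream of the TSS, summits of *flam* spread over unique positions, the testis-specific genes without *CycB3*, and the Inr element sought within 20 bp of the TSS or within 10 bp of the annotated start of *flam*. No paired analysis was possible because each species has 1 merged list and replicate numbers appear in none of them. For the same reason the 4 alternatives that leave out each replicate were not run, and depth could not be tested with the shortened lists, which hold 10000 peaks in every species.

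With the 10000 peaks of smallest q, clusters past the adjusted threshold for a lower density numbered 3 instead of 5, the density lying below that of the rest of the scaffold in all 12, the share of summits in the first 10% was 25.0%, and 4 gene lists instead of 8 passed the test. Under that setting the germline piRNA pathway (37.5%) and the muscle sheath markers (18.2%) turned to a share below that of other genes, and *D. melanogaster* shared 1 offset with *D. yakuba* and 1 with *D. erecta*, as did *D. pseudoobscura* with *D. persimilis*, each below the number expected; fewer peaks enter by construction. With all scaffolds over 1 Mb for comparison, 0 clusters passed that threshold, though the density was again the lower one in all 12. Inside the boundaries and without *D. melanogaster* and *D. yakuba*, the share of summits in the first 10% was 11.4%. By overlap of peak intervals 1 pair of species passed the test, as did 1 with anchor peaks not counted. Without anchor peaks, *D. yakuba* and *D. erecta* (1 shared) and *D. suzukii* and *D. biarmipes* (1 shared) moved above the number expected, and in a window of 5 kb *D. melanogaster* and *D. erecta* (2 shared) moved below it. Without *D. persimilis*, the difference between somatic and germline clusters was −1.20 (permutation p = 0.042), the 1 of its 14 alternatives to pass the test. Less duplicates, the correlation of peak number with depth was 0.64. The Ci consensus was matched in 0 promoter peaks without a mismatch and in 2 with up to 2 mismatches, and the Inr element had 1 match within 20 bp of the TSS and 1 within 10 bp of the annotated start. Apart from the shortened lists and the number of mismatches, the cause was not tested.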

Differences from the paper's values

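Panels of Fig. S12 and Fig. S13 were compared for the 8 species with a list used here, and a further panel of Fig. S12 was not. In none of these 8 panels did the number of called peaks differ from the lists by more than 1.5 times. Read by eye, the numbers were equal in 6 panels. The panel of *D. yakuba* shows about 7 bars in Fig. S12, read by eye, where the list has 6 summits in the same window. By eye, the bar without a counterpart lies beside the Ci site, and the list holds 0 summits between −1800 and −450 bp of the TSS. Just past this stretch, however, a listed peak begins at −442 bp (20624638 to 20624776, fold enrichment 3.78). By offset, that peak is the counterpart of the *D. melanogaster* peak that holds the Ci match. The Ci site was not searched in *D. yakuba*, so a missing peak at it is not shown. The panel of *D. pseudoobscura* shows about 5 in Fig. S13, read by eye, where the list has 4.

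The paper states that syntenic clusters share open chromatin at their promoters. Tested by offsets from the TSS instead of by alignment, 0 of 7 pairs of species passed the adjusted threshold, of which 5 are of the same locus and 4 had enough peaks to pass, and 0 passed when adjusted over those 4 (permutation test, adjusted p = 0.095 for *D. melanogaster* and *D. yakuba*), a setting chosen after seeing the values. By number, 5 of 9 promoter peaks of *D. melanogaster* were shared with *D. yakuba* and 3 of 4 of *D. pseudoobscura* with *D. persimilis*. Counted from the other species of each pair, all 5 peaks of *D. yakuba* and all 4 of *D. persimilis* had a counterpart. Overlap of peak intervals, an alternative set before the data were examined, gave 1 pair past the threshold, *D. melanogaster* and *D. yakuba*, and so did leaving the anchor peaks out of the random pairs, which was chosen after seeing the values. Random windows were not matched in their number of peaks, so passing can also reflect windows rich in peaks.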

Other observations

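In this part, the test without *CycB3* was chosen after the results had been seen.

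In *D. melanogaster* ovaries, 7866 of 13986 protein-coding genes (56.2%) had a called peak at a promoter, and 8 of 9 gene lists departed from the other genes by Fisher's exact test, two-sided, at an adjusted p under 0.05. All 14 genes of the somatic and shared piRNA pathway had a promoter peak (Fisher's exact test, adjusted p = 0.0015), led by *zuc* (fold enrichment 15.3), *piwi* (12.4), *Hen1* (11.0) and *armi* (10.9), and so did 14 of 16 genes of the germline piRNA pathway (adjusted p = 0.014), led by *nxf3* (11.7), *rhi* (11.1), *squ* (8.82) and *papi* (8.67), with *cuff* and *moon* lacking one. Of the follicle cell markers 16 of 18 had a peak (exact test, adjusted p = 0.011), led by *eya* (16.8), *Fas3* (16.3), *pnt* (14.9) and *slbo* (14.9), with *Wnt4* and *cas* lacking one. Of the germ cell markers, 14 of the 15 that were found in the annotation had a peak (exact test, adjusted p = 0.0068), led by *egl* (20.7), *grk* (12.1), *ovo* (11.6) and *Bic-C* (11.6), with *bgcn* lacking one; *nos* was not found under that symbol. All 14 housekeeping genes had a peak (exact test, adjusted p = 0.0015), led by *RpS6* (23.2), *Polr2A* (23.0), *RpL3* (15.7) and *RpL32* (13.1). A peak in whole ovaries does not say in which cell type the promoter is open.

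Gene lists of other tissues had fewer promoter peaks. None of 14 odorant receptor genes had a peak (Fisher's exact test, adjusted p = 8.42e-05), 2 of the 12 genes listed as testis-specific did (*CycB3*, fold enrichment 15.6, and *sa*, 7.68; adjusted p = 0.011), and 2 of 10 neuronal markers did (*elav*, 8.48, and *ple*, 4.70; adjusted p = 0.029, and 0.015 to 0.084 over the alternatives, with 0.057 for 200 bp centred on the TSS). *CycB3* also acts in the female germline and was wrongly placed in that list, which without it had a peak at 1 of 11 genes (exact test, adjusted p = 0.0038). Markers of the muscle sheath of the ovary did not pass the test, with 8 of 11 (exact test, adjusted p = 0.37), led by *Mef2* (18.6), *Col4a1* (9.56), *vkg* (6.50) and *Mlc2* (4.78); *Mhc*, *Tm2* and *sls* had none. With the 10000 peaks of smallest q, 4 lists passed the test, and the germ cell markers, the neuronal markers, the testis-specific genes and the germline piRNA pathway no longer did.

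Of 12 clusters in Supplementary Data 1, 11 could be tested against the rest of their scaffold, and 5 had fewer called peaks while 0 had more at an adjusted p under 0.05. Beside *flam* of *D. melanogaster*, these were *flam* of *D. yakuba* (2.39 against 23.6 summits per 100 kb, permutation test by random placement, adjusted p = 0.025), of *D. erecta* (3.53 against 22.9, adjusted p = 0.039) and of *D. biarmipes* (0 peaks against 13.3 per 100 kb, adjusted p = 0.039), and the 5′ part of the dual-strand cluster syntenic to *flamlike5* in *D. persimilis* (3.13 against 21.3, adjusted p = 0.00022). That *D. persimilis* part reaches at least 10 kb beyond the last peak of its scaffold, and random intervals were placed only between the first and the last peak. No random interval could lie where it lies, and its unadjusted permutation p of 2e-05 is the lowest that the draws allow. This p can therefore not be read as a test of its density. With the 10000 peaks of smallest q, *D. erecta* (12.0-fold lower, adjusted p = 0.074, permutation test) and *D. biarmipes* (0 peaks, adjusted p = 0.094) no longer passed, and neither did *D. biarmipes* without the first 10 kb (adjusted p = 0.056). Against all scaffolds over 1 Mb, 0 clusters passed the test, while *flam* remained 7.39-fold lower in *D. yakuba* and 5.70-fold lower in *D. erecta*, the *D. persimilis* part was 4.77-fold lower, and *flam* of *D. biarmipes* had 0 peaks against 12.4 per 100 kb (permutation test, adjusted p = 0.298 to 0.402). A low count can also come from repeats. In *D. melanogaster*, 16.6% of the 50-nt sequences of *flam* are unique, against 92.2% of the rest of chromosome X. The genomes of the other species were not used here, so repeats and gene promoters were not checked in their clusters.

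Among the piRNA clusters of Supplementary Data 2, 11 somatic clusters had a mean log2 density of 0.54 and 41 germline clusters 1.54, a difference that did not pass the stratified permutation test (two-sided, p = 0.063). These clusters are not all separate loci, which the test does not take into account. The 3 somatic clusters of *D. melanogaster* all lie inside *flam*, and the 3 of *D. suzukii* lie inside its *flam* or across the 3′ boundary of it. Those of *D. ficusphila* and *D. persimilis* overlap *flamlike1* and *flamlike3*. Inside *flam* of *D. erecta* and inside that of *D. yakuba*, a cluster is classed as germline. The one of *D. yakuba* had the highest density of the clusters used, with 15.9 peaks per 100 kb. Another cluster inside *flam* of *D. yakuba* is classed as somatic. The somatic clusters were lower in 4 of the 5 assemblies with both kinds, and higher in *D. persimilis*. In all 14 alternatives the somatic clusters were lower, with differences of −0.61 to −1.37 on the log2 scale, and 13 of these did not pass the test, among them the 10000 peaks of smallest q (−0.62, permutation p = 0.34), leaving out *D. suzukii* (p = 0.17) and extending the clusters by 5 kb (p = 0.13), while leaving out *D. persimilis* gave −1.20 (p = 0.042). Leaving out *D. biarmipes*, *D. erecta* or *D. pseudoobscura*, which have no somatic cluster, could not change the p. Another 15 of the 67 clusters lay between the classes and were not used.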
